# PFKFB3 controls acinar IP3R-mediated Ca^2+^ overload to regulate acute pancreatitis severity

**DOI:** 10.1172/jci.insight.169481

**Published:** 2024-05-23

**Authors:** Tan Zhang, Shengchuan Chen, Liang Li, Yuepeng Jin, Siying Liu, Zhu Liu, Fengyu Shi, Lifen Xie, Panpan Guo, Andrew C. Cannon, Akmal Ergashev, Haiping Yao, Chaohao Huang, Baofu Zhang, Lijun Wu, Hongwei Sun, Siming Chen, Yunfeng Shan, Zhengping Yu, Ezequiel J. Tolosa, Jianghuai Liu, Martin E. Fernandez-Zapico, Feng Ma, Gang Chen

**Keywords:** Inflammation, Metabolism, Calcium signaling

## Abstract

Acute pancreatitis (AP) is among the most common hospital gastrointestinal diagnoses; understanding the mechanisms underlying the severity of AP is critical for development of new treatment options for this disease. Here, we evaluate the biological function of phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (PFKFB3) in AP pathogenesis in 2 independent genetically engineered mouse models of AP. PFKFB3 was elevated in AP and severe AP (SAP), and KO of *Pfkfb3* abrogated the severity of alcoholic SAP (FAEE-SAP). Using a combination of genetic, pharmacological, and molecular studies, we defined the interaction of PFKFB3 with inositol 1,4,5-trisphosphate receptor (IP3R) as a key event mediating this phenomenon. Further analysis demonstrated that the interaction between PFKFB3 and IP3R promotes FAEE-SAP severity by altering intracellular calcium homeostasis in acinar cells. Together, our results support a PFKFB3-driven mechanism controlling AP pathobiology and define this enzyme as a therapeutic target to ameliorate the severity of this condition.

## Abstract 2

Interaction of phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 with the inositol 1,4,5-trisphosphate receptor promotes acute pancreatitis by altering intracellular calcium homeostasis in acinar cells.

## Introduction

Acute pancreatitis (AP) represents the most common gastrointestinal inflammatory process requiring hospitalization and costs the US health care system nearly $3 billion annually (1). Globally, the incidence of AP is about 34 per 100,000 a year, affecting females and males in equal proportion (2). Clinically, AP presents as severe abdominal pain and elevated serum amylase and/or lipase levels (3). In general, patients with mild presentations of AP recover fully in days to weeks; however, approximately 20%–30% of patients develop severe or moderately severe AP, often resulting in multiple, persistent organ failure and local complications (4, 5). Thus, understanding the mechanisms contributing to AP severity could facilitate development of new treatment approaches to improve the outcomes of patients with this disease.

Alcohol-related AP is a common type of AP arising as a result of heavy alcohol consumption. In alcohol-related AP, fatty acid ethyl esters (FAEE) from nonoxidative ethanol metabolism cause pancreatic damage and inflammation (6–10). In this study, we provide evidence for the role of phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 (PFKFB3) as a regulator of severity in alcohol-related AP. PFKFB3, encoded by the *PFKFB3* gene, plays a key role in maintaining glycolytic rates (11) by controlling the production of fructose-2,6-bisphosphate (F-2,6-BP), an allosteric activator of phosphofructokinase-1 (PFK-1), which is the rate-limiting enzyme of glycolysis (12, 13). Here, we show that PFKFB3 expression is increased in AP and SAP. In mice, KO of *Pfkfb3* reduced serum amylase and histologic indicators of pancreatic injury and inflammation in a FAEE-SAP model induced by injection of palmitoleic acid (POA) and ethanol. Interestingly, this effect of PFKFB3 loss was not mediated by dysregulation of glycolysis but through inositol 1,4,5-trisphosphate receptor–mediated (IP3R-mediated) Ca^2+^ overload, which has been shown to be a central event in AP pathogenesis (14). Further analysis demonstrates that the interaction between PFKFB3 and IP3R in pancreatic acinar cells promotes pathologic intracellular calcium signaling. In conclusion, our data indicate that PFKFB3 controls the severity of the AP model by affecting calcium levels in an IP3R-dependent manner and define PFKFB3 as a promising therapeutic target to improve outcomes in patients with alcohol-related AP.

## Results

### Elevated PFKFB3 expression during AP and SAP progression.

To define the genes involved in the regulation of AP progression, we analyzed the transcriptome of pancreata from vehicle control and caerulein-induced AP (CAE-AP) mice using bulk RNA-Seq (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.169481DS1). *Pfkfb3*, a known regulator of glycolysis, was among the most upregulated genes in AP mice (Figure 1A and Supplemental Figure 1B). Because of the central role of glycolysis as one of the main sources of ATP in acinar cells under physiological and disease conditions (15–17), we focused our studies on PFKFB3. Induction of PFKFB3 transcripts and protein levels were confirmed by quantitative PCR (qPCR) and Western blotting (WB), respectively (Figure 1B and Supplemental Figure 1C). To confirm the biological meaning of these findings, we examined the expression of PFKFB3 in an in vitro system and in 2 additional AP models, a FAEE-SAP (Supplemental Figure 1D) and sodium taurocholate biliary pancreatitis (NaTc-SAP) (Supplemental Figure 1E). A substantial induction of *Pfkfb3* mRNA and protein was observed during FAEE-SAP (Figure 1C) and NaTc-SAP (Figure 1D). IHC and immunofluorescence (IF) demonstrated induction of PFKFB3 in the acinar compartment of all 3 models (Figure 1, E–J; Supplemental Figure 1, F and G; and Supplemental Figure 2, A–C) as well as in patients with AP (Figure 1, K and L, and Supplemental Figure 2D). These assays also show that PFKFB3 can localize to both the cytoplasm and nucleus of exocrine cells during AP development. In vitro, TNFA — a proinflammatory factor implicated in AP (18) — and CoCl_2_ — an inducer of hypoxia, a known component of AP pathogenesis (19, 20) — induced PFKFB3 in acinar cell lines (Figure 1M and Supplemental Figure 2E). In summary, our finding identify and confirm *Pfkfb3* as one of the most elevated genes in AP models and suggest a role for this molecule in AP pathogenesis.

### Loss PFKFB3 alleviates FAEE-SAP severity.

To interrogate the role of *Pfkfb3* in AP pathobiology, we used Cre-estrogen receptor, tamoxifen–driven (CAAG-Cre-ER^TM^–driven) *Pfkfb3* inducible KO (iKO) mice in the FAEE-SAP model. No differences in pancreatic/body weight ratio or sex were found in healthy iKO and WT animals (Supplemental Figure 3, A–G). However, after SAP induction, serum amylase and MCP1 levels were lower in the iKO group compared with WT mice (Figure 2, A and B). qPCR showed decreased expression of *Il6*, *Mcp1*, and *Cxcl2* in the iKO relative to WT mice (Figure 2C). iKO pancreata had decreased proportional pancreatic necrosis in comparison with WT counterparts in the FAEE-SAP model. Furthermore, iKO showed reduced pancreatic neutrophil infiltration and apoptosis as determined by myeloperoxidase (MPO) and TUNEL staining, respectively (Figure 2, D–G, and Supplemental Figure 4, A–D). Next, we evaluate the effect of *Pfkfb3* KO in a necrotizing pancreatitis model using retrograde injection of NaTc. There were no marked differences in the serum amylase and MCP1 levels or expression of inflammatory cytokines in SAP progression between WT and iKO mice (Supplemental Figure 5, A–C). H&E and MPO stains showed the same degree of injury and acute inflammation among iKO and WT mice (Supplemental Figure 5, D–F), and survival rates were not different between the 2 groups (Supplemental Figure 5G).

To confirm the results of *Pfkfb3* inactivation from the iKO mice, we developed a pancreatic-specific KO of *Pfkfb3* driven by Cre expressed under the *pdx1* promoter (cKO). In the absence of AP, cKO mice have no macroscopic or microscopic differences from the WT animals (Supplemental Figure 3, H–K). Similar to the iKO animals, cKO mice had lower levels of serum amylase and MCP1 in the FAEE-SAP model of AP (Figure 3, A and B). *Il6* and *Cxcl2* expression were also lower in the pancreata of the cKO group (Figure 3C). The percentage of necrotic area, MPO^+^ cells and TUNEL^+^ area were reduced in cKO mice compared with WT mice (Figure 3, D–G, and Supplemental Figure 6, A–D). These findings support a protective role for *Pfkfb3* KO in the regulation of the pathogenesis of pancreatitis. Interestingly, this effect was observed in the FAEE-SAP model, thus defining a potentially new etiology-specific pathway driving AP.

### PFKFB3 modulates SAP progression independently of glycolysis.

Next, we sought to determine if the effect of PFKFB3 in FAEE-SAP severity is mediated by dysregulation of the glycolytic pathway. To this end, we administered fructose-1,6-bisphosphate (FBP), the glycolytic intermediate immediately downstream of PFKFB3-mediated activation of PFK-1, to WT mice with FAEE-SAP to determine if enhanced glycolytic flux affects AP severity (Supplemental Figure 7A). Supplementation of FBP protected acinar cells from necrosis and reduced the infiltration of neutrophils and the number of TUNEL^+^ cells (Figure 4, A–D, Supplemental Figure 7, B–D, and Supplemental Figure 8A). Interestingly, FBP supplement also decreased the serum amylase and MCP1 in serum (Supplemental Figure 8, B and C), and pancreatic *Il6* expression (Supplemental Figure 8D).

To further test if the effects of *Pfkfb3* KO on AP severity in the FAEE-SAP model are mediated by alteration of glycolysis, mice were treated with i.p. injection of 3PO (21). 3PO inhibits glycolysis by competing with F-6-P instead of binding with PFKFB3 (22–24) (Supplemental Figure 7A). Serum amylase was not different between experimental groups; however, the group treated with 3PO had higher serum lipase compared with DMSO-treated mice (Supplemental Figure 9, A and B). In mice pretreated with 3PO followed by POA and ethanol, MCP1 serum in protein and pancreatic tissue in mRNA were elevated compared with the DMSO pretreatment group (Supplemental Figure 9, C and D). Also, 3PO-pretreated animals had increased acinar cell necrosis, neutrophil infiltration, and TUNEL^+^ cells (Figure 4, E–H; Supplemental Figure 9, E–G; and Supplemental Figure 10A).

Overall, exogenous supplement of FBP abrogated rather than aggravated the severity of AP, and glycolysis inhibition by 3PO did not phenocopy *Pfkfb3* genetic inactivation. Thus, allosteric modulation of glycolysis by PFKFB3 does not account for the reduced severity of AP observed in *Pfkfb3*-KO mice.

### PFKFB3 facilitates Ca^2+^ signaling activation in FAEE-SAP.

To define the mechanisms underlying the role *Pfkfb3* in AP pathogenesis, we performed RNA-Seq in WT and cKO mice treated with POA and ethanol. 

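RNA-Seq was performed on pancreata of 8-week-old WT mice and cKO mice, in which Cre expressed under the *Pdx1* promoter deletes floxed *Pfkfb3* in the pancreas, 24 hours after saline or after POA (150 mg/kg) and ethanol (1.35 g/kg). There were 2 libraries in each of the 4 groups. *Pfkfb3* was examined first. Exons 2 and 3 hold 2.95% of its exonic length, so their loss alone would hardly change values per gene. Whether the deletion also changes the level of the remaining transcript was not tested, so values per gene do not settle the genotype labels. With all 8 libraries scaled together, its scaled RPKM was 1.70 and 1.69 in the WT saline libraries, 0.880 and 2.10 in cKO saline, 1.85 and 3.21 in WT FAEE-SAP, and 1.74 and 2.82 in cKO FAEE-SAP. The scaled values of the 2 genotypes overlapped under both treatments. As deposited, *Pfkfb3* with FAEE-SAP was 1.82 and 2.75 in cKO and 3.75 and 6.22 in WT, without overlap. The log2 fold change of *Pfkfb3* in cKO against WT was -0.15 (SE 0.37, adjusted p = 0.868) with FAEE-SAP and -0.31 (SE 0.40, adjusted p = 0.999) with saline, from limma with Benjamini-Hochberg adjustment over all genes tested. With the values as deposited it was -1.08 with FAEE-SAP (adjusted p = 0.0401, limma with the same adjustment) and passed the threshold. Scaled *Pfkfb3* does not separate the libraries labeled cKO from those labeled WT, and genotype refers to these labels throughout. The authors deposited RPKM (reads per kilobase of exon, scaled by the mapped reads of the library), for 48709 genes in each library. The paper's methods describe mapping of the paired-end reads to GRCm38 with CLC Genomics Workbench and do not describe how the RPKM were computed. The depth was worked out from the smallest values and the exonic lengths of GENCODE vM21, at 22.9 to 37.8 M reads per library, and 1 read on a gene with 2 kb of exons equals an RPKM of 0.0132 to 0.0218. Across genes, which are not independent replicates, the correlation of log2 values between the 2 libraries of a group ranged from 0.948 to 0.959. RPKM is a share of each library, and 32 digestive enzyme genes took 85.6% to 88.2% of the summed RPKM in the 4 saline libraries, 64.9% and 67.5% in WT FAEE-SAP, and 80.7% and 80.5% in cKO FAEE-SAP. As deposited, the median log2 fold change of all genes tested was -0.91 in cKO against WT with FAEE-SAP. RPKM was therefore divided by a factor for each library, the median of the ratios to the geometric mean over the genes above 0 in every library compared. Fold changes are on the scale of log2(scaled RPKM + 0.1), which shrinks the changes of genes with low values. With 2 libraries against 2, an exact permutation test cannot go below p = 0.33 (two-sided), so p-values come from limma, which draws the variance of each gene toward that of genes of similar level.

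**Figure D1:**
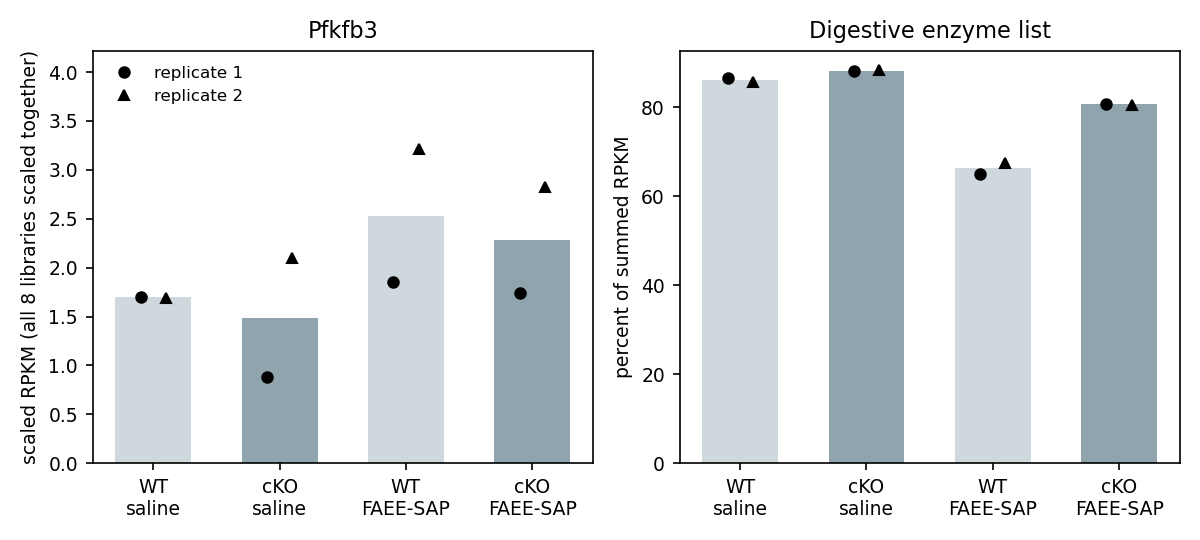
*Pfkfb3* (left, scaled RPKM) and the percentage of summed RPKM on 32 digestive enzyme genes (right) in each library, by group. Bars are group means and the circle and triangle are replicates 1 and 2; scaled *Pfkfb3* values of WT and cKO overlap under both treatments, and the enzyme share is 64.9% and 67.5% in WT FAEE-SAP against 80.7% and 80.5% in cKO FAEE-SAP.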

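Of 11008 genes with an RPKM of at least 0.5 in at least 2 of the 4 FAEE-SAP libraries, 140 changed at least 2-fold with an adjusted p-value under 0.05 (limma with Benjamini-Hochberg adjustment) between the libraries labeled cKO and WT. Of these genes, 95 were higher and 45 were lower in cKO, and 2148 genes had an unadjusted p-value under 0.05. With the values as deposited, 73 genes were higher and 4354 were lower, and 93 of the 140 genes were among them. The deviations from the group mean correlated between replicates of the same number in cKO and WT (r = 0.313 across the 11008 genes, which are not independent replicates). With replicate number as a block in the model, 330 genes were higher and 238 were lower, and these included all 140. The 5 genes with the largest increase, by a rule set before the data were examined, were *Ighv1-81* (log2 fold change 4.68), *Igkv4-74* (4.63), *Ifi27l2b* (4.36), *Gm4744* (4.34), and *Cth* (4.16), with adjusted p-values from limma of 0.0156 to 0.0403. The first 2 are immunoglobulin variable genes, whose reads could be shared with close paralogs. The 5 with the largest decrease were *Saa3* (-5.56), *Saa2* (-4.97), *4930539E08Rik* (-4.43), *Fut2* (-4.19), and *Fgg* (-3.97). Scaled RPKM of *Saa3*, on chromosome 7 of GRCm38 from 46711998 to 46715700, was 1.81 ± 0.704 (SD, n = 2) in cKO and 87.2 ± 10.5 (SD, n = 2) in WT. *Saa3* and *Saa2* belong to a family of close paralogs.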

Supplemental Table 1 shows the differentially expressed genes (DEGs) in cKO mice. KEGG analysis revealed the presence of several pathways related with pancreatic function and inflammatory response, such as TNF signaling pathway and cytokine–cytokine receptor interaction (Figure 5A). Similarly, Gene Ontology (GO) analysis identified a number of biological processes including inflammatory response, acute-phase response, and cell chemotaxis (Figure 5B). 

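Of the 542 genes that the paper lists as DEGs, 541 were found in the deposited values and 493 were tested here. All 493 had the direction the paper gives, 487 had an unadjusted p-value under 0.05, and 132 passed the adjusted threshold (limma with Benjamini-Hochberg adjustment over 11008 genes). These genes were picked by the paper on the same data, so their shared direction is not an independent test. The KEGG gene sets were not used here. A list of 54 genes of TNF signaling, written from general knowledge before the data were examined, stood in their place. Of its 42 genes tested, 40 were lower and 2 were higher in the libraries labeled cKO, with a median log2 fold change of -0.70 (adjusted p = 1.37e-10 from camera in limma, with Benjamini-Hochberg adjustment over the lists tested; 1.36e-11 with replicate number as a block). With the values as deposited, the alternative that moved it most, the median was -1.58. In every camera test of a list given here, the inter-gene correlation was set to 0.01 and not estimated. Such p-values compare the list with the other genes and are too small if its genes vary together. They do not measure the spread between mice. Only 3 of the 42 genes, *Cxcl1*, *Cxcl2*, and *Junb*, passed the threshold over all genes, and 10 passed when p-values were adjusted over the list alone. *Cxcl2* (chromosome 5, 90903871 to 90905938 of GRCm38) had a scaled RPKM of 0.157 ± 0.0142 (SD, n = 2) in cKO and 2.56 ± 1.21 (SD, n = 2) in WT, a log2 fold change of -3.30 (SE 0.38, adjusted p = 0.0267, limma with Benjamini-Hochberg adjustment). The cKO libraries held only 6.3 and 7.3 reads on it. *Cxcl1*, its neighbor from 90891241 to 90893115, had 0.325 ± 0.0414 (SD, n = 2) in cKO and 4.54 ± 2.68 (SD, n = 2) in WT, a log2 fold change of -3.32 (SE 0.44, adjusted p = 0.0377 from limma with the same adjustment).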

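Of 53 genes written before the data were examined for inflammatory response and cell chemotaxis, 42 were tested. Of these, 31 were lower and 11 were higher in the libraries labeled cKO, with a median log2 fold change of -0.72 (camera in limma, Benjamini-Hochberg adjusted p = 1.19e-07; 2.49e-08 with replicate number as a block). The threshold over all genes was passed by 10 genes lower and 1 gene higher (*Ccl6*, named after its value was seen), and 20 genes passed when adjusted over the list alone. The formyl peptide receptor gene *Fpr1* had a log2 fold change of -3.80 (adjusted p = 0.0156) and the pentraxin gene *Ptx3* of -3.38 (adjusted p = 0.0272), both from limma with Benjamini-Hochberg adjustment. The chemokine gene *Ccl3* had only 2 and 1 reads in the cKO libraries against 37 and 55 in WT, and set against 3 reads it was at least 8.25-fold lower. Of 37 acute-phase genes, 27 were tested, and 22 were lower and 5 were higher, with a median log2 fold change of -1.67 (camera in limma, Benjamini-Hochberg adjusted p = 6.85e-10; 2.92e-10 with the block). Over all genes 8 passed, all lower in cKO, and 17 passed over the list alone. *Saa1* had a log2 fold change of -3.55 (adjusted p = 0.0171) and *Serpina3m* of -3.74 (adjusted p = 0.0156, limma with Benjamini-Hochberg adjustment), and both have close paralogs next to them. The medians of the 2 lists stayed negative under all 3 other scalings. Both came closest to 0 with a pseudocount of 1, at -0.43 for the inflammatory list and -0.89 for the acute-phase list.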

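All 32 genes of a digestive enzyme list, written before the data were examined, were higher in the libraries labeled cKO than in WT with FAEE-SAP. Their median log2 fold change was 1.43 (camera in limma, Benjamini-Hochberg adjusted p = 5.11e-34; 1.09e-25 with replicate number as a block), and 24 of them passed the threshold over all genes, against 29 when adjusted over the list alone. The camera p-values take genes, not mice, as the units and are too small if the enzyme genes vary together. The size depended on the scaling. The median was 0.47 with the values as deposited and 0.17 with quantile normalization, where 23 genes were higher and 6 were lower. The amylase and trypsinogen genes of the list are close paralogs that could share reads. The colipase gene *Clps* (chromosome 17, 28558149 to 28560766 of GRCm38) rose most in the list, with a scaled RPKM of 15845 ± 548 (SD, n = 2) in cKO and 1984 ± 159 (SD, n = 2) in WT and a log2 fold change of 3.00 (SE 0.14, adjusted p = 0.0110 from limma with Benjamini-Hochberg adjustment). *Ctrl* and *Cela3b* were among the 6 genes that were lower with quantile normalization. The paper's supplement also shows 13 genes of inflammatory pathways, *Cxcl13*, *Socs3*, *Eda2r*, *Tnf*, *Inhbb*, *Cxcl1*, *Csf3*, *Rela*, *Mmp9*, *Junb*, *Tnfrsf1a*, *Ccl3*, and *Il1b*. All 13 were lower, with log2 fold changes of -3.32 to -1.15 (adjusted p from limma 0.0214 to 0.164), and *Eda2r*, *Cxcl1*, *Junb*, and *Ccl3* passed the threshold. The paper picked these genes on the same libraries, so their shared direction is not an independent test. In WT mice all 13 rose with FAEE-SAP against saline, by log2 fold changes of 1.36 to 4.14, although *Tnf* did not pass the threshold (adjusted p = 0.0708 from limma). Both comparisons use the WT FAEE-SAP libraries, so they are not independent of each other.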

Heatmaps also show genes participating in the pancreatic secretion, protein digestion and absorption, and inflammatory pathways (Supplemental Figure 11A). A subset of the DEGs were validated by qPCR (Supplemental Figure 11B).

All the aforementioned pathways are associated with calcium signaling, and this is particularly important as the dysregulation of intracellular calcium homeostasis is an early intraacinar event in AP (10, 25, 26). Further in silico analysis revealed that cKO mice have a transcriptional signature suggestive of reduced calcium signaling activity compared with WT mice (Figure 5, C and D). Furthermore, ultrafast 2-photon microscopy demonstrated that mice pretreated with KAN0438757, a PFKFB3 kinase inhibitor (24) (Supplemental Figure 11, C and D), had reduced intracellular free calcium following POA or palmitoleic acid ethyl ester (POAEE) treatment; cKO mice had an even larger decrease in calcium content (Figure 5, E and F, and Supplemental Videos 1–6). 

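The heatmap of core genes in Figure 5D names 11 genes, of which 7 reached the RPKM minimum and were tested. All 7 were lower in the libraries labeled cKO than in WT with FAEE-SAP, with a median log2 fold change of -1.91 (camera in limma, Benjamini-Hochberg adjusted p = 8.85e-08; 1.48e-08 with replicate number as a block). The paper picked these genes on the same data, so neither this p-value nor the 7 genes that pass when adjusted over the list alone shows stability. Over all genes, *Junb*, *Fga*, and *Fgg* passed the threshold. *Junb* (chromosome 8, 84974484 to 84978718 of GRCm38) had a scaled RPKM of 5.88 ± 0.0964 (SD, n = 2) in cKO and 24.5 ± 5.37 (SD, n = 2) in WT, a log2 fold change of -2.02 (SE 0.23, adjusted p = 0.0244 from limma with Benjamini-Hochberg adjustment). The fibrinogen genes *Fga* (chromosome 3, 83026076 to 83033627) and *Fgg* (83007724 to 83015049) were near 0 in cKO. *Fga* had 0.0549 ± 0.0550 (SD, n = 2) in cKO and 1.46 ± 0.814 (SD, n = 2) in WT, a log2 fold change of -3.28 (SE 0.49, adjusted p = 0.0496 from limma). *Fgg* had 0 and 2 reads in the cKO libraries against 86 and 235 in WT, and set against 3 reads it was at least 27.6-fold lower. *Sdc1* (-1.68, adjusted p = 0.134), *Ptges* (-1.45, adjusted p = 0.186), *Hspa5* (-1.91, adjusted p = 0.176), and *Syt12* (-1.91, adjusted p = 0.0572) had log2 fold changes in the same direction that did not pass after Benjamini-Hochberg adjustment in limma. Scaled RPKM of *Hspa5* was 162 and 599 in WT and 74.0 and 93.4 in cKO, so the size of its change rests largely on 1 WT library. *Adcy8*, *Nlgn1*, *Fgb*, and *Tph2* were under the RPKM minimum and listed at 0 in both cKO libraries. The gene set of the paper's GSEA was not used here. A list of 90 other calcium response genes, written before the data were examined, had 62 genes tested, 36 higher and 26 lower in cKO, none past the threshold over all genes or over the list. Their median log2 fold change was 0.12 (camera in limma, Benjamini-Hochberg adjusted p = 0.492; 0.412 with the block). It changed sign to -0.81 with the values as deposited, where the median of all genes tested also fell, and was 0.12 and 0.11 with the other 2 scalings. The paper turned to calcium because it associates the pathways found before with calcium signaling and because disturbed calcium homeostasis is an early event in acinar cells in AP. It describes the GSEA and the core genes as a signature suggestive of less calcium signaling activity in cKO mice.

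**Figure D2:**
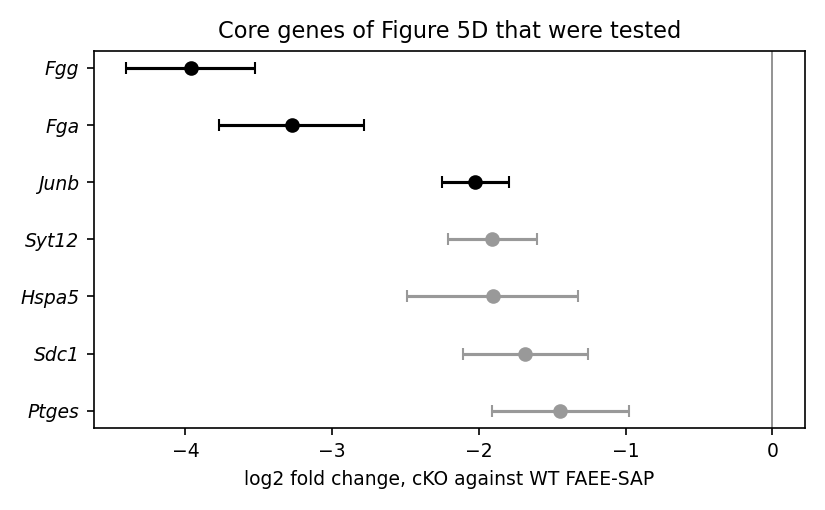
Log2 fold change in cKO against WT with FAEE-SAP (x axis, log2 units) of the 7 tested core genes of Figure 5D (y axis), scaled by the median of ratios. Points are limma estimates from 2 libraries per group, bars are standard errors, and black points (*Junb*, *Fga*, *Fgg*) passed the threshold; all 7 lie below 0.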

Together, these results support the dysregulation of calcium homeostasis as a central event mediating the effect of PFKFB3 in alcohol-related AP (Supplemental Figure 11E).

### PFKFB3 elevates intracellular Ca^2+^ level by interacting and activating IP3R.

Next, we sought to determine the mechanism by which PFKFB3 is involved in regulating cytosolic calcium flux. Gene set enrichment analysis (GSEA) of the RNA-Seq data derived from cKO and WT animals did not demonstrate enrichment of genes involved in calcium signaling pathways including mitochondrial calcium ion homeostasis, calcium ion export, voltage gated calcium channel, and ryanodine sensitive calcium release channel (Supplemental Figure 12, A–E). Moreover, POA treatment did not augment the physical interaction of PFKFB3 with RYR (Supplemental Figure 12, F and G). In contrast to RYR, expression of IP3R and p-IP3R was decreased in cKO mice with FAEE-SAP compared with WT (Figure 6A and Supplemental Figure 13, A–E), while there was no difference in transcription levels (Supplemental Figure 14A). 

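Lists of genes for these processes were written from general knowledge before the data were examined, and the gene sets of the paper's GSEA were not used here. Most genes of 3 of the lists were hardly expressed in the FAEE-SAP libraries. The RPKM minimum was reached by 13 of 16 genes of mitochondrial calcium handling, 2 of 12 of calcium export, 2 of 26 of voltage-gated calcium channels, and 2 of 14 ryanodine receptors and partners. The mitochondrial list had a median log2 fold change of 0.02 in the libraries labeled cKO against WT, with 7 genes higher and 6 lower (camera in limma, Benjamini-Hochberg adjusted p = 0.972; 0.95 with replicate number as a block). No p-value was computed for lists with fewer than 3 genes tested. For calcium export, *Atp2b1* had a log2 fold change of 0.61 and *Atp2b4* of 0.38. For voltage-gated channels, *Cacna1d* had 0.95 and *Cacnb3* 0.32. For the ryanodine list, *Fkbp1a* had -0.57 and *Asph* 0.47, and *Ryr1*, *Ryr2*, and *Ryr3* were under the minimum. None of these 6 genes passed the threshold. All 4 medians were negative with the values as deposited, from -0.95 to -0.23. Changes of channels or pumps under the RPKM minimum were not tested.

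**Figure D3:**
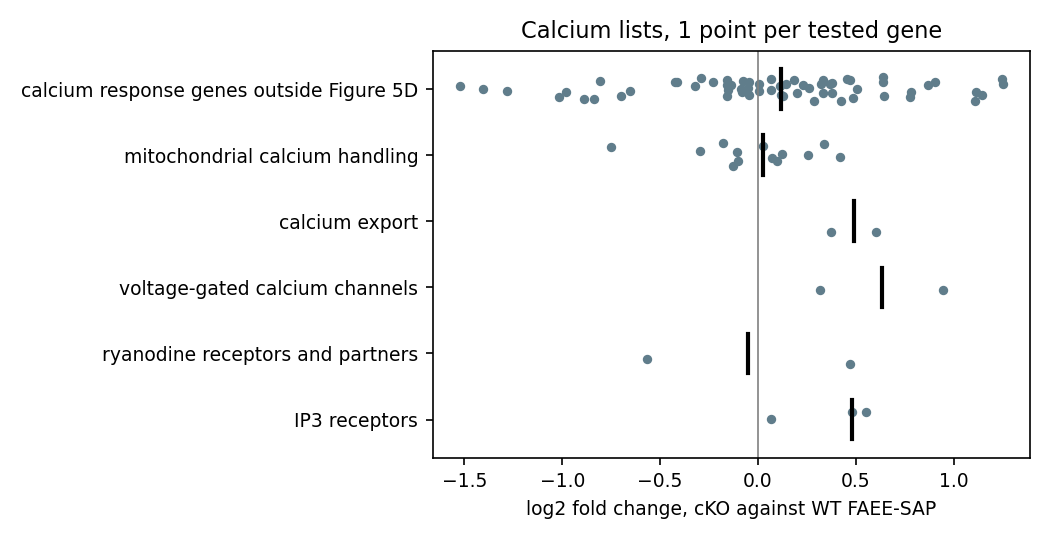
Log2 fold change in cKO against WT with FAEE-SAP (x axis, log2 units, scaled by the median of ratios) of each tested gene of 6 calcium lists (y axis), 1 point per gene, with the list median as a black line. The medians of the 4 lists above are 0.02 for mitochondrial handling, 0.49 for export, 0.63 for voltage-gated channels, and -0.05 for ryanodine receptors and partners; all 4 are negative with the values as deposited.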

In vitro, in POA-stimulated AR42J cells, inhibition of PFKFB3 reduced apoptosis, the expression and phosphorylation of IP3R (Figure 6B), and the global free calcium level (Figure 6C). Conversely, PFKFB3 overexpression in 266-6 cells, even at low doses, increased endogenous and exogenous expression of IP3R and its phosphorylation without altering IP3R transcription (Supplemental Figure 14, B–D). Next, we evaluated the interaction between PFKFB3 and IP3R by co-IP, proximity ligation assay (PLA), and IF assay. PFKFB3 and IP3R colocalized in acinar cells when FAEE-SAP was induced (Figure 6D). Interaction of PFKFB3 and IP3R was also observed in frozen sections of FAEE-damaged pancreas by PLA (Figure 6E and Supplemental Figure 14E). Furthermore, we demonstrated that IP3R coimmunoprecipitated with PFKFB3 in 266-6 cells and AR42J cells (Figure 6F and Supplemental Figure 14F). Moreover, the interaction of PFKFB3 and IP3R has also been confirmed by PLA in acinar cells overexpressing Flag-PFKFB3 and HA-IP3R (Figure 6G and Supplemental Figure 14G).

PFKFB3 has 2 functional domains, an N-terminal kinase domain and a C-terminal phosphatase domain (27). The N-terminal domain catalyzes the synthesis of F-2,6-BP using F-6-P and ATP as substrates, and the C-terminal domain is mainly responsible for dephosphorylation of F-2,6-BP (28) (Supplemental Figure 14H). Further study of the interaction of PFKFB3 with IP3R indicated that the kinase domain but not phosphatase domain binds to IP3R (Figure 6H). Functionally, overexpression of PFKFB3 kinase domain, even at low doses, was sufficient to increase the level of IP3R and p-IP3R in 266-6 cells and to elevate the global calcium level in stimulated AR42J cells, while the C-terminal domain did not affect IP3R expression, phosphorylation, or global calcium level (Figure 6, I and J, and Supplemental Figure 14I).

Similarly, IP3R contains 6 domains including suppressor domain (SD), IP3-binding core (IBC), α-helical domain 1 (HD1), α-helical domain 2 (HD2), α-helical domain 3 (HD3), and channel domain (CD) in sequence (29). Because the phosphorylation site of IP3R is in the c-terminus, we generated a tagged C-terminal construct of IP3R, designated IP3R-C, to study the domains of IP3R required for interaction with PFKFB3 (30). Co-IP assay and PLA confirmed the interaction between PFKFB3 and IP3R-C (Figure 7, A and B, and Supplemental Figure 14J), and PFKFB3 had the same functional effect on IP3R-C as on full-length IP3R (Figure 7C). Additional mapping results showed that IP3R CD and PFKFB3 kinase domain were sufficient to mediate the interaction of these molecules (Figure 7, D–G). In 266-6 cells cotransfected with plasmid Flag-PFKFB3 and control vector (GFP), a cycloheximide (CHX) pulse experiment demonstrated the stabilizing effect of PFKFB3 on IP3R and IP3R-C protein expression (Figure 7, H and I). Finally, in vitro kinase assays using purified PFKFB3 and IP3R-C showed that the purified kinase domain of PFKFB3 was sufficient for IP3R-C phosphorylation (Figure 7J and Supplemental Figure 14J).

In summary, our data show that KO of *Pfkfb3* abrogates tissue injury in alcohol-related AP by attenuating Ca^2+^ overload in pancreatic acinar cells. Mechanistically, PFKFB3 upregulates intracellular Ca^2+^ level by interacting with IP3R and promoting its phosphorylation and protein stability (Figure 7K).

## Discussion

AP is an inflammatory disease of the gastrointestinal tract with high morbidity and mortality. Due to the complexity of pathogenesis, the identification of therapeutic agents for AP has been challenging. Our data uncover a potentially new, glycolysis-independent role of PFKFB3 in controlling tissue injury in alcohol-related SAP. Furthermore, we defined an interaction between PFKFB3 and IP3R, a key early regulator of AP development and progression, and proposed that PFKFB3 promotes of severity of alcohol-related AP by upregulating intracellular calcium levels in an IP3R-dependent manner.

Under physiologic conditions, cytosolic Ca^2+^ concentration ([Ca^2+^]c), is maintained at low levels due to plasma membrane Ca^2+^ transport ATPase (PMCA), sarco/endoplasmic reticulum (SR/ER) Ca^2+^-ATPase (SERCA), and Na^+^/Ca^2+^ exchanger. In pancreatic acini, transient spikes in cytosolic calcium initiate zymogen exocytosis and maintain mitochondrial function (31). Sustained elevations of calcium under pathological stimuli, such as cholecystokinin hyperstimulation (32), oxidative (33) and non-oxidative (8) metabolites of ethanol, and bile acids (26), can trigger AP. This pathological elevation of intracellular calcium in pancreatic acinar cells leads to opening of mitochondrial permeability transition pore (PTP) and subsequent loss of the mitochondrial membrane potential, resulting in ATP depletion (34). Mitigation of AP progression requires ATP-driven apoptosis to eliminate damaged cells (35). In the setting of AP-induced mitochondrial dysfunction, glycolysis is a protective factor in the progression of AP (15–17). In our study, the protective effect of FBP and the deleterious effect of 3PO reconfirmed the protective role of glycolysis in AP progression.

In alcohol-related AP, FAEE leads to the superabundant release of calcium from the ER lumen through IP3R channels. Subsequently, loss of ER calcium concentration stimulates an influx of extracellular calcium via calcium release–activated calcium channel protein 1 (ORAI1) (9, 10, 36, 37). Here we demonstrate that the calcium source in FAEE-SAP is mediated by PFKFB3 in an IP3R-dependent manner. In gallstone pancreatitis, or in the NaTc-SAP model, calcium overload is the combined result of extracellular calcium entry and efflux from ER (38–40), caused by activation of piezo type mechanosensitive ion channel component 1 (PIEZO1) mediated by transient elevations of pancreatic duct pressures (38, 41) and bile acid (42) concurrently. The relatively complex sources of calcium in NaTc-SAP model may dilute the role of PFKFB3 in regulation of cytoplasmic calcium such that loss of PFKFB3-regulated calcium is insufficient to abrogate tissue injury in iKO mice.

Our data show that the kinase domain of PFKFB3 binds to the CD domain of IP3R. Overexpression of PFKFB3 in acinar cells augments IP3R protein expression without influencing its transcription and promotes the phosphorylation of IP3R. Consistently, in cKO mice, KO of PFKFB3 diminished IP3R expression and phosphorylation. Moreover, the PFKFB3 and IP3R interaction may explain why homozygous KO of *Pfkfb3* is embryonic lethal. KO of *Pfkfb3* and its interaction with IP3R has the potential to disrupt the spatiotemporal Ca^2+^ signals responsible for multitude processes including embryonic pattern formation, cell differentiation and proliferation, and transcription factor activation (43). This is a supplement to the previous theory, but it needs to be further tested.

Technically, we used ultrafast 2-photon in vivo imaging to perform ultrafast deep synchronous fluorescence imaging to achieve in-situ dynamic calcium measurements in acinar cells. In situ monitoring avoids the overactivation of primary acinar cells during the separation process and the unstable signal acquisition resultant of unstable adhesions of isolated acinar cells. Critically, intraductal injection of Fluo-4 for calcium ion staining did not activate acinar cells or downstream calcium ion signaling pathways, such as PIEZO1 and Trypsinogen channel (Supplemental Figure 15, A and B), proving the feasibility and value of this method.

In summary, we demonstrate that the upregulation of PFKFB3 in AP progression and that KO of *Pfkfb3* reduced the severity of FAEE-SAP. Dysregulated calcium signaling is the nexus event for AP progression, and disruption of the PFKFB3-IP3R interaction resulted in a reduction in calcium signaling, which explains the protective effect of *Pfkfb3* KO in alcohol-related AP. Finally, our study highlights PFKFB3 as a promising therapeutic target in alcohol-related AP.

## Methods

### Sex as a biological variable.

In our disease models, sex is not considered a biological variable.

### Mice.

*Pfkfb3^fl/fl^* mice were generated at the Model Animal Research Center of Nanjing University. Briefly, 2 LoxP sequences were inserted into the introns between exon1 and exon4 of *Pfkfb3* using CRISPR/Cas9 technology. Cas9 mRNA and sgRNAs were transcribed in vitro and then microinjected into fertilized eggs of C57BL/6J mice with the donor vector. Fertilized eggs were transplanted to obtain positive F0 mice, which were confirmed by PCR and sequencing. Stable F1 generation mice were obtained by mating the positive F0 generation mice with C57BL/6J mice. Mating with Cre mice deletes the floxed region containing exon 2 and exon 3 of *Pfkfb3* and disrupts PFKFB3 function. 

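*Pfkfb3* lies on the minus strand of chromosome 2 of GRCm38, from 11471433 to 11554077 in GENCODE vM21. Its principal transcript, *Pfkfb3*-206, has 15 exons. Exon 2 spans 11493903 to 11494028 (126 bp) and exon 3 spans 11492560 to 11492656 (97 bp). Together they make 223 bp, which leaves a remainder of 1 when divided by 3, so joining exon 1 to exon 4 shifts the reading frame. They are 2.95% of the 7561 bp of exonic sequence that the annotation gives the gene over all its transcripts.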

CAAG-Cre-ER^TM^ and *Pdx1*-Cre mice were purchased from Cyagen Bioscience to generate iKO (*Pfkfb3^fl/fl^*; CAAG-Cre-ER^TM^) and cKO (*Pfkfb3^fl/fl^*; *Pdx1*-Cre) mice. CAAG-Cre-ER^TM^ recombinase was induced by daily i.p. injection of tamoxifen (50 mg/kg) dissolved in corn oil from day 28 to 37. The genotyping primers for KO mice are 5′-CAGTTCCTCCCTGCCTGATT-3′ (LoxP forward [LoxP-F]), 5′-TTGGGCTACGCATTTAGTTC-3′ (LoxP reverse [LoxP-R]), 5′-GTGCCTGGCTAGAGATCCT G-3′ (ER^TM^-Cre-F), 5′-AGAGACTTCAGGGTGCTGGA-3′ (ER^TM^-Cre-R), 5′-GCGGTCTGGCAGTAAAAACTATC-3′ (*Pdx1*-Cre-F), and 5′-GTGAAACAGCATTGC TGTCACTT-3′ (*Pdx1*-Cre-R). The sizes of the PCR products are 360 bp (LoxP), 271bp (WT), 265 bp (ER^TM^-Cre), and 110 bp (*Pdx1*-Cre). WT mice used in this study were purchased from Vital River Laboratory Animal Technology. All the mice were maintained in a specific pathogen–free environment at Suzhou ISM under a controlled temperature (25°C) and a 12-hour light/dark cycle.

### Cell lines and reagents.

266-6 and HEK293T cell lines were purchased from American Type Culture Collection and cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin, at 37°C and 5% CO_2_. The AR42J cell line is a gift from Zhang Jinsan’s research team (Wenzhou Medical University) and cultured in DMEM/F12 basic medium supplemented with 20% FBS and 1% penicillin/streptomycin, at 37°C and 5% CO_2_. TNFA, 3PO, and KAN0438757 were purchased from MedChemExpress. CoCl_2_ was from Sigma-Aldrich. FBP was from Biovision, and CHX was from Maokang. Primary antibodies anti-PFKFB3 antibody (catalog ab181861), anti-Trypsinogen (catalog ab166898), and Anti-Ryanodine Receptor (catalog ab2868) were from Abcam. Primary antibodies anti-HA-Tag (catalog 3724S), anti-Caspase3 (catalog 14220S), anti–Cleaved Caspase3 (catalog 9661S), anti–p-IP3R (catalog 8548S), and anti-Α-tubulin (catalog 3873S) were from Cell Signaling Technology (CST). Anti-IP3R antibody (catalog sc-271197) was from Santa Cruz Biotechnology. Anti-PIEZO1 antibody (catalog A4340) was from Abclonal. Anti-GAPDH (catalog G9545) and HRP-conjugated anti-Flag (catalog A8592) antibodies were from Sigma-Aldrich. Secondary fluorescent antibodies anti–mouse IRDye800CW (catalog 926-32210), anti–rabbit IRDye800CW (catalog 926-32211), anti–mouse IRDye680RD (catalog 926-68070), and anti–rabbit IRDye680RD (catalog 926-68071) were purchased from LI-COR Biosciences.

### Plasmids and transfection.

Full-length and truncated *Pfkfb3* (gene ID, 170768) and *Ip3r* (gene ID, 16438) were amplified by PCR and cloned into pcDNA3.1 vector. Flag or HA tag was added into the N-terminal of the target genes. The indicated plasmids were transiently transfected into 266-6, HEK293T, or AR42J cells at 60%–70% confluence using Lipofectamine 3000 Transfection Reagent (Thermo Fisher Scientific). Master mix of Lipofectamine 3000 reagent and plasmids were prepared in Opti-MEM. Mix was incubated for 15 minutes at room temperature, before adding to cell cultures.

### AP and SAP mouse models.

Before induction of experimental AP or SAP, mice were fasted for 12 hours. Experimental CAE-AP mice were administered caerulein (MedChemExpress, 100 mg/kg) i.p. hourly for 10 hours as described previously (44, 45). Mice injected with saline were used as control groups. In experimental FAEE-SAP mice, the mixture of 150 mg/kg POA (MilliporeSigma) and 1.35 g/kg ethanol was injected i.p. hourly for 2 hours as described previously (8). Saline (200 μL) was injected i.p. immediately prior to POA and ethanol injections to avoid potential local damage by ethanol to peritoneal organs at the injection site, and 0.1 mg/kg buprenorphine hydrochloride was simultaneously given with the first injection of POA and ethanol for animal care. Experimental NaTc-SAP mice were induced by pancreatic ductal retrograde infusion of NaTc as previously described (40). Briefly, mice were anesthetized with pentobarbital, laparotomy was performed, and the duodenum was isolated and exposed such that the biliopancreatic duct could be clearly observed. A needle was passed through the duodenal wall directly opposite the papilla and placed within the duct. Once in position, the needle was fixed in place with a tied ligature. Retrograde infusion of 3% NaTc (2 μL/g, Solarbio) was performed at a flow rate of 10–12 μL/min. After infusion, the laparotomy was closed in 2 layers, and the mice were returned to the cage. Sham-operated animals underwent laparotomy and duodeno-pancreatic manipulation without infusion. All experimental mice were sacrificed 24 hours after AP induction, and the pancreatic tissue and blood specimen were collected. The pancreas was divided into 2 parts: one was preserved in 4% paraformaldehyde for pathological sections, and the other was snap-frozen in liquid nitrogen for RNA and protein extraction. Blood was kept at room temperature for 2 hours before being centrifuged (5,500*g*) for 15 minutes at 4°C to separate the serum. Serum was aliquoted to avoid repeated freeze-thaw cycles and stored in –20°C.

### Measurement of amylase, lipase, and MCP1 in serum.

All serum samples were properly diluted to ensure that the test values were within the detection range of the kit. Serum amylase was detected with α-Amylase Assay Kit (C016-1) purchased from Nanjing Jiancheng Bioengineering Institute. Diluted mouse serum samples were mixed with preheated substrate buffer, then reacted at 37°C for 7.5 minutes, and absorbance was measured at 660 nm after mixing with iodine solution. Serum lipase was detected with Lipase Activity Kit (A054-2) from Nanjing Jiancheng Bioengineering Institute. Diluted mouse serum samples were mixed with reagent 1, reacted at 37°C for 4 minutes, and reagent 2 was added and reacted for another 2 minutes. The absorbance was continuously measured for 2 minutes at 580 nm. The serum MCP1 was measured with a commercial ELISA kit from BioLegend. The capture antibody-coated 96-well plates were blocked with assay diluent, and the diluted serum samples were added and incubated at room temperature for 2 hours. Detection antibody was added to the capture antigen and then to the avidin-HRP solution; TMB substrate solution and stop solution were added successively for chromogenic reaction, measured absorbance at 450 nm. Absorbance values are converted according to standard curves or manufacturer’s recommendations.

### RNA extraction and qPCR.

For RNA extraction, snap-frozen pancreatic tissues were ground to a powder and were then transferred to tubes preloaded with TRIzol (Thermo Fisher Scientific). The RNA of cell lines was extracted using the Total RNA Rapid Extraction Kit (Fastagen). RNA was reverse-transcribed to cDNA using PrimeScript RT Reagent Kit (TaKaRa). qPCR was performed using TB Green Premix (TaKaRa). The expression levels of genes were normalized using the 2^–ΔΔCt^ method (46), using gene *Rpl32* or *B-Actin* as the internal control. All primers used in this study were designed by the PrimerBank (47), and all the primer sequences are available upon request.

### Protein extraction, IP, and immunoblot.

Snap-frozen pancreas tissues were ground to a powder and lysed with RIPA lysis buffer (Beyotime) containing complete protease inhibitor (Roche), PhosSTOP (Roche), and PMSF (Beyotime). Protein concentrations were measured by BCA assay (Beyotime). The co-IP lysis buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% [v/v] Triton X-100) supplemented with complete protease inhibitor was prepared for cell lysis. Lysates of transfected 266-6 cell or AR42J cell were subjected to IP with Anti-Flag Sepharose Beads (MilliporeSigma), Anti-HA Sepharose Beads (MilliporeSigma), or Anti-IgG Sepharose Bead (CST) for 12 hours; lysates of cells transfected with empty vector were prepared as controls. For immunoblot, proteins were separated by 10% SDS-PAGE and transferred to PVDF membranes (MilliporeSigma). After incubating with the indicated primary and secondary antibodies, antigen-antibody complexes were visualized by chemiluminescence (ECL, MilliporeSigma) on Bio-Rad ChemiDoc XRS+ system or directly scanned by Odyssey CLx Imaging System (LI-COR). It should be noted that phosphorylated protein antibody was incubated on the same membrane after elution of total protein antibody. In addition, samples in Figure 6B were run at different times, and Figure 7C was set up in parallel and run contemporaneously.

### Histological examination, IHC, and IF.

Pancreatic tissues fixed in 4% paraformaldehyde for ≥ 36 hours were dehydrated and embedded in paraffin. Histologic sections were cut at 5 μm thickness. For H&E staining, after dewaxing and hydration, the histologic sections were stained with H&E and were finally dehydrated and sealed for observation. More than 5 fields views of each H&E-stained section were microscopically evaluated to quantify the degree of necrosis expressed as the percentage of analyzed pancreatic parenchymal area composed of necrosis. For IHC staining, after dewaxing and hydration, the histologic sections were treated with 0.01M sodium citrate buffer for antigen repair. After blocking, MPO antibody (ZSGB-BIO, PV-9001) or PFKFB3 antibody (Abcam, ab181861) and specific secondary antibody were incubated successively, followed by DAB staining and nuclear staining. Finally, the histologic sections were dehydrated and sealed for observation. The whit-point correction was done according to the blank background. To assess the degree of neutrophil infiltration, the number of MPO^+^ cells was counted using ImageJ (NIH) in several field views of MPO-stained sections. For TUNEL staining, after being dewaxed and hydrated, the proteins in histologic sections were dissolved in protease K solution, and the TUNEL test solution (Beyotime) was incubated for 1 hour under dark conditions. Finally we mounted coverslips using ProLong Diamond Antifade Mountant with DAPI (Invitrogen) and waited for observation. In the sections stained with TUNEL, the percentage of positive area relative to total field view area was calculated. All necrotic areas, MPO^+^ cells, and TUNEL^+^ areas were quantified by a reviewer masked to the treatment group.

For IF staining, pancreata were embedded in OCT compound (SAKURA); sections were cut at 8 μm thickness by cryotome. Frozen sections were blocked with 5% BSA and incubated overnight with the indicated antibodies. Stained sections were mounted with ProLong Diamond Antifade Mountant with DAPI (Invitrogen). PFKFB3 and IP3R signals were observed by SP8 LIGHTNING confocal microscope (Leica).

### PLA.

For PLA, frozen tissue sections or 266-6 cells in confocal dishes were fixed with 4% paraformaldehyde for 1 hour, and 0.2% Triton X-100 was used to permeabilize the cell membrane. Cells and tissues were incubated with blocking buffer (MilliporeSigma) to prevent nonspecific antibody binding. The primary antibody was added and incubated at 4°C overnight, and then the secondary antibody was incubated. After that, the ligation reaction and PCR were carried out, and finally we mounted coverslips using ProLong Diamond Antifade Mountant with DAPI (Invitrogen). Confocal microscopy was used to detect PLA signal.

### Ultrafast 2-photon in vivo imaging.

After WT mice were fasted for 12 hours, calcium ion probe Fluo-4 (30 μM, 2 μL/g, Thermo Fisher Scientific) was retrogradely infused into the pancreatic main duct 20 minutes before AP model induction. POA (10 μL, 300 mM) or POAEE (10 μL, 50 mM) (Cayman) was locally injected for 20 seconds for stimulation. Dynamic detection of calcium ions in pancreatic tissue was performed by Two-Photon Fluorescence Microscopy (OLYMPUS, FVMPE-RS) with a water dipping lens (OLYMPUS, N.A. 1.05, W.D. 2 mm). Femtosecond laser (SpectraPhysics) and barrier filter (BA495, 540 nm) were used for excitation and emission filtering, and the green fluorescence was collected using NDD detector. Images (512 × 512 pixels) were acquired at 2 frames/s using MicroManager (HIH). The mean fluorescence intensity (F) of 7 regions of interest (ROIs) at each time point was calculated by ImageJ software, and all fluorescence measurements were expressed as changes from basal fluorescence (F/F_0_ ratio), where F_0_ represents initial fluorescence at the beginning of each experiment.

### High-content analysis imaging system.

AR42J cells were pretreated with DMSO or KAN0438757 (4 μM) for 12 hours and were then incubated with calcium ion probe Fluo-4 (4 μM, Thermo Fisher Scientific) for 45 minutes. POA (300 mM) was used as a stimulant. Dynamic detection of calcium ions in AR42J cell line was performed by ImageXpress Micro Confocal (Molecular Devices). Images were acquired at 5 frames/s using a high-sensitivity high-resolution sCMOS camera (ANDOR, Zyla 4.2). The F of cells (*n* = 40–50) was calculated by ImageJ software, and all fluorescence measurements were expressed as changes from basal fluorescence (F/F_0_ ratio).

### RNA-Seq and analysis.

Total pancreatic RNA from experimental mice was extracted and reverse-transcribed to cDNA libraries for sequencing with NEBNext Ultra II Directional RNA Library Prep Kit (NEB). Libraries were sequenced on NovaSeq 6000 (Illumina). The pair-end sequencing data were treated by fastp software to filter low-quality reads, then mapped to Ensembl GRCm38.p6 reference genome by CLC genomics workbench 12.0 (Qiagen). DEGs were defined as genes for which fold change ≥ 2 or ≤ –2, with a *P* < 0.05 between the 2 groups. R package clusterProfiler and org.Mm.eg.db were the tools for GO and KEGG pathway enrichment. GSEA software (48, 49) was used to measure the enrichment score of all genes of whole transcriptomes of samples in gene sets.

### In vitro kinase assay.

PFKFB3 and IP3R-C were immunoprecipitated from the HEK293T cells transfected with Flag-PFKFB3 (10 μg) or HA-IP3R-C (10 μg) expression plasmids. After washing with PBS 3 times, cells were lysed, and PFKFB3 protein was eluted with 100 mg/mL Flag peptide (ChinaPeptides, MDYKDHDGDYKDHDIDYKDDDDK) and divided into 2 aliquots. IP3R-C protein immobilized on the agarose beads (MilliporeSigma) was divided into 4 aliquots. Then, the kinase assay was performed. According to manufacturer instructions, the mixture was incubated for 30 minutes at 27°C in 2.5× kinase reaction buffer — HEPES (62.5 mM), β-glycerol phosphate disodium salt pentahydrate (22 mM), MgCl_2_·6H_2_O (50 mM), MnCl_2_·4H_2_O (31.2 mM), EGTA (12.5 mM), EDTA (5 mM). Reactions were tested by WB. DNA sequences encoding GFP were cloned into a custom pET-based expression vector containing an N-terminal 6× His tag, and the protein was purified from *E*. *coli* BL21(DE3).

### Statistics.

Experiments were performed in at least triplicates. Data are shown as mean ± SD. All statistical analyses were performed with unpaired 2-tailed Student’s *t* test, log-rank (Mantel-Cox) test, or 1-way ANOVA (GraphPad Prism 8 software). *P* < 0.05 was considered as a statistically significant difference.

### Study approval.

Clinical specimens’ acquisition was approved by Medical Ethics Committee of The First Affiliated Hospital of Wenzhou Medical University (KY2022-R188). All animal experiments were conducted according to the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) approved by the Animal Service Center of ISM (ISMIACUC-0009-R).

### Data availability.

Values for all data points for each graph are included in the Supporting Data Values file. The RNA-Seq data were deposited in GEO under the accession no. GSE203573. All data, reagents, and models are available upon request made to the corresponding author.

## Author contributions

FM and GC conceived the idea and designed the experiments. TZ, Shengchuan Chen, LL, SL, ZL, and FS performed all the experiments. YJ, LX, PG, AE, HY, BZ, and LW provided administrative, technical, or logistic support. CH, Siming Chen, YS, ZY, EJT, and MEFZ provided suggestions. JL designed and provided all the cKO mice. HS provided clinical specimens. TZ, FM, ACC, EJT, MEFZ, and GC analyzed the data and wrote the manuscript. The co–first authorship was based on the following contributions: TZ and Shengchuan Chen completed most of the experiments, and LL provided essential technical support and performed molecular biology experiments.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supplemental table 1

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

Supplemental video 6

Supporting data values

## Figures and Tables

**Figure 1:**
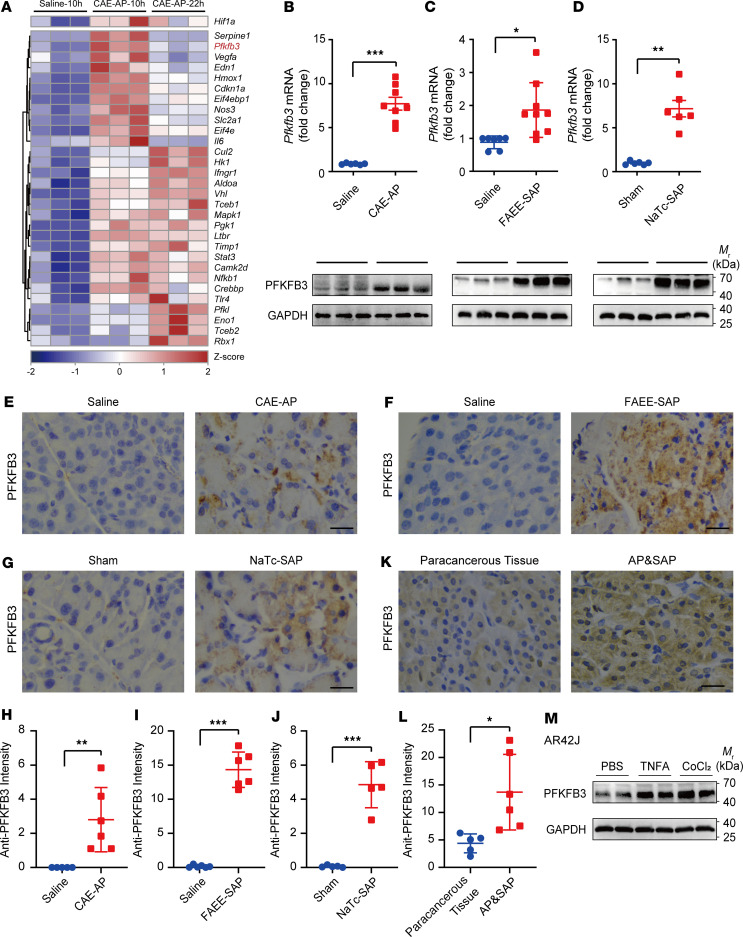
PFKFB3 is upregulated in AP and SAP. (**A**) Pancreatic tissues were collected 10 or 22 hours after injection of saline or caerulein (CAE), followed RNA-Seq (the National Genomics Data Center Accession no. CRA002365). Heatmap shows differentially expressed genes (DEGs) of HIF1 signaling pathway in CAE-AP model. (**B**–**D**) Western blotting and qPCR detected the PFKFB3 level in CAE-AP (**B**), FAEE-SAP (**C**) and NaTc-SAP (**D**) models. (**E**–**J**) IHC analysis of PFKFB3 in pancreas from control group (*n* = 5) and CAE-AP (**E**), FAEE-SAP (**F**), and NaTc-SAP (**G**) models (*n* = 5). Quantification of PFKFB3 intensity in 3 AP models is shown in **H**–**J**, respectively. Scale bar: 200 μm. (**K** and **L**) IHC analysis of PFKFB3 in pancreas from patients with AP or SAP (*n* = 5). Scale bar: 80 μm. (**M**) PFKFB3 levels were detected using Western blotting in AR42J cells treated with TNFA (80 ng/mL; 6 hours) and CoCl_2_ (200 μmol/L; 6 hours). *P* values calculated using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Error bars show mean ± SD. Each experiment was performed at least in triplicate.

**Figure 2:**
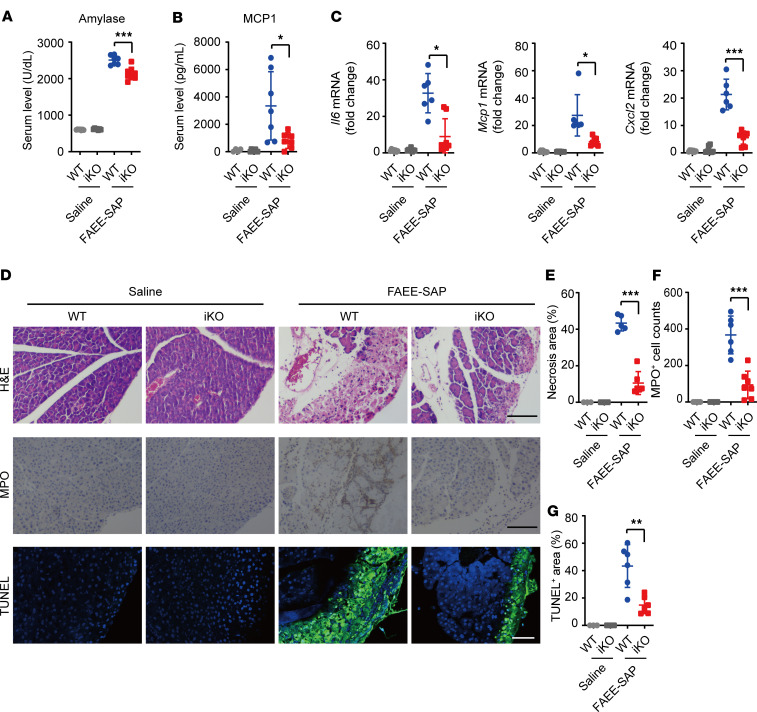
Loss of *Pfkfb3* lowers the severity of FAEE-SAP. (**A** and **B**) Serum amylase (**A**) and MCP1 (**B**) were detected using iodine-starch colorimetry and ELISA, respectively, in FAEE-SAP and control mice (*n* = 4–8). (**C**) Relative transcription level of key inflammatory genes, *Il6*, *Mcp1*, and *Cxcl2*, were measured using qPCR in pancreata from FAEE-SAP and control mice (*n* = 6–8). (**D**) H&E, MPO, and TUNEL staining in AP and normal pancreas. Scale bar: 100 μm. (**E**–**G**) Quantification of necrotic area (**E**)**,** MPO^+^ cells (**F**), and apoptotic cell area (**G**) (*n* = 3–8). *P* values calculated with unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Data are shown as mean ± SD. Each experiment was performed at least in triplicate.

**Figure 3:**
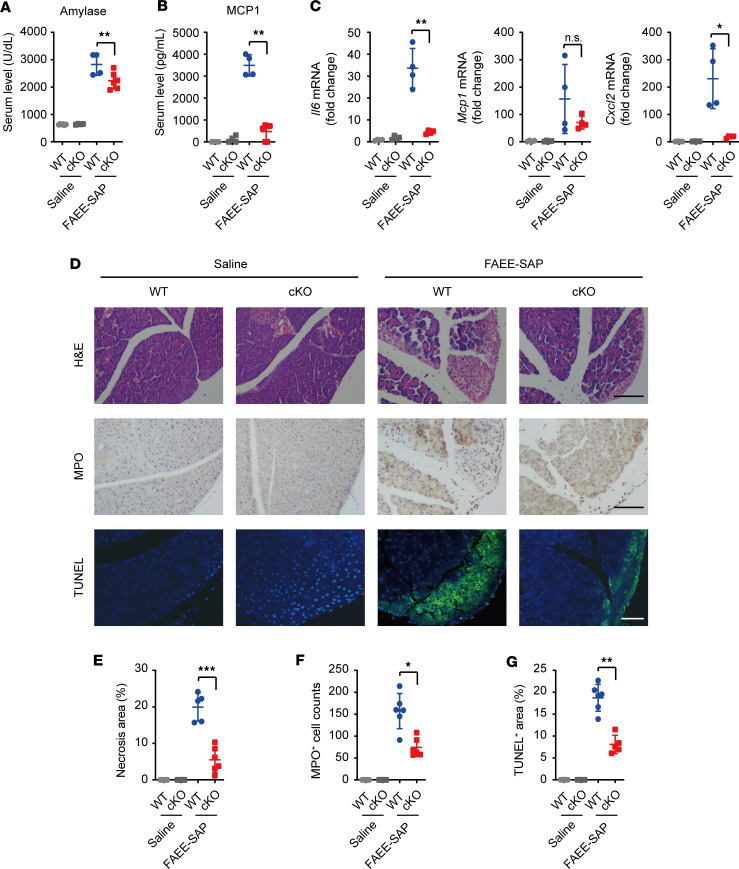
Pancreas-specific cKO of *Pfkfb3* protects mice from the FAEE-induced damage. (**A** and **B**) Serum amylase (**A**) and MCP1 (**B**) were detected using iodine-starch colorimetry and ELISA, respectively, in FAEE-SAP and control mice (*n* = 4–6). (**C**) Relative transcription level of inflammatory genes *Il6*, *Mcp1*, and *Cxcl2* measured using qPCR in pancreata from FAEE-SAP and control mice (*n* = 4). (**D**) H&E, MPO, and TUNEL staining in AP and normal pancreas. Scale bar: 100 μm. (**E**–**G**) Quantification of necrotic area (**E**), MPO^+^ cells (**F**), and apoptotic cell area (**G**) (*n* = 4–6). *P* values calculated using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001, n.s., not significant. Data are shown as mean ± SD. Each experiment was performed at least in triplicate.

**Figure 4:**
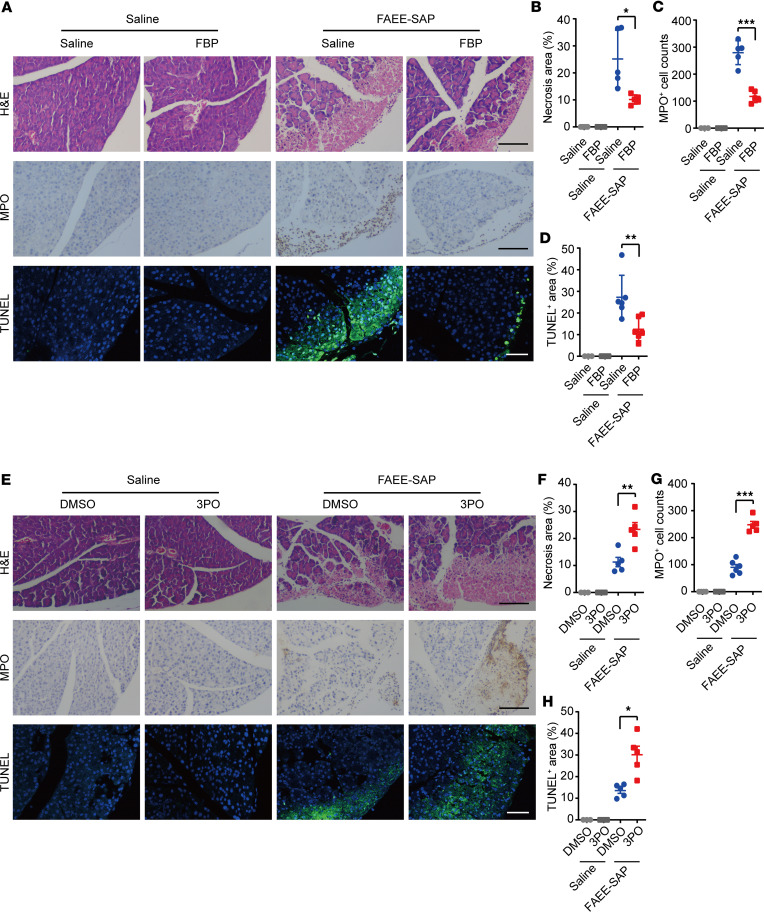
Exogenous supplement of fructose-1,6-bisphosphate (FBP) protects WT mice from FAEE-SAP, while inhibiting the glycolysis by 3PO aggravates the severity of FAEE-SAP. FBP was administered by i.p. injection at the dose of 500 mg/kg at 1 and 12 hours before AP induction. Mice were i.p. injected with 3PO (50 mg/kg) 1 hour before and 12 hours after AP induction. (**A**) H&E, MPO, and TUNEL staining in AP and normal pancreas. Scale bar: 100 μm. (**B**–**D**) Quantification of necrotic area (**B**), MPO^+^ cells (**C**), and apoptotic cell area (**D**) (*n* = 3–6). (**E**) H&E, MPO, and TUNEL staining in AP and control pancreas. Scale bar: 100 μm. (**F**–**H**) Quantification of necrotic area (**F**), MPO-positive cells (**G**), and apoptotic cell area (**H**) (*n* = 3–6). *P* values calculated using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Data are shown as mean ± SD. Each experiment was performed at least in triplicate.

**Figure 5:**
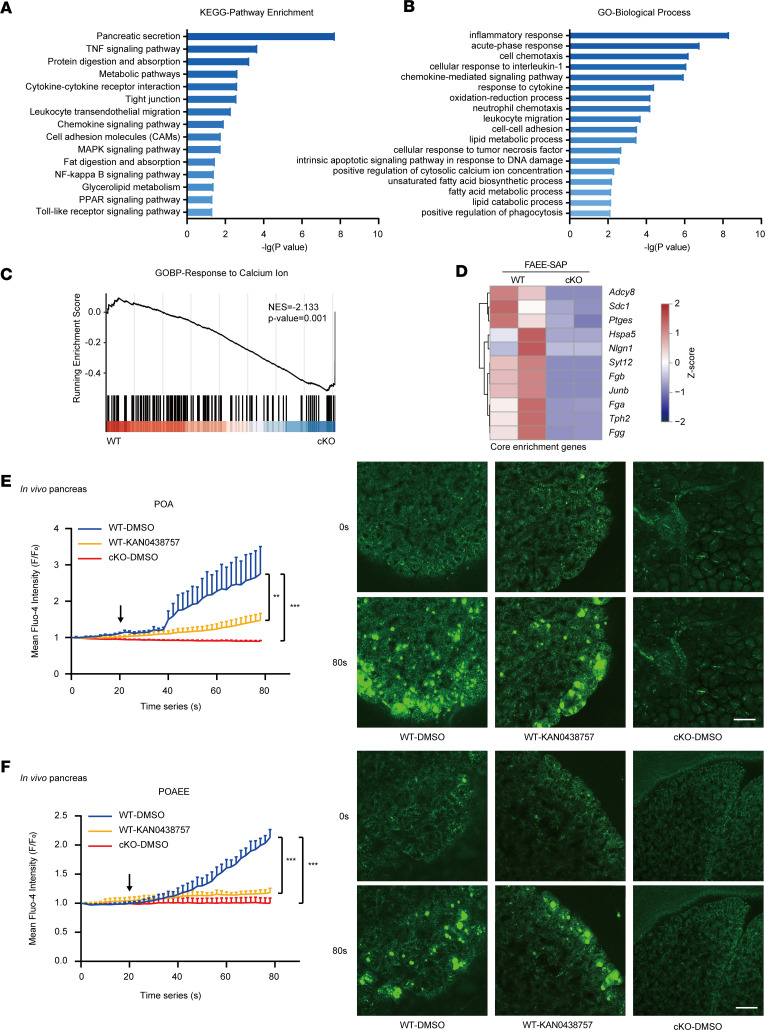
PFKFB3 is involved in the regulation of pathological calcium overload in acinar cells. (**A** and **B**) KEGG pathway enrichment (**A**) and GO analysis (**B**) in pancreas from cKO and WT mice from the FAEE-SAP model. (**C**) The enrichment plot comparing the transcriptome of cKO mice and WT mice in FAEE-SAP from GSEA analysis. Normalized Enrichment Score (NES), –2.133; normal *P* value, 0.001. (**D**) Heatmap shows the core enrichment genes in the pathway named response to calcium ion. (**E** and **F**) Representative traces of POA (**E**) or POAEE (**F**) induced Ca^2+^ elevations. The representative images are the first and last frames of pancreas prestained with Fluo-4. Scale bar: 40 μm. KAN0438757 (25 mg/kg) was administered by i.p. injection 1 hour prior to detection; DMSO in saline solution was used as a control. *P* values calculated using unpaired Student’s *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. Data are shown as mean ± SD. Each experiment was performed at least in triplicate.

**Figure 6:**
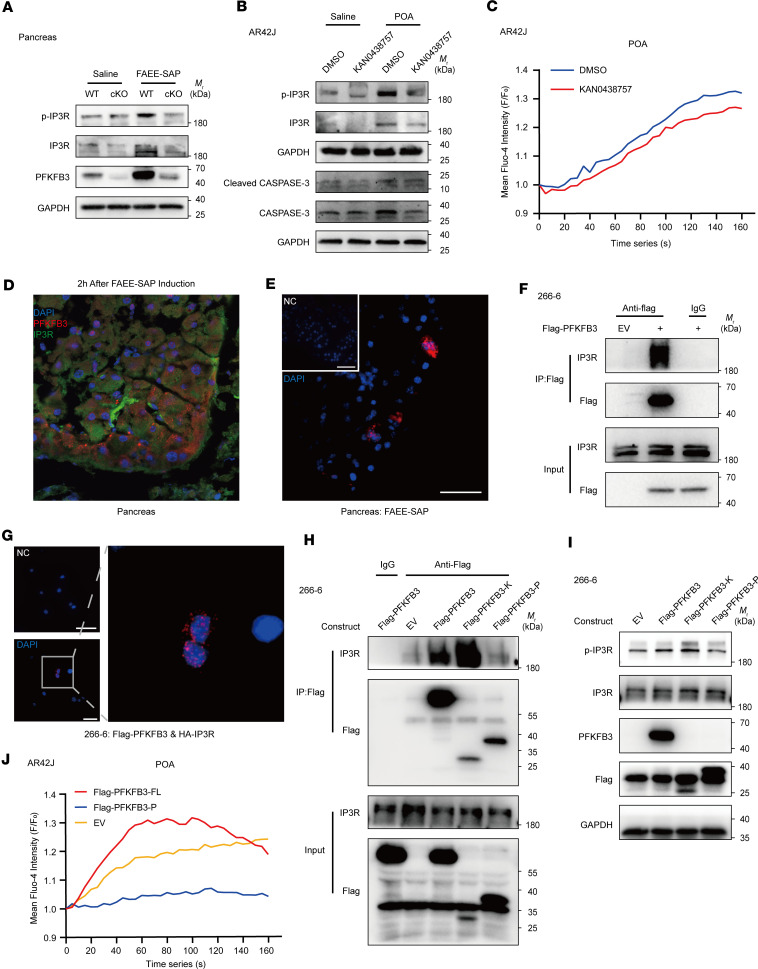
PFKFB3 cooperates with IP3R to regulate calcium homeostasis in pancreatic acinar cells. (**A**) Expression of IP3R, p-IP3R, PFKFB3, and GAPDH by Western blotting in mice pancreata from the FAEE-SAP model. (**B**) AR42J cells were pretreated with KAN0438757 (4 μM) or DMSO for 12 hours, and 0.5 or 6 hours after POA (300 μM) stimulation cells were harvested for Western blotting analysis. (**C**) Representative traces of POA induced Ca^2+^ elevations in AR42J cells were recorded by High Content Analysis Imaging System. KAN0438757 (4 μM) was administered 12 hours prior to detection; DMSO was used as a control. (**D**) Frozen section of pancreas damaged by FAEE (collected 2 hours after induction) evaluated by confocal microscopy. Scale bar: 40 μm. (**E**) PLA analyzed in frozen section of pancreas damaged by FAEE. Scale bar: 42 μm. (**F**) Whole-cell lysates of 266-6 cells transfected with Flag-PFKFB3 construct subjected to IP analysis and analyzed by Western blotting. (**G**) PLA was detected in 266-6 cells cotransfected with Flag-PFKFB3 construct and HA-IP3R construct. Scale bar: 50 μm. (**H**) 266-6 cells were transfected with full-length Flag-PFKFB3, Flag-PFKFB3-K (kinase domain only), and Flag-PFKFB3-P (phosphatase domain only) constructs for co-IP analysis. (**I**) 266-6 cells transfected with Flag-PFKFB3, Flag-PFKFB3-K, and Flag-PFKFB3-P constructs were analyzed by Western blotting analysis. (**J**) AR42J cells transfected with Flag-PFKFB3-K construct or Flag-PFKFB3-P construct; representative traces of POA induced Ca^2+^ elevations were recorded by High Content Analysis Imaging System. Each experiment was performed at least in triplicate.

**Figure 7:**
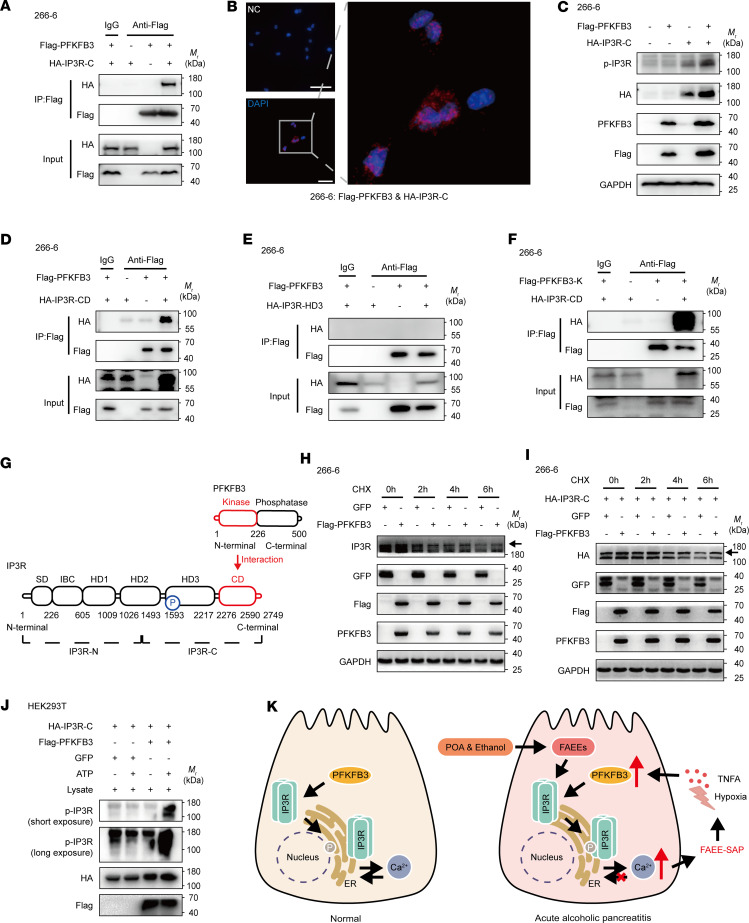
The kinase domain of PFKFB3 binds with the CD domain of IP3R and stabilizes IP3R expression. (**A**) Whole cell lysate of 266-6 cells transfected with Flag-PFKFB3 and HA-IP3R-C immunoprecipitated and analyzed by Western blotting. (**B**) PLA signal detected in 266-6 cells cotransfected with Flag-PFKFB3 construct and HA-IP3R-C construct. Scale bar: 50 μm. (**C**) Western blot in 266-6 cells were cotransfected with Flag-PFKFB3 and HA-IP3R-C constructs. (**D**) Whole cell lysates from 266-6 cells transfected with Flag-PFKFB3 and HA-IP3R-CD were used for co-IP. (**E**) Whole cell lysates were prepared from 266-6 cells were cotransfected with Flag-PFKFB3 and HA-IP3R-HD3 constructs were used for co-IP. (**F**) The Flag-PFKFB3-K and HA-IP3R-CD constructs were transfected in 266-6 cells for the co-IP analysis. (**G**) The schematic containing structural information of IP3R and binding sites of PFKFB3 and IP3R interaction. (**H** and **I**) Western blot of IP3R (**G**) and p-IP3R (**H**) in 266-6 cells cotransfected with Flag-PFKFB3 construct or GFP construct in the presence of cycloheximide (CHX, 100 μg/mL; 0, 2, 4, 6 hours). (**J**) Purified Flag-PFKFB3 protein, GFP protein, HA-IP3R-C, ATP, and 1× kinase reaction buffer were used for the in vitro kinase assay. (**K**) The working model of PFKFB3 in FAEE-SAP progression. Each experiment was performed at least in triplicate.

# Supplementary material for: PFKFB3 controls acinar IP3R-mediated Ca2+ overload to regulate acute pancreatitis severity
**Source:** JCI Insight. 2024 May 23;9(13):e169481. doi: 10.1172/jci.insight.169481
**Supplement:** Unedited blot and gel images

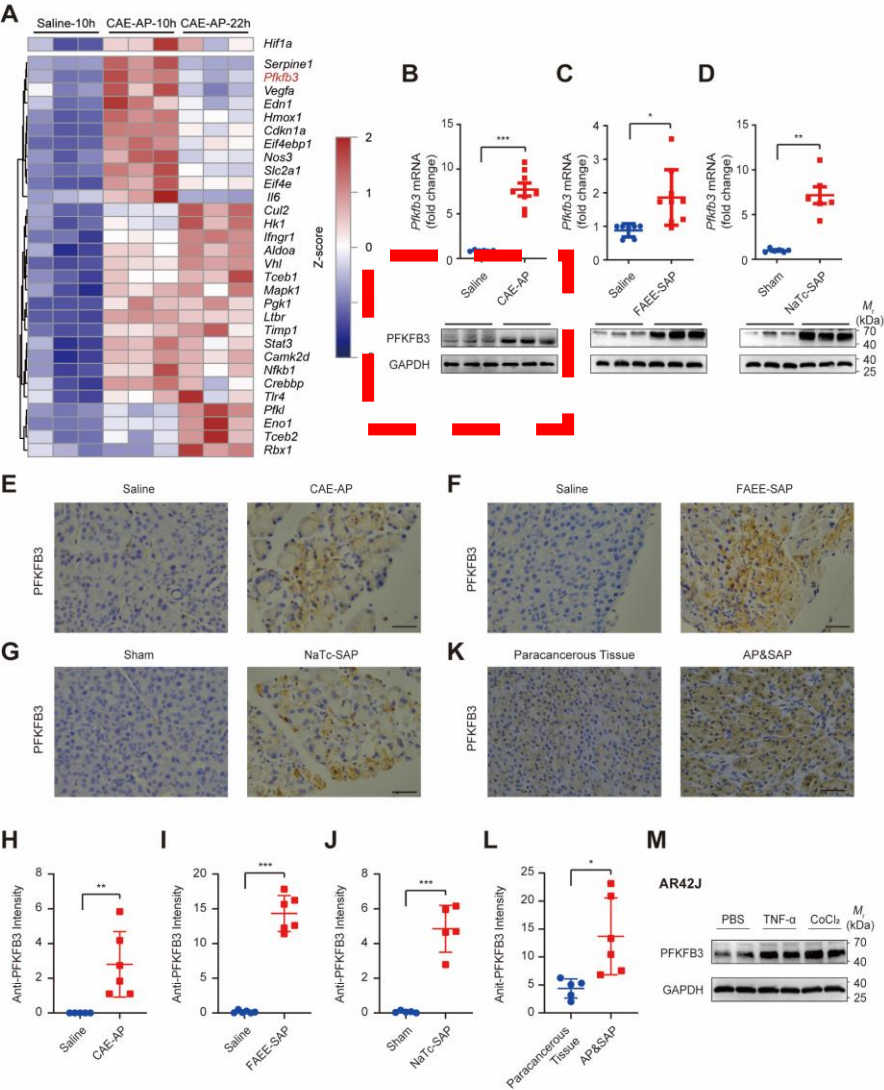

PFKFB3

GAPDH

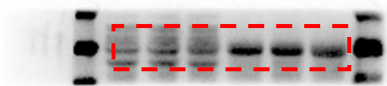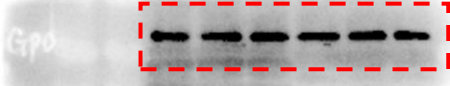

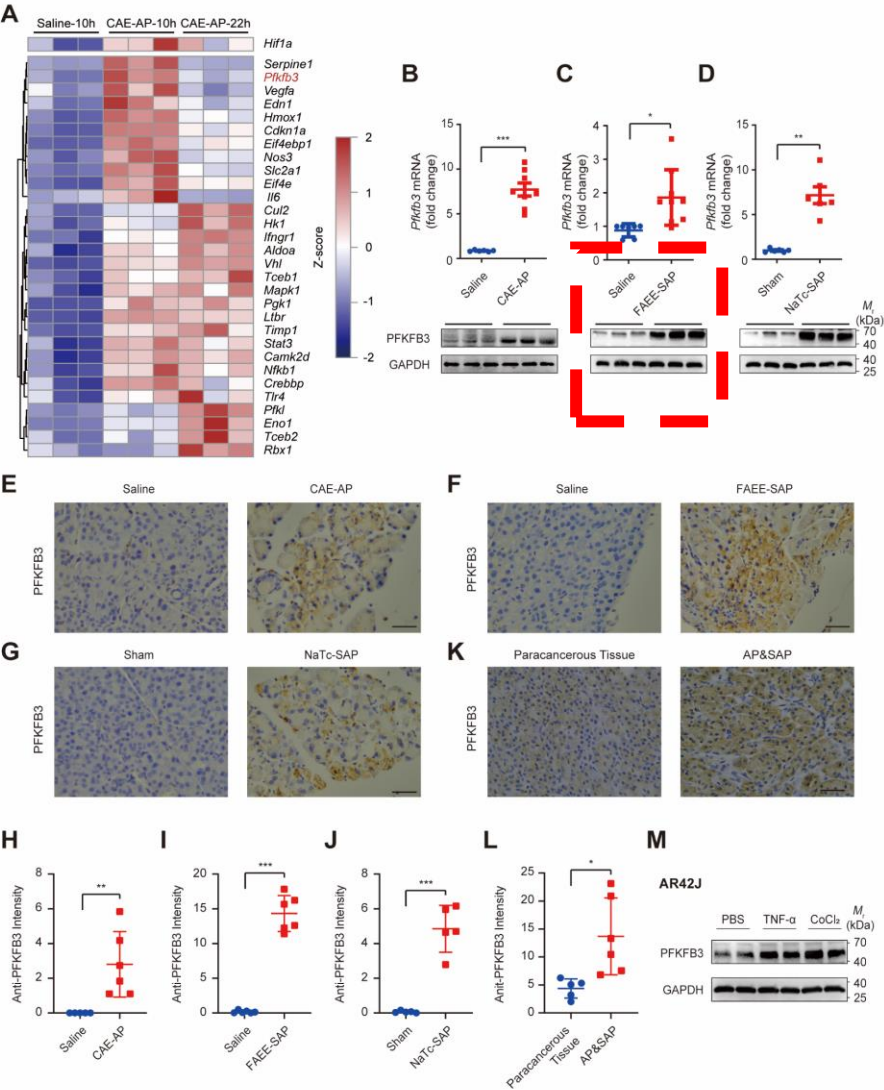

PFKFB3

GAPDH

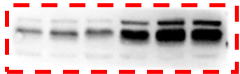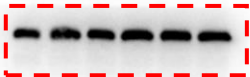

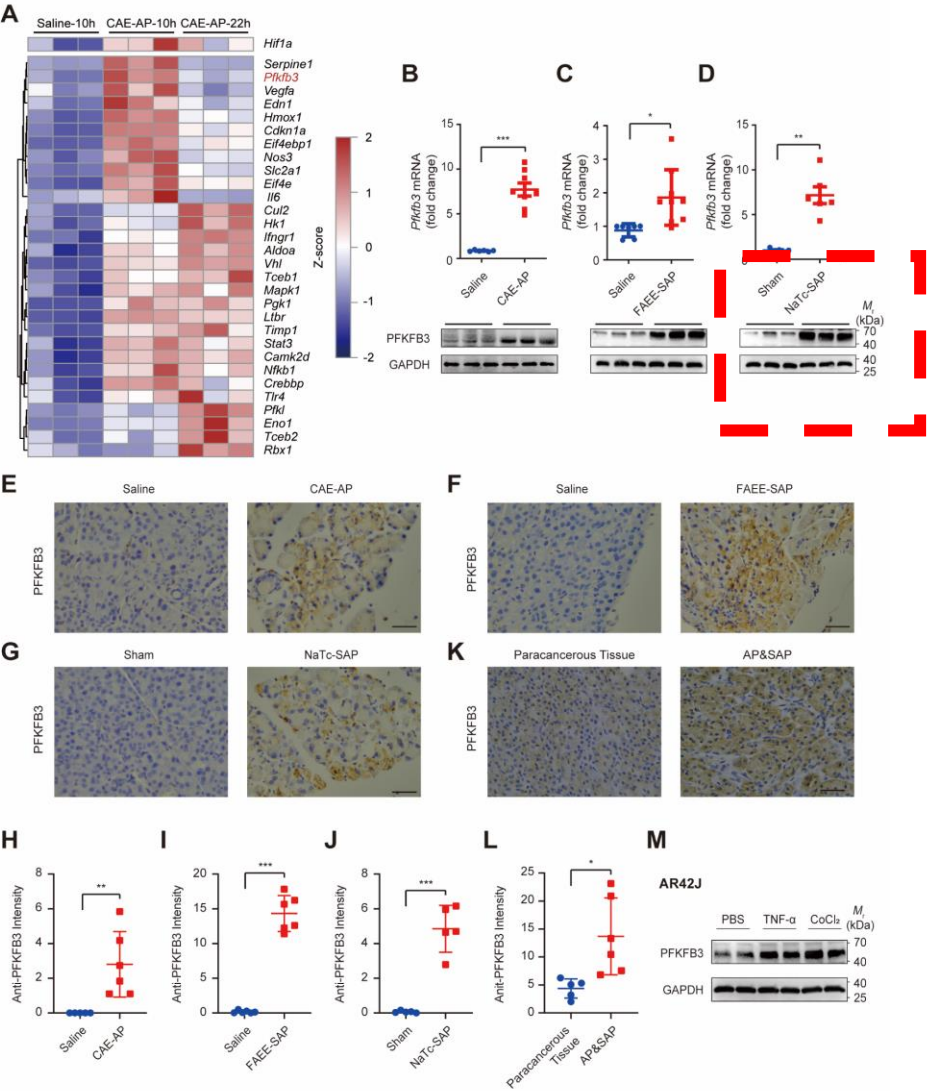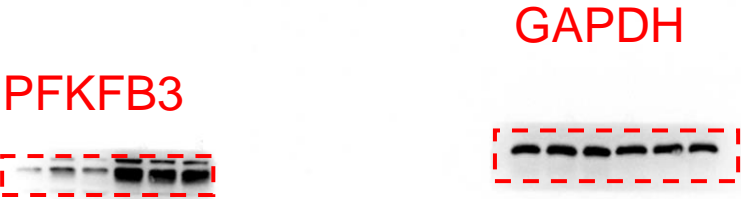

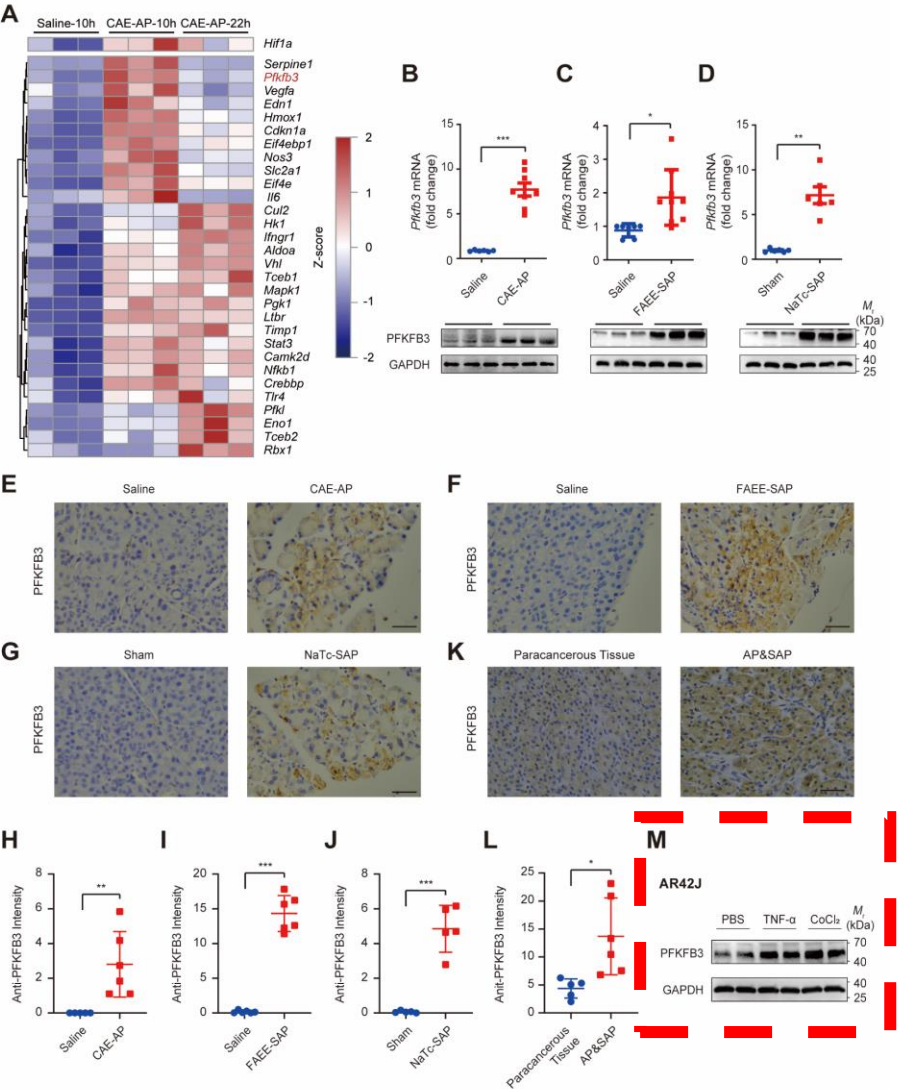

PFKFB3

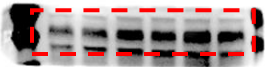

GAPDH

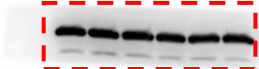

## Full unedited gel for Figure.6A

Phosphorylated protein antibody was incubated on the same membrane after elution of total protein antibody.

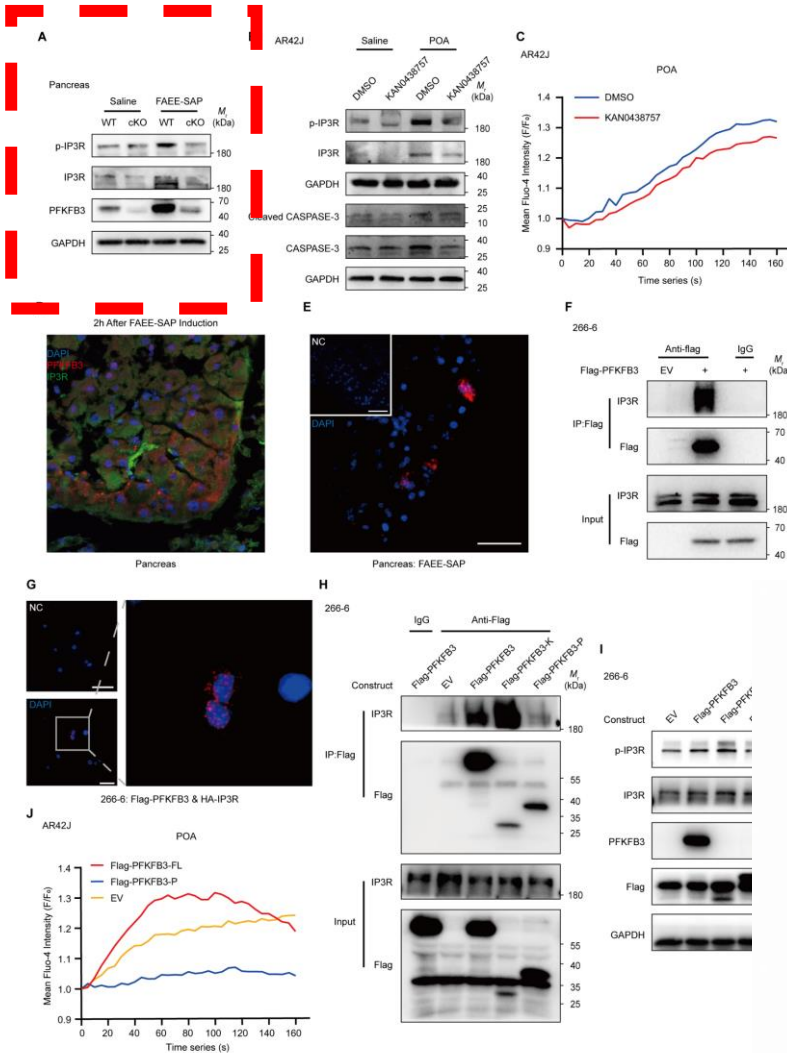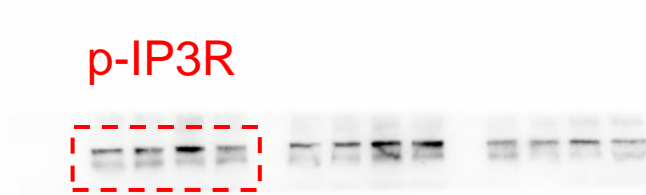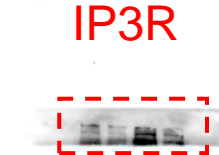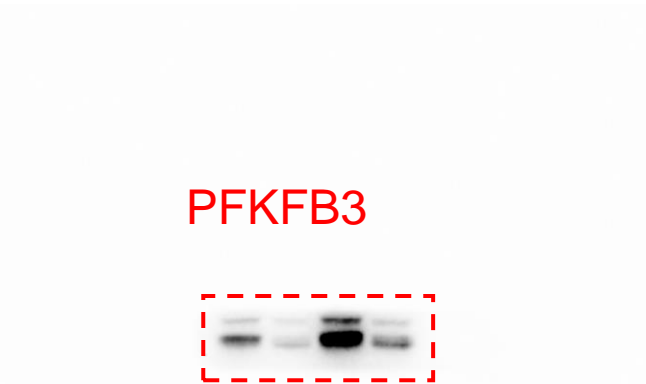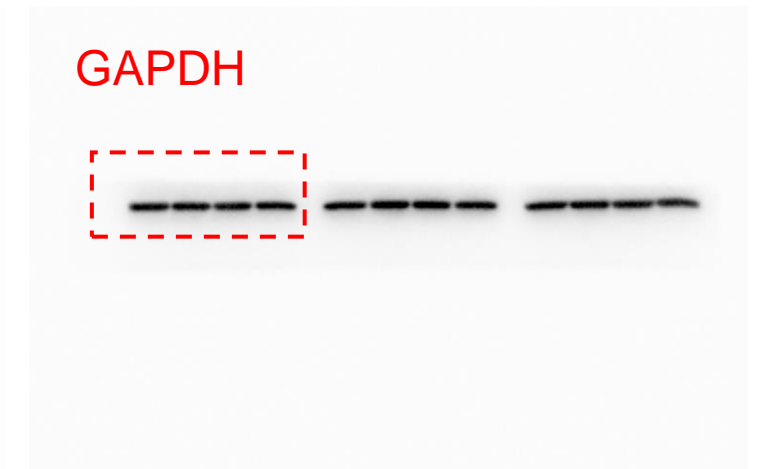

## Full unedited gel for Figure.6B

Samples run at different times.

Phosphorylated protein antibody was incubated on the same membrane after elution of total protein antibody.

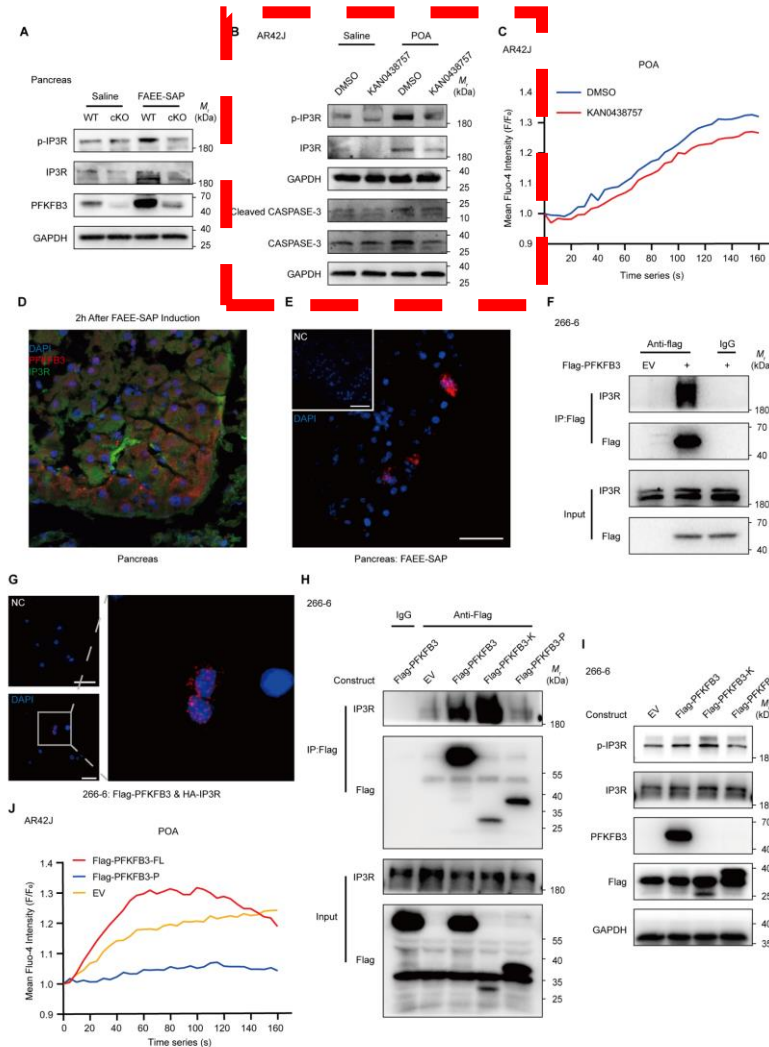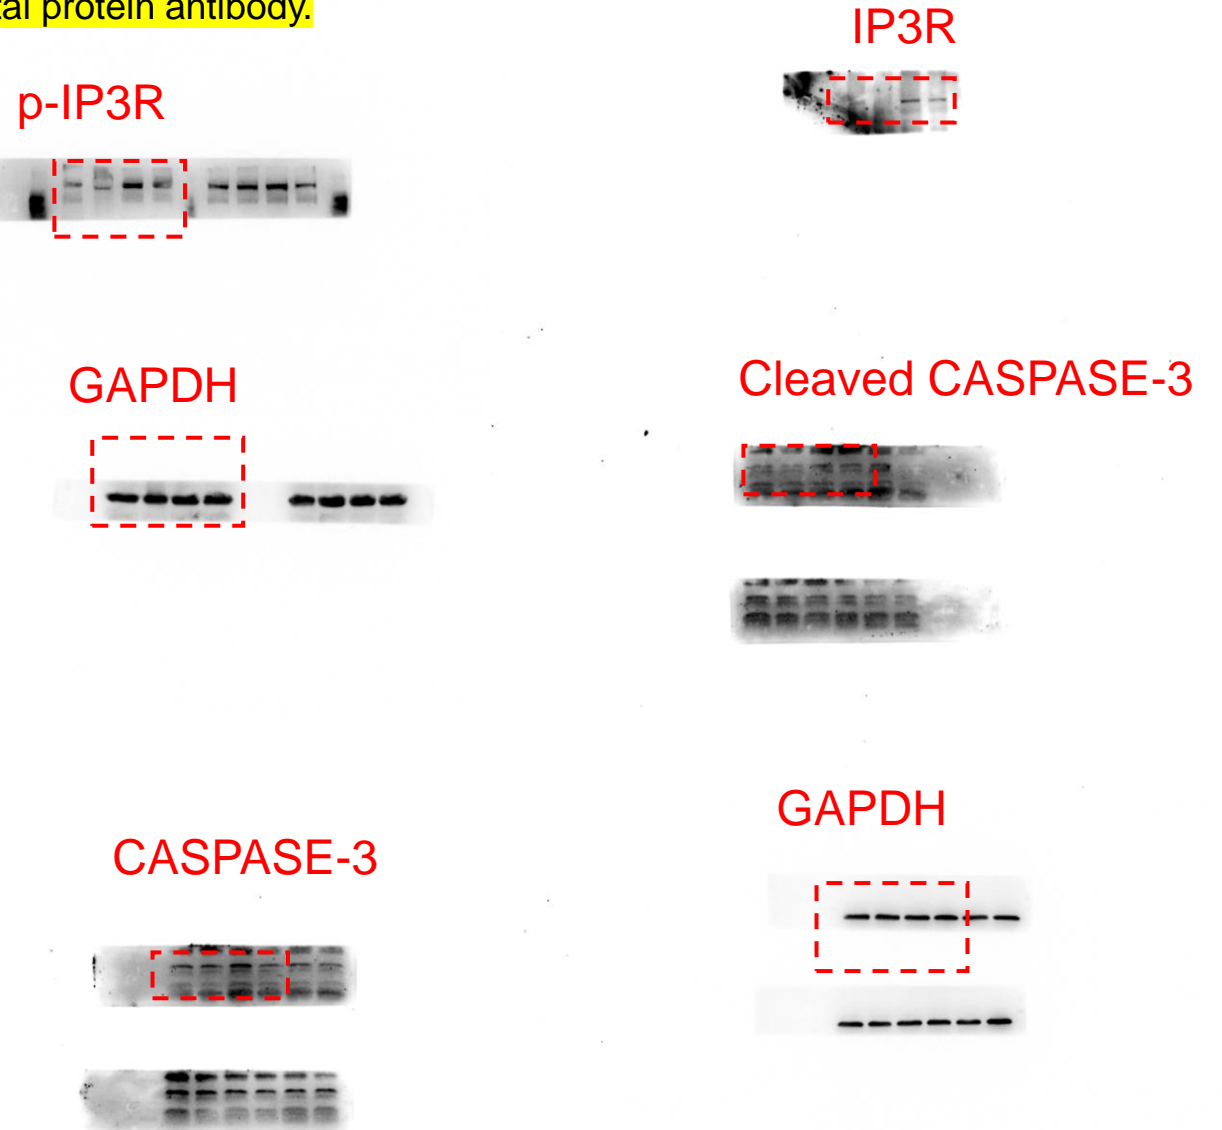

# Full unedited gel for Figure.6F

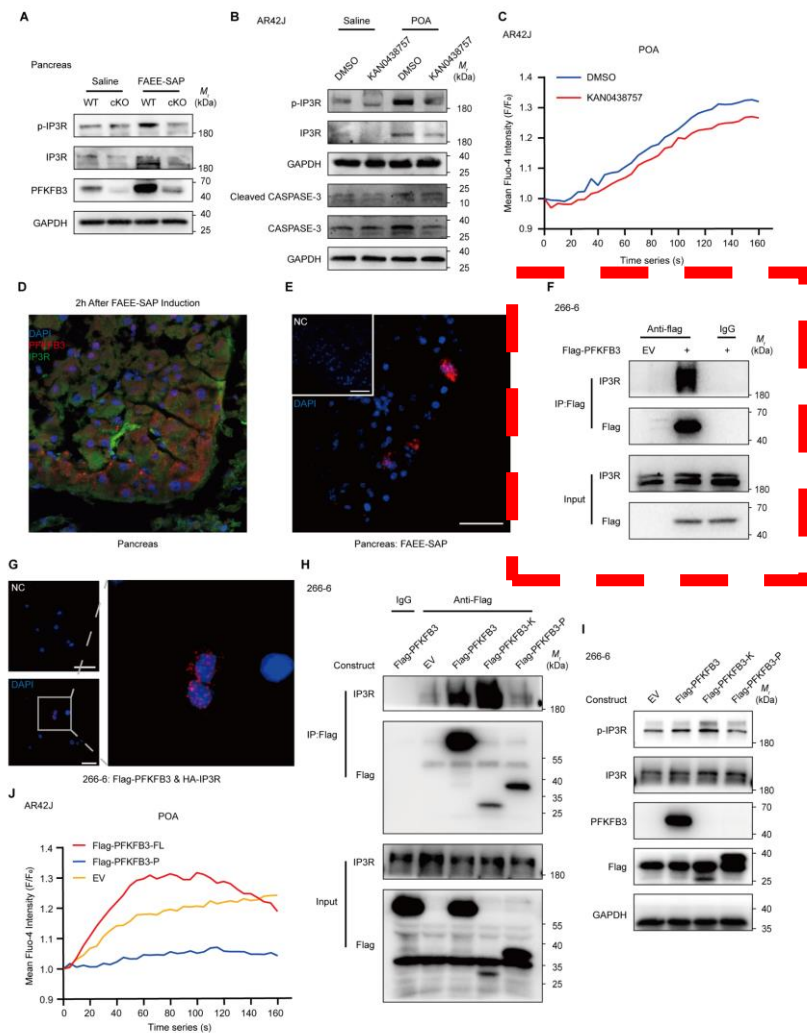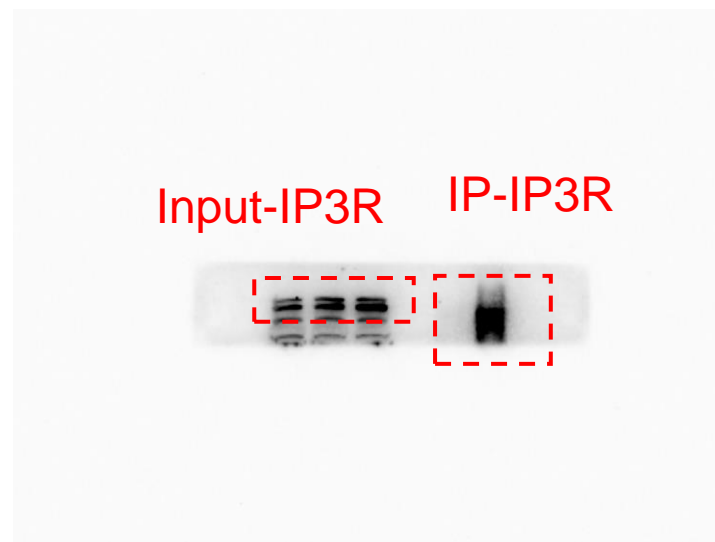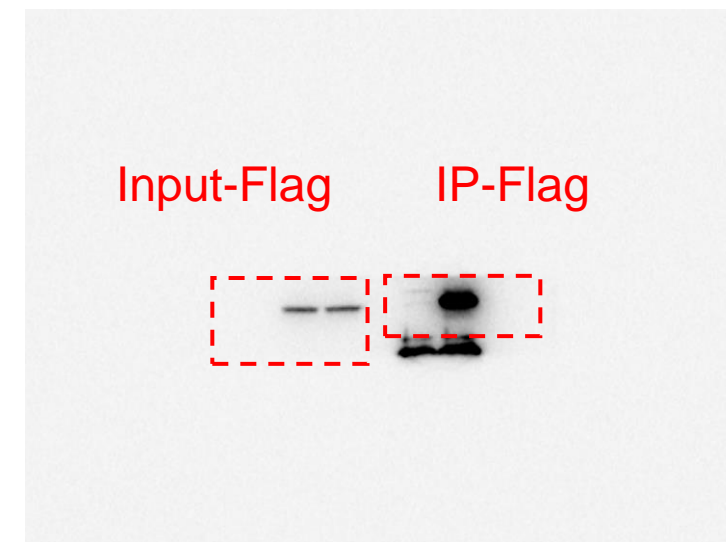

# Full unedited gel for Figure.6H

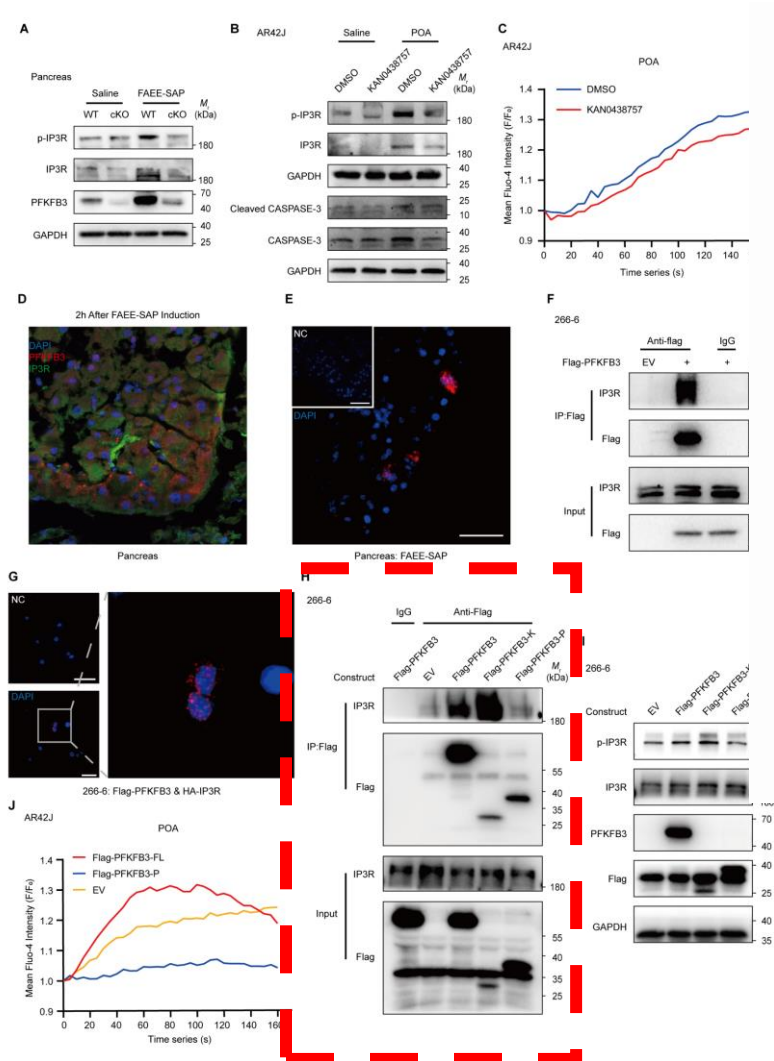

IP-IP3R

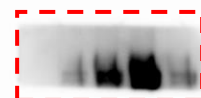

IP-Flag

Input-IP3R

Input-Flag

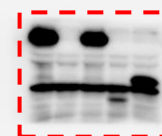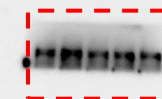

# Full unedited gel for Figure.6I

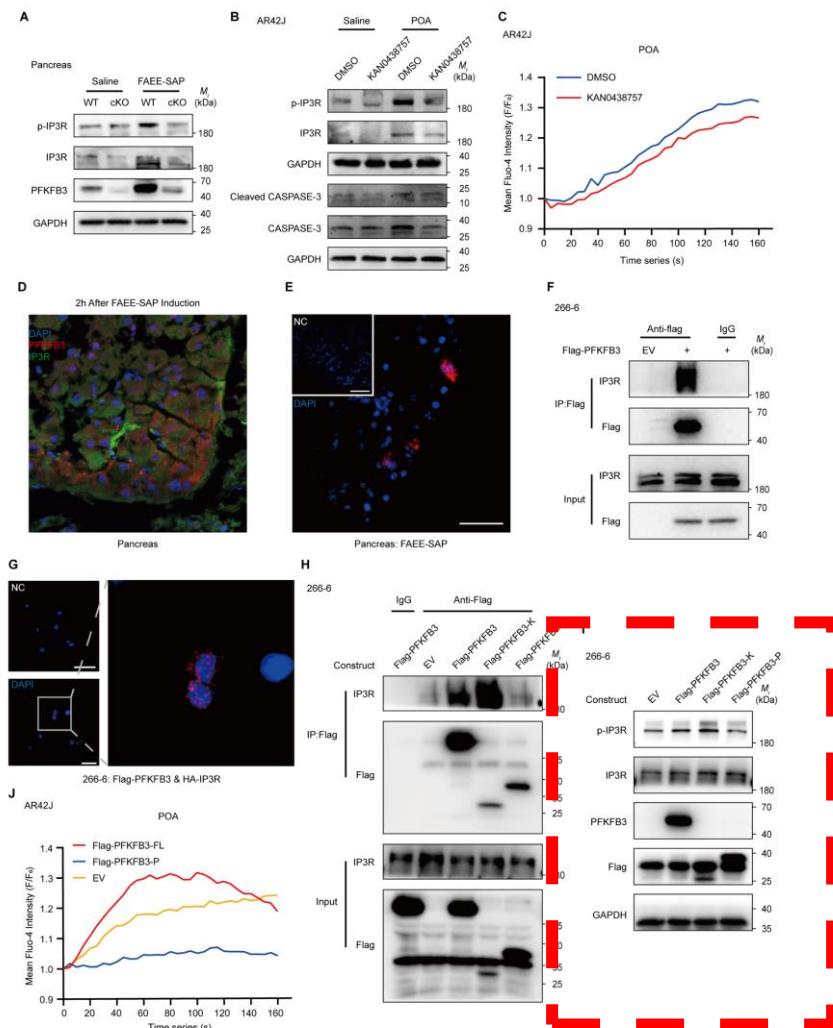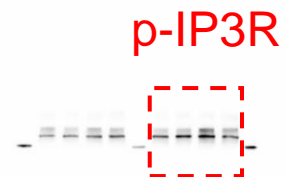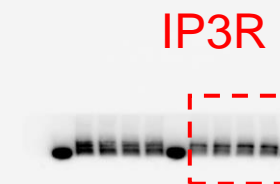

PFKFB3

Flag

GAPDH

# Full unedited gel for Figure.7A

Tan Z. et al.Fig.7

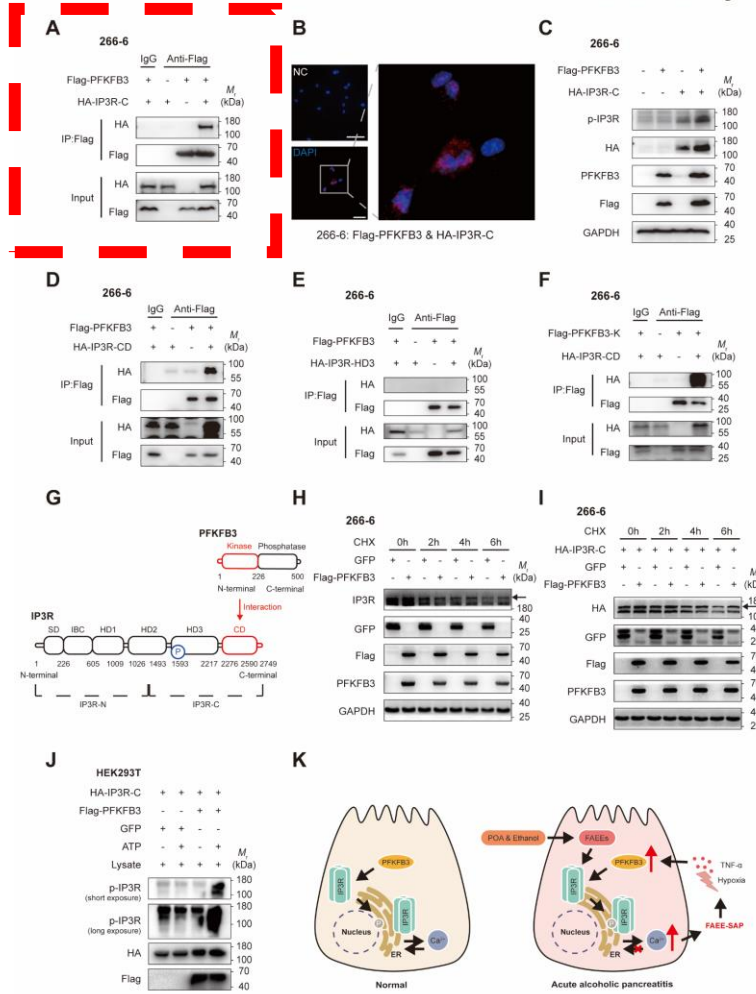

IP-HA

IP-Flag

Input-HA

Input-Flag

# Full unedited gel for Figure.7C

Western Blots set up in parallel and run contemporaneously.

Tan Z. et al.Fig.7

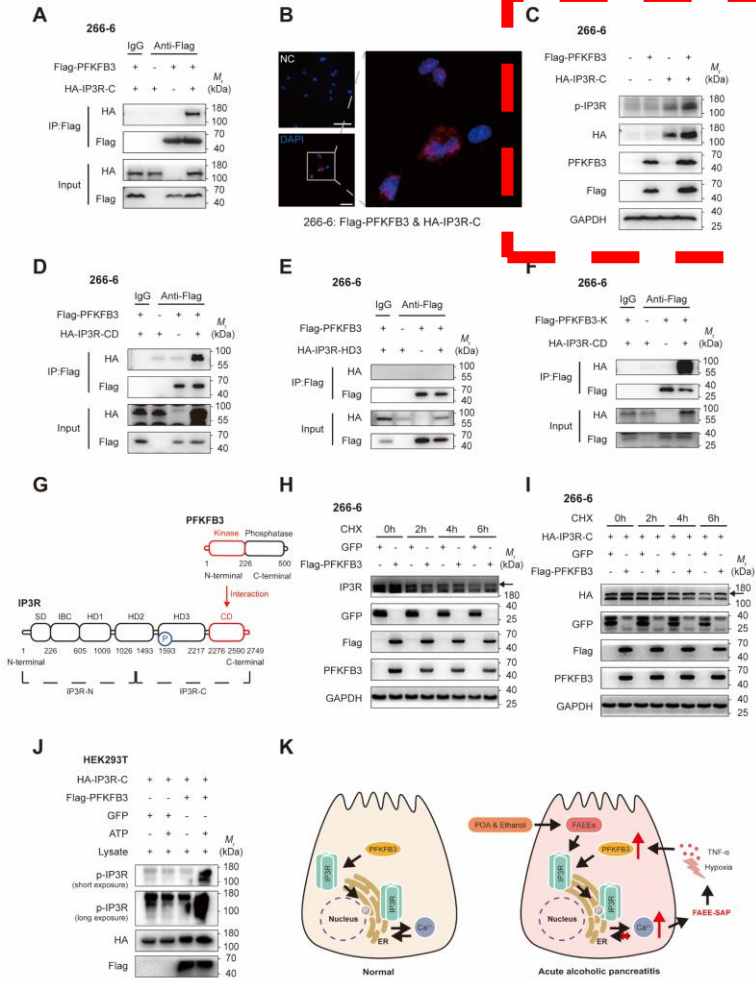

p-IP3R

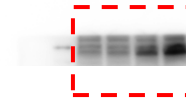

HA

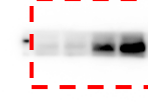

PFKFB3

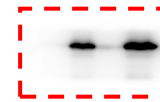

Flag

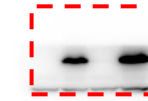

GAPDH

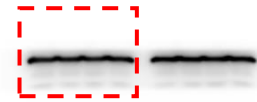

# Full unedited gel for Figure.7D

Tan Z. et al.Fig.7

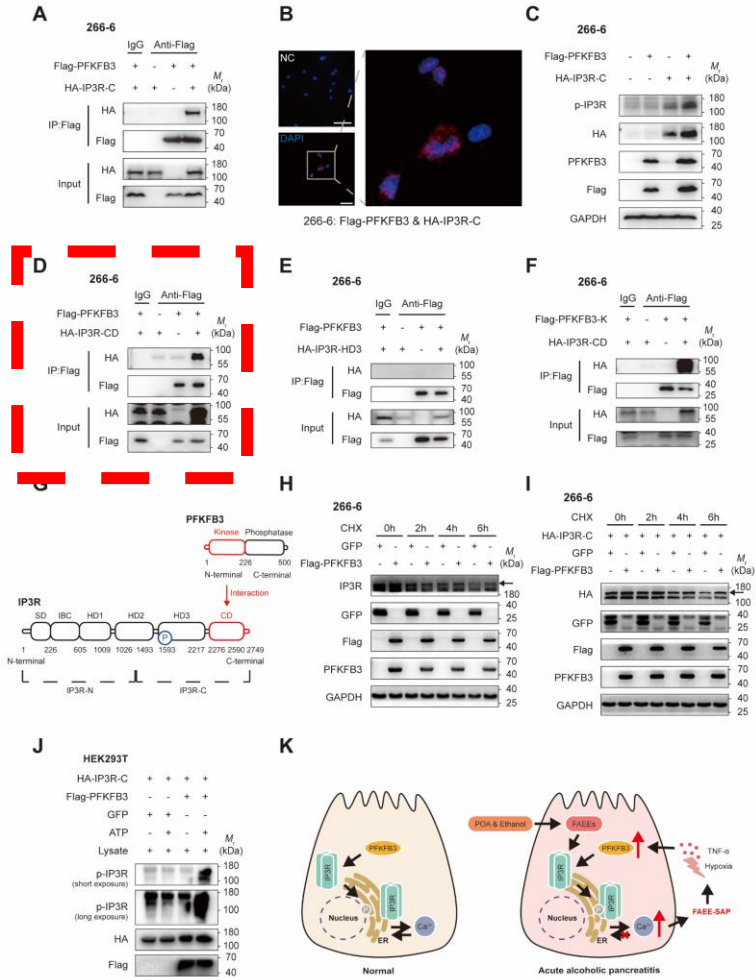

Input-Flag

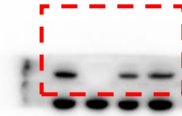

Input-HA

IP-HA

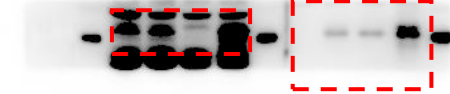

IP-Flag

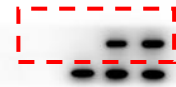

Full unedited gel for Figure.7E

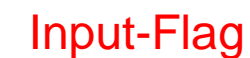

Full unedited gel for Figure.7F

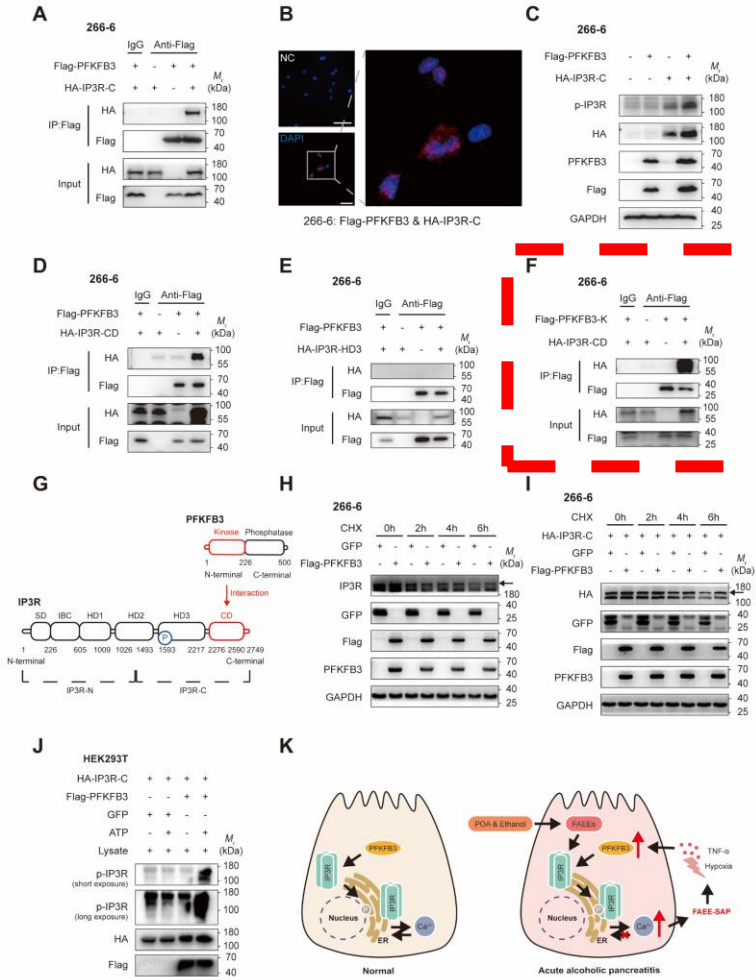

IP-HA

## Input-HA

## IP-Flag

## Input-Flag

# Full unedited gel for Figure.7H

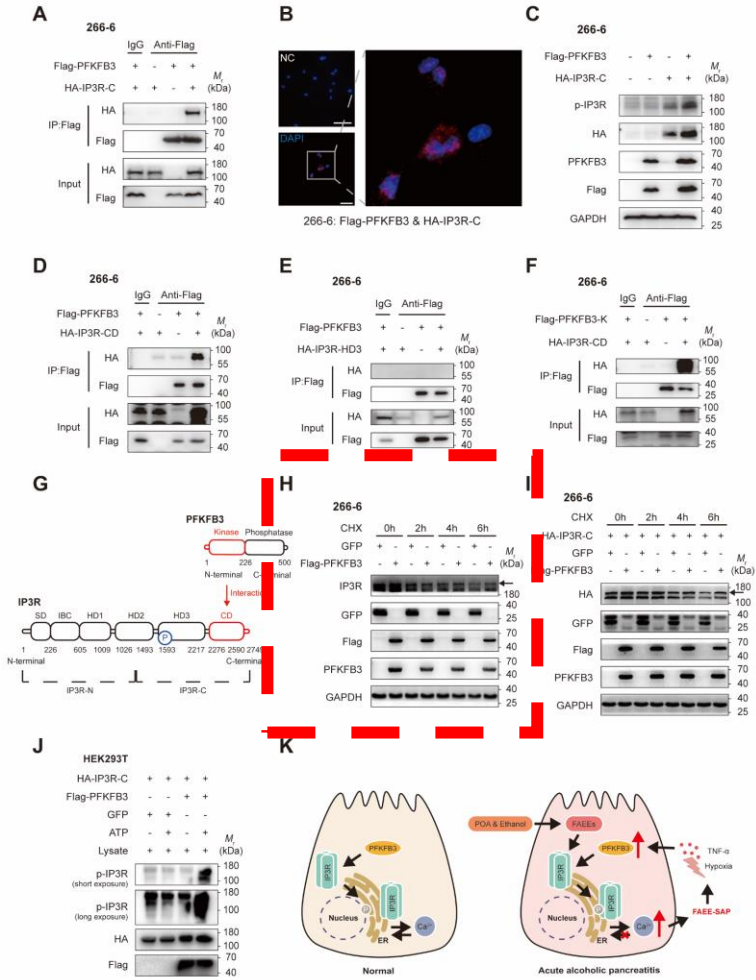

IP3R

Flag

GAPDH

GFP

PFKFB3

# Full unedited gel for Figure.7I

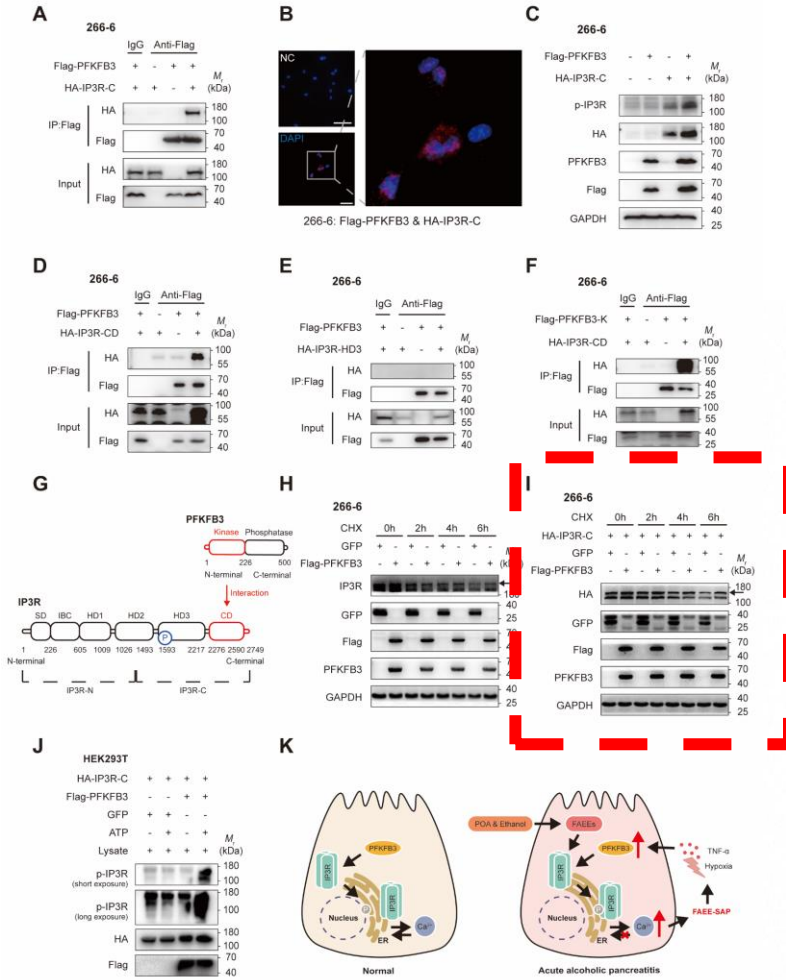

HA

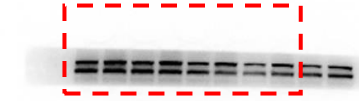

Flag

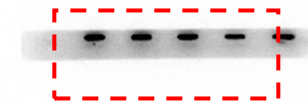

GAPDH

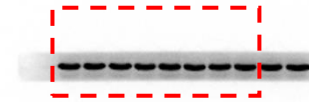

GFP

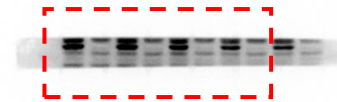

PFKFB3

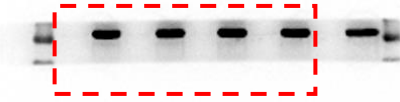

# Full unedited gel for Figure.7J

Tan Z. et al.Fig.7

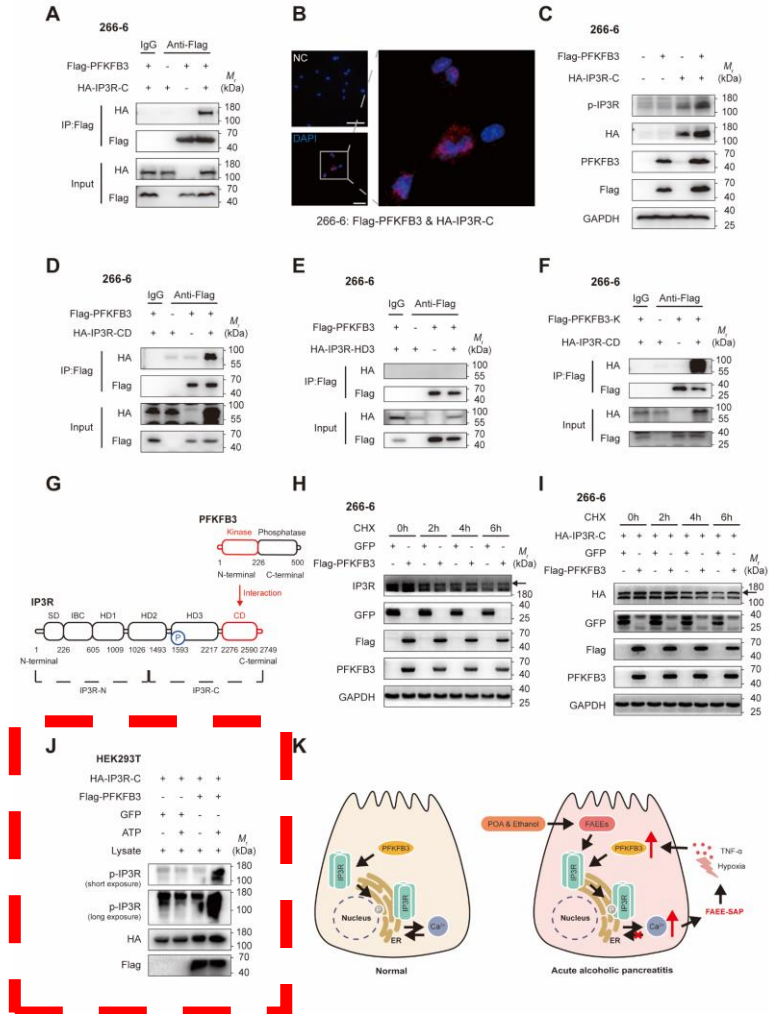

p-IP3R(short exposure)

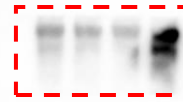

p-IP3R(long exposure)

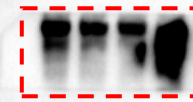

HA

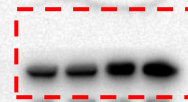

Flag

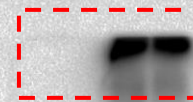

# Full unedited gel for Figure.S1C

Tan Z. et al.Fig.S1

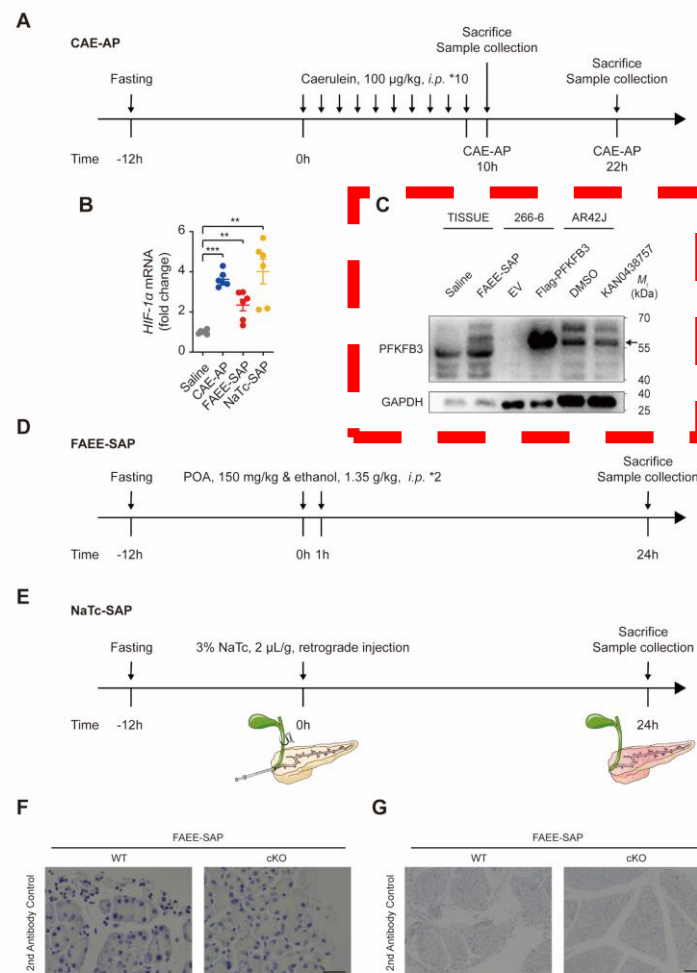

## Full unedited gel for Figure.S2E

Tan Z. et al.Fig.S2

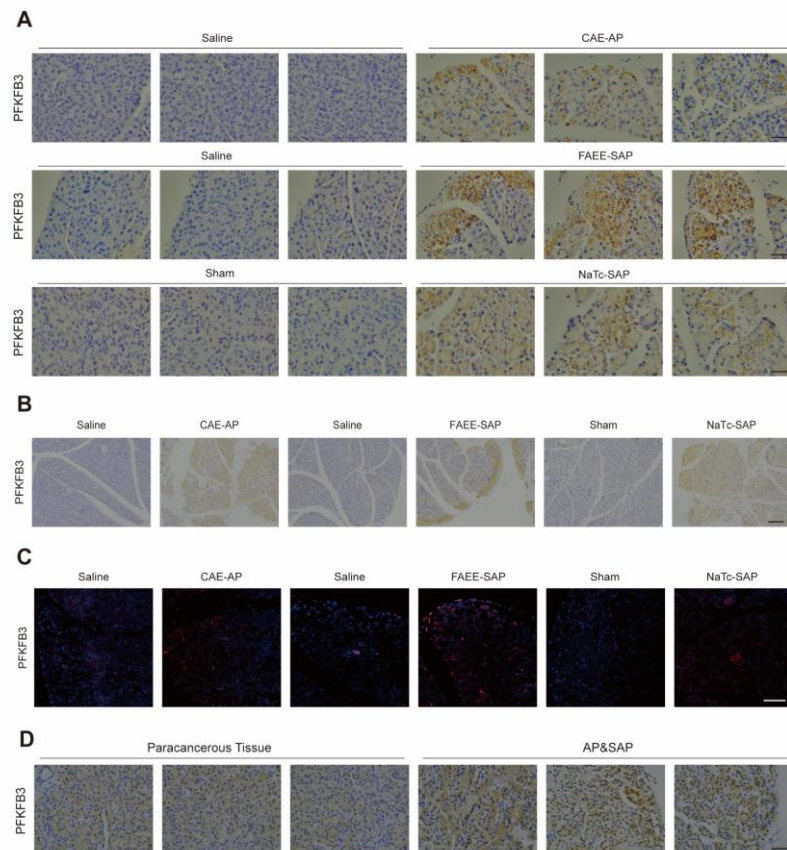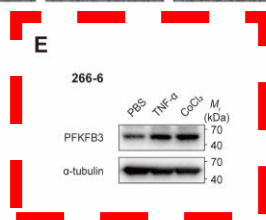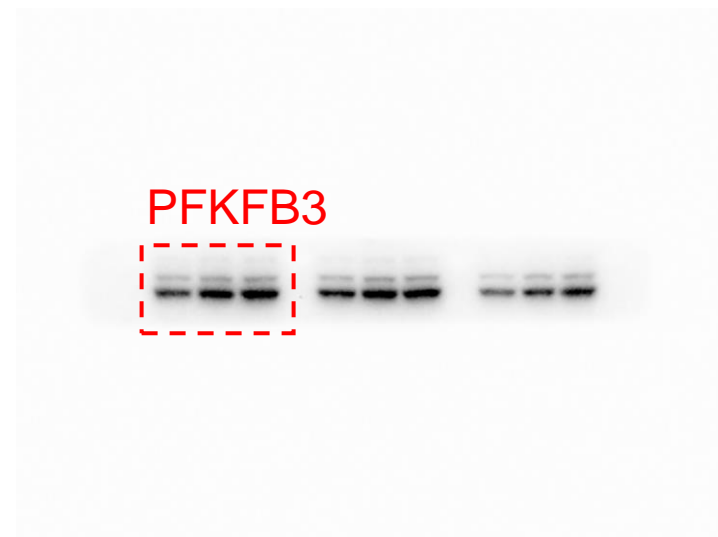

$\alpha$ -tubulin

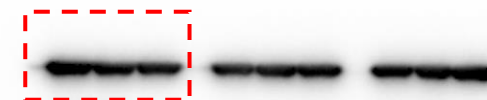

# Full unedited gel for Figure.S3D

Tan Z. et al.Fig.S3

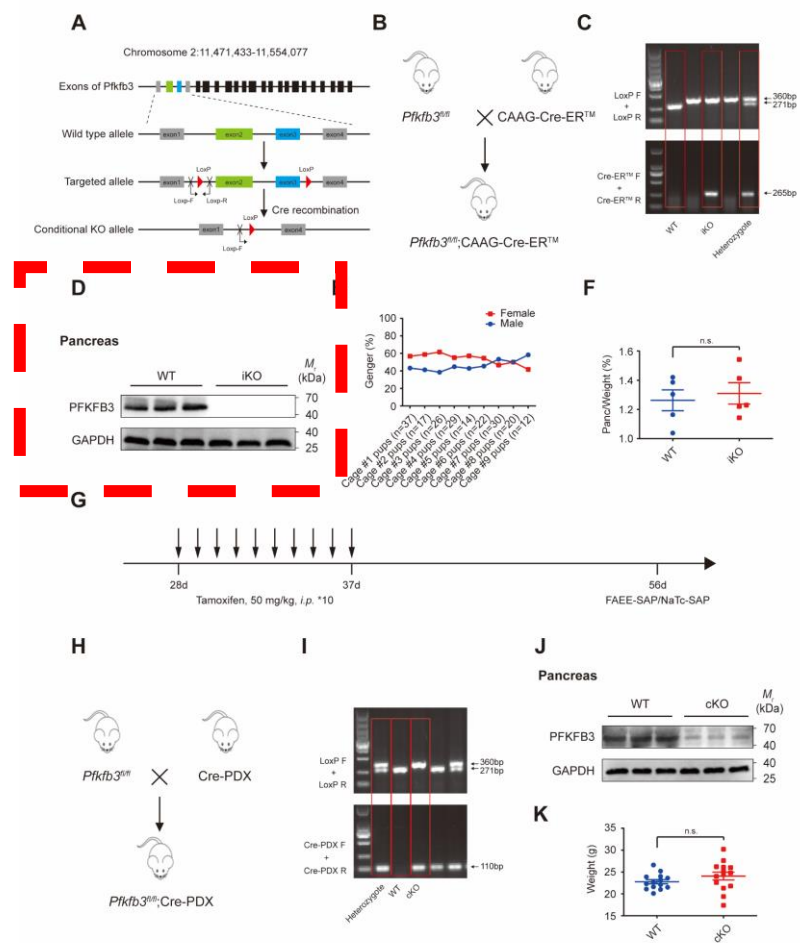

PFKFB3

GAPDH

# Full unedited gel for Figure.S3J

Tan Z. et al.Fig.S3

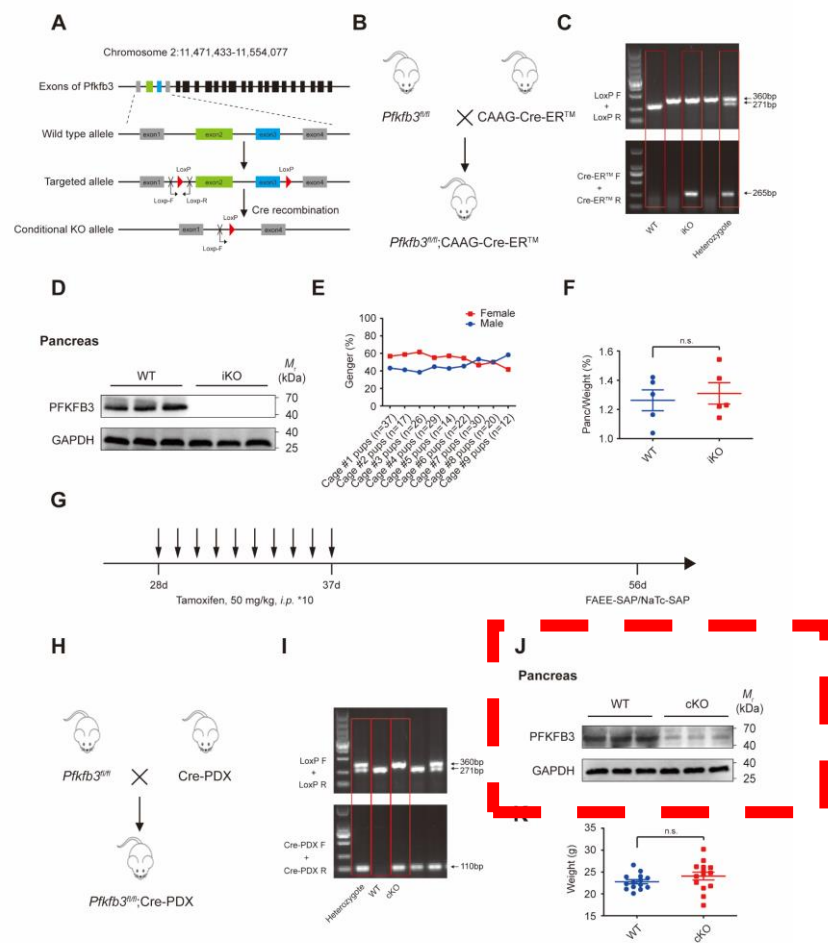

PFKFB3

GAPDH

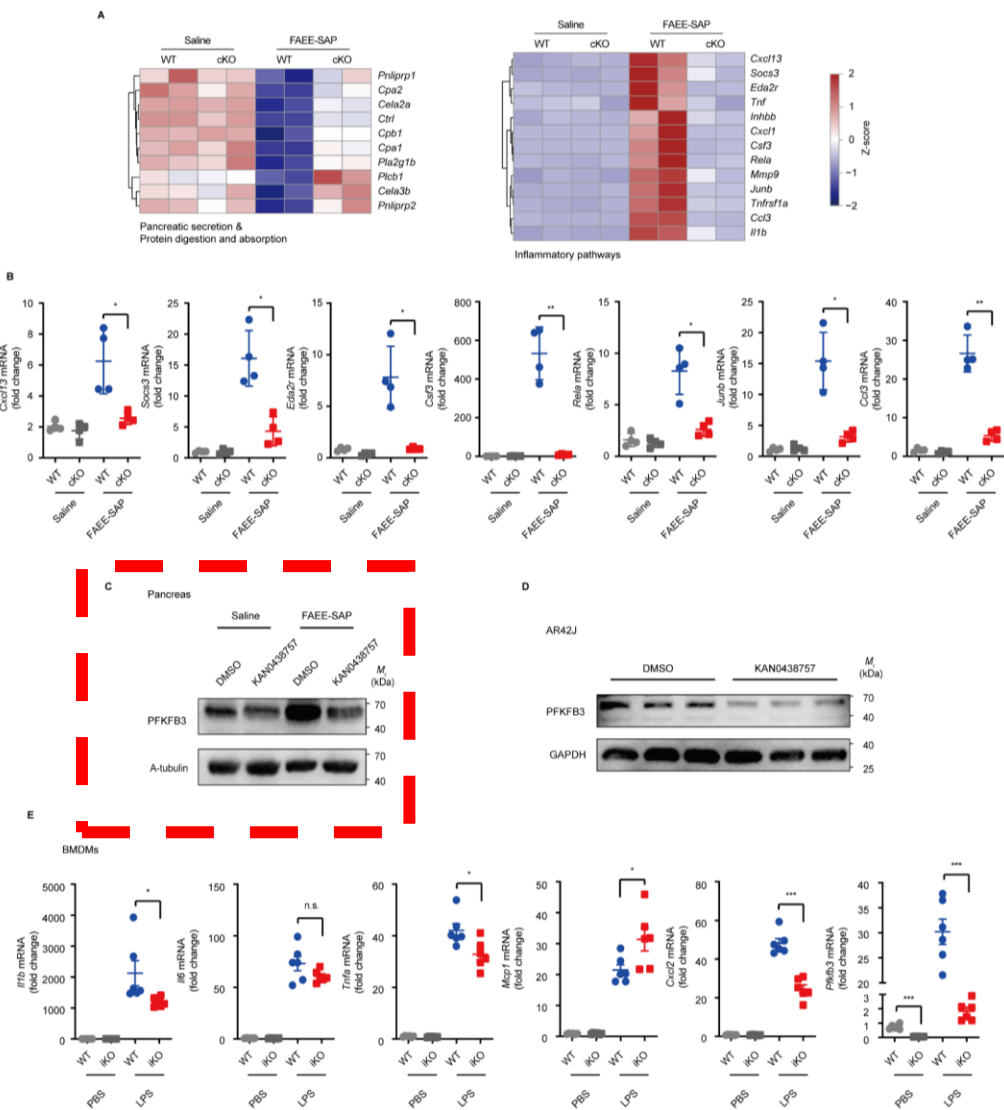

Full unedited gel for Figure.S11C

PFKFB3

a-tubulin

Full unedited gel for Figure.S11D

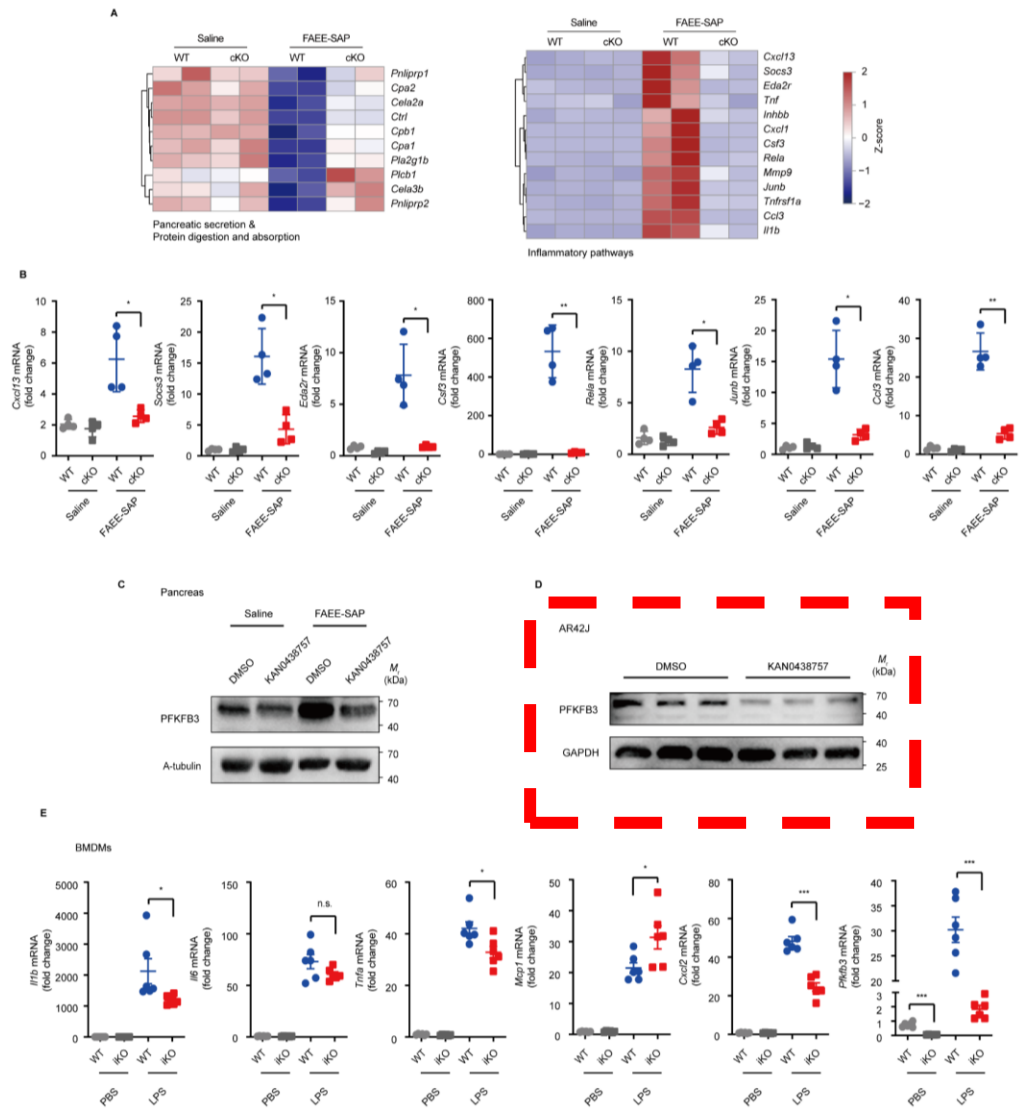

PFKFB3

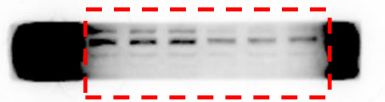

GAPDH

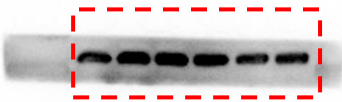

Full unedited gel for Figure.S12F

Tan Z. et al.Fig.S12

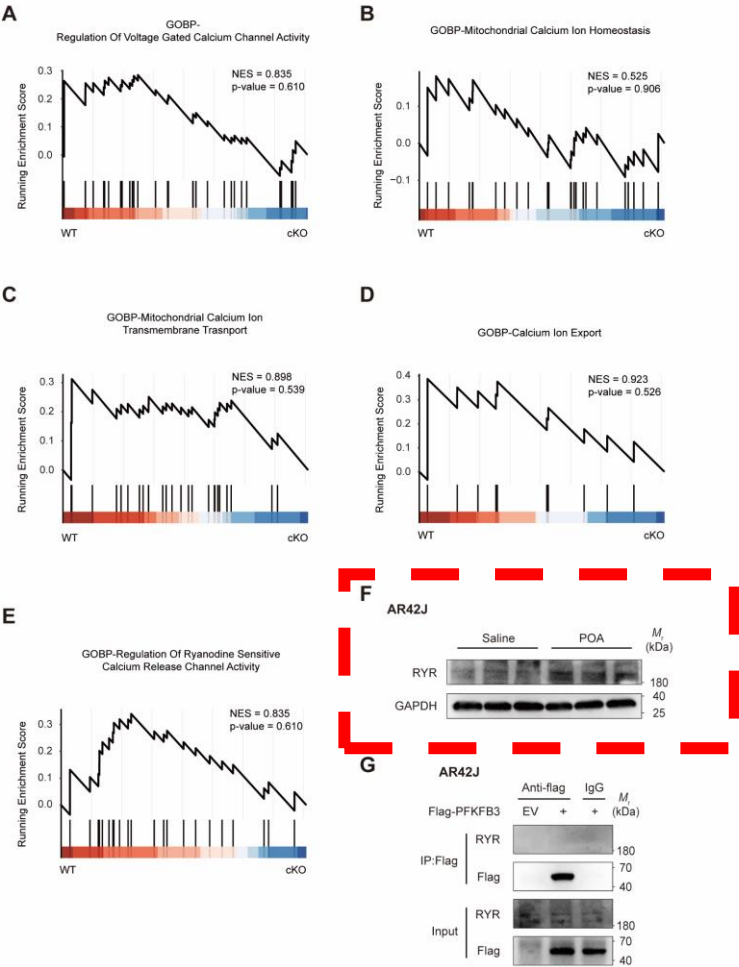

RyR

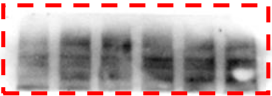

GAPDH

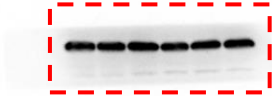

Full unedited gel for Figure.S12G

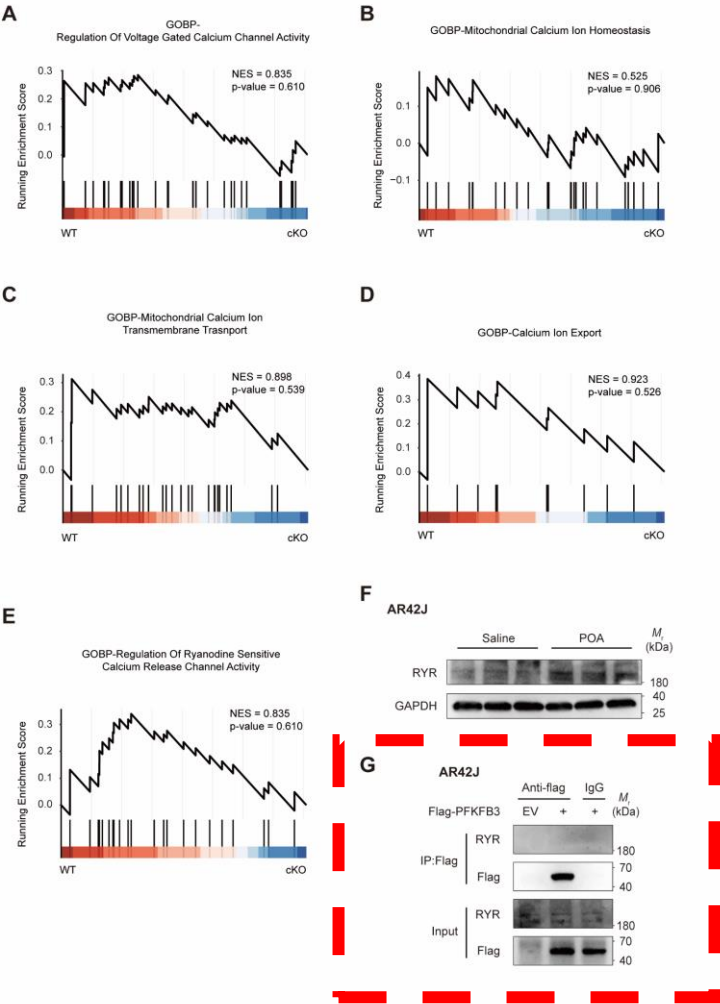

IP-RYR

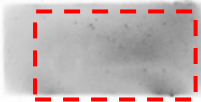

IP-Flag

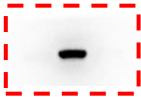

Input-RYR

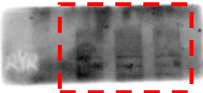

Input-Flag

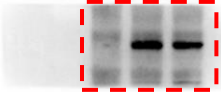

PFKFB3

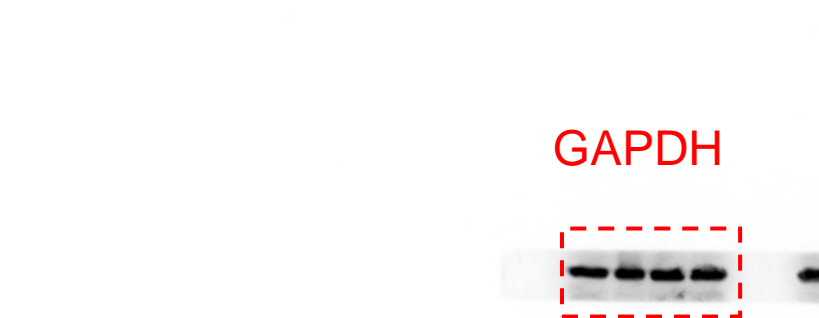

Tan Z. et al.Fig.S14

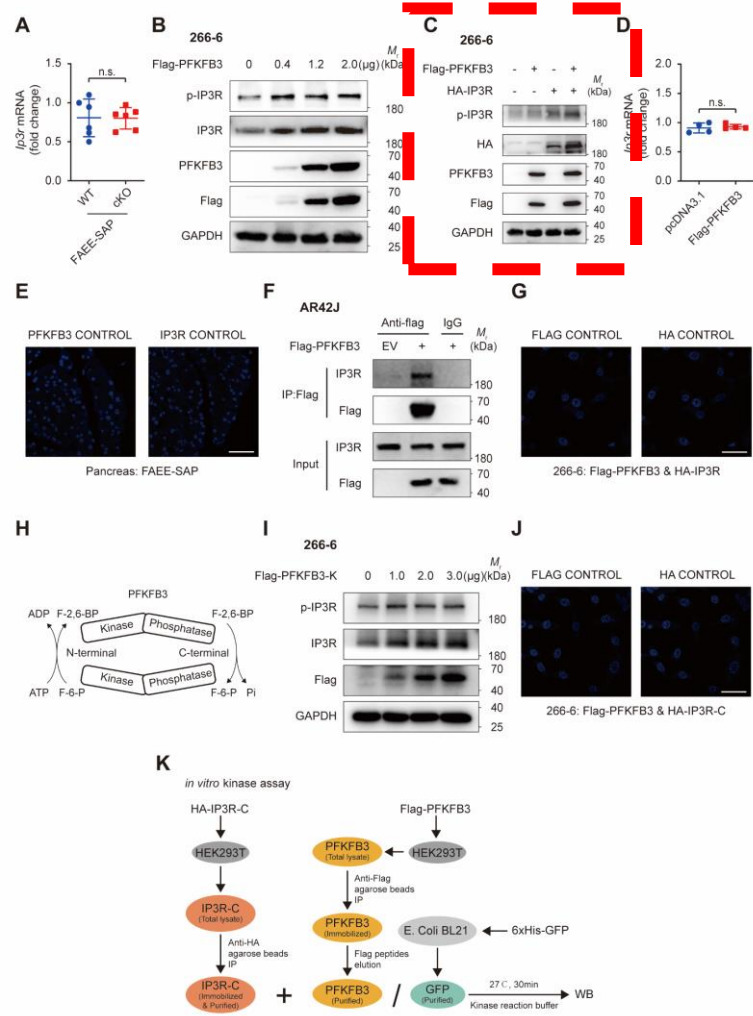

Full unedited gel for Figure.S14C

p-IP3R

PFKFB3

HA

Flag

GAPDH

# Full unedited gel for Figure.S14F

Tan Z. et al.Fig.S14

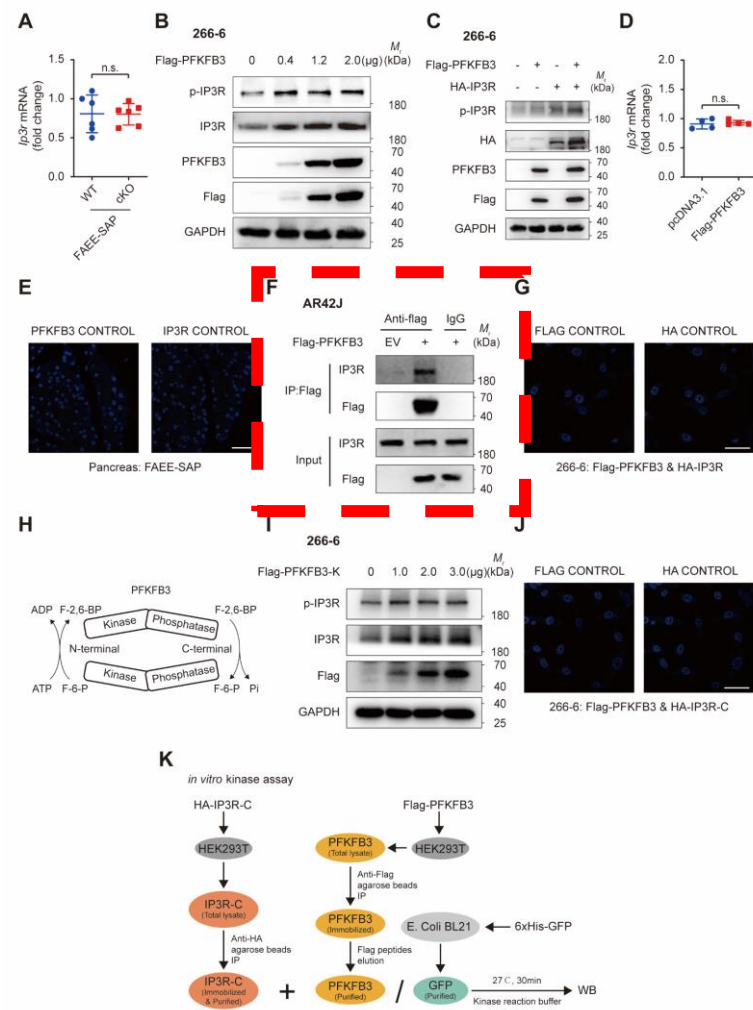

# Full unedited gel for Figure.S14I

Tan Z. et al.Fig.S14

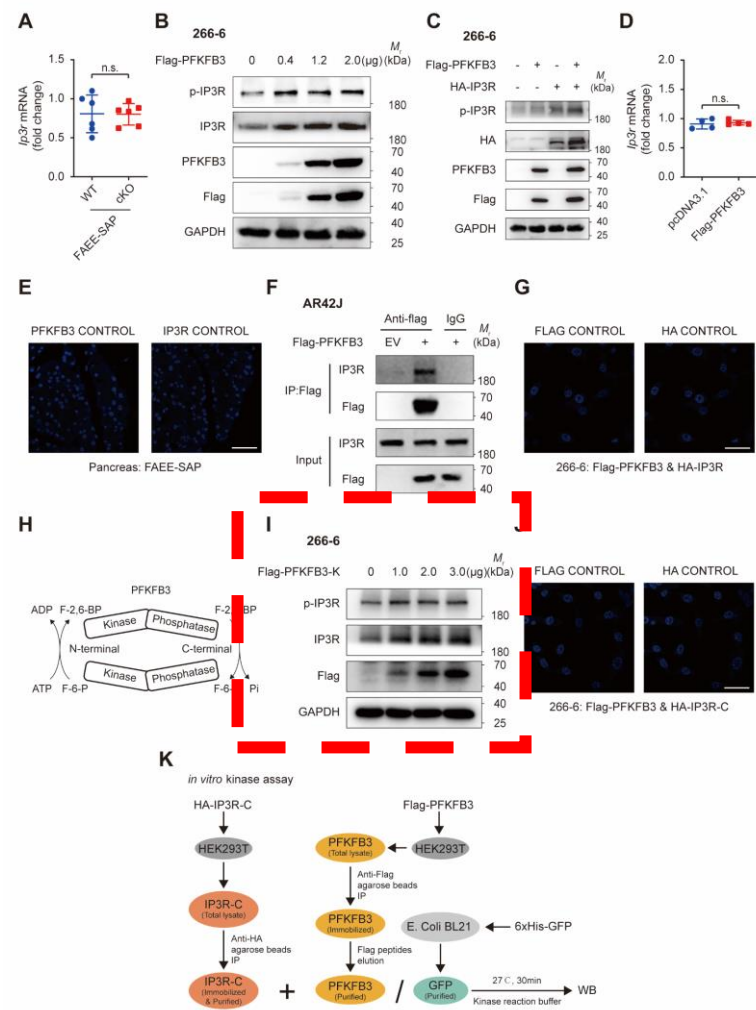

IP3R

p-IP3R

Flag

GAPDH

## Full unedited gel for Figure.S15B

Tan Z. et al.Fig.S15

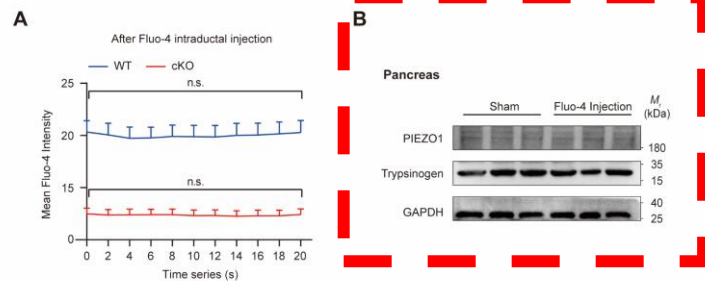

PIEZO1

Trypsinogen

GAPDH

# Supplementary material for: PFKFB3 controls acinar IP3R-mediated Ca2+ overload to regulate acute pancreatitis severity
**Source:** JCI Insight. 2024 May 23;9(13):e169481. doi: 10.1172/jci.insight.169481
**Supplement:** Supplemental table 1

Table S1

|           |   |    |            |          |          |          |          |          |          |
|-----------|---|----|------------|----------|----------|----------|----------|----------|----------|
| Entpd7    |   | 19 | 43689672.  | 1.373581 | 1.218607 | 2.327219 | 0.000418 | 0.04003  | 1        |
| Cpn1      |   | 19 | compleme   | 3.398971 | 1.967426 | 3.910697 | 9.54E-09 | 6.03E-06 | 0.000465 |
| Scd2      |   | 19 | 44293676.  | 5.476156 | 1.783157 | 3.441786 | 1.47E-07 | 6.63E-05 | 0.007161 |
| Kcnip2    |   | 19 | compleme   | 0.622752 | 3.092352 | 8.528856 | 2.07E-07 | 8.91E-05 | 0.010063 |
| Sfxn2     |   | 19 | 46573365.  | 3.245017 | 1.668447 | 3.178723 | 1.13E-05 | 0.002566 | 0.551619 |
| 1810018F1 |   | 19 | 58698917.  | 16.80354 | 2.610328 | 6.106425 | 0.000531 | 0.048399 | 1        |
| Pnliprp1  |   | 19 | 58728887.  | 8554.408 | 1.322809 | 2.501528 | 0.000373 | 0.036661 | 1        |
| Pnliprp2  |   | 19 | 58759723.  | 2050.375 | 1.50138  | 2.831134 | 6.07E-05 | 0.009612 | 1        |
| Ccdc120   | X |    | compleme   | 2.482285 | -1.77727 | -3.42776 | 1.42E-05 | 0.003078 | 0.692755 |
| Slc38a5   | X |    | 8271133..8 | 6.395936 | 2.847956 | 7.199795 | 1.33E-15 | 3.24E-12 | 6.49E-11 |
| Gpr34     | X |    | 13632089.  | 0.443299 | 2.867376 | 7.297367 | 0.000545 | 0.049247 | 1        |
| Smarca1   | X |    | compleme   | 1.613072 | 4.457252 | 21.96679 | 2.75E-10 | 2.63E-07 | 1.34E-05 |
| Ocrl      | X |    | 47912387.  | 2.116495 | 2.056875 | 4.160841 | 6.08E-05 | 0.009612 | 1        |
| Ddx26b    | X |    | 56454857.  | 1.62961  | 1.222157 | 2.332953 | 0.00017  | 0.021139 | 1        |
| Fhl1      | X |    | 56731787.  | 1.705264 | 1.40727  | 2.652348 | 0.00012  | 0.016253 | 1        |
| F8a       | X |    | 73228291.  | 5.64023  | -1.40286 | -2.64425 | 0.000179 | 0.021786 | 1        |
| Slc10a3   | X |    | compleme   | 5.571869 | -1.89046 | -3.70754 | 1.03E-06 | 0.000341 | 0.050163 |
| F8        | X |    | compleme   | 0.691744 | 1.533843 | 2.895561 | 9.16E-05 | 0.013205 | 1        |
| Eda2r     | X |    | compleme   | 2.180474 | -3.19192 | -9.13828 | 2.84E-13 | 4.78E-10 | 1.39E-08 |
| Eda       | X |    | 99975606.  | 1.535993 | 1.302135 | 2.465936 | 0.000383 | 0.037428 | 1        |
| Cox7b     | X |    | 106015700  | 17.75227 | 1.323961 | 2.503526 | 8.73E-06 | 0.002075 | 0.425314 |
| Prdx4     | X |    | compleme   | 24.3487  | 1.251486 | 2.380865 | 0.000132 | 0.01748  | 1        |
| Grpr      | X |    | compleme   | 0.842234 | 2.098357 | 4.282213 | 0.000172 | 0.02119  | 1        |
| Mid1      | X |    | 169685199  | 2.387124 | -1.96425 | -3.9021  | 2.16E-07 | 9.16E-05 | 0.010538 |

ENSMUSG00000027419  
ENSMUSG00000027452  
ENSMUSG00000067818  
ENSMUSG00000027646  
ENSMUSG00000067787  
ENSMUSG00000027412  
ENSMUSG00000035226  
ENSMUSG00000017002  
ENSMUSG00000017009  
ENSMUSG00000017737  
ENSMUSG00000018459  
ENSMUSG00000078881  
ENSMUSG00000011463  
ENSMUSG00000027663  
ENSMUSG00000027709  
ENSMUSG00000036381  
ENSMUSG00000036353  
ENSMUSG00000027832  
ENSMUSG00000027792  
ENSMUSG00000034139  
ENSMUSG00000033860  
ENSMUSG00000028001  
ENSMUSG00000027993  
ENSMUSG00000027954  
ENSMUSG00000056054  
ENSMUSG00000056071  
ENSMUSG00000074398  
ENSMUSG00000028088  
ENSMUSG00000044468  
ENSMUSG00000040896  
ENSMUSG00000004035  
ENSMUSG00000040562  
ENSMUSG00000058135  
ENSMUSG00000096770  
ENSMUSG00000093931  
ENSMUSG00000096569  
ENSMUSG00000070360  
ENSMUSG00000074264  
ENSMUSG00000000340  
ENSMUSG00000097124  
ENSMUSG00000028028  
ENSMUSG00000046688  
ENSMUSG00000028017  
ENSMUSG00000028010  
ENSMUSG00000053897  
ENSMUSG00000052430  
ENSMUSG00000040264  
ENSMUSG00000040213  
ENSMUSG00000056025  
ENSMUSG00000062908  
ENSMUSG00000028179  
ENSMUSG00000073987  
ENSMUSG00000028445  
ENSMUSG00000035615  
ENSMUSG00000044813  
ENSMUSG00000028307  
ENSMUSG00000038578  
ENSMUSG00000039196

ENSMUSG00000039270  
ENSMUSG00000028494  
ENSMUSG00000035212  
ENSMUSG00000042677  
ENSMUSG00000073758  
ENSMUSG00000042558  
ENSMUSG00000050390  
ENSMUSG00000040859  
ENSMUSG00000028832  
ENSMUSG00000023433  
ENSMUSG00000028927  
ENSMUSG00000028919  
ENSMUSG00000058579  
ENSMUSG00000062478  
ENSMUSG00000086949  
ENSMUSG00000028980  
ENSMUSG00000086549  
ENSMUSG00000012428  
ENSMUSG00000057614  
ENSMUSG00000039899  
ENSMUSG000000101678  
ENSMUSG00000015806  
ENSMUSG00000029193  
ENSMUSG00000029195  
ENSMUSG00000029211  
ENSMUSG00000059325  
ENSMUSG00000067149  
ENSMUSG00000029371  
ENSMUSG00000029380  
ENSMUSG00000058427  
ENSMUSG00000029381  
ENSMUSG00000023078  
ENSMUSG00000034573  
ENSMUSG00000029275  
ENSMUSG00000004821  
ENSMUSG00000029522  
ENSMUSG00000029482  
ENSMUSG00000025340  
ENSMUSG00000047501  
ENSMUSG00000070473  
ENSMUSG00000004951  
ENSMUSG00000051391  
ENSMUSG00000004947  
ENSMUSG00000037053  
ENSMUSG00000025856  
ENSMUSG00000044197  
ENSMUSG00000029570  
ENSMUSG00000052271  
ENSMUSG000000107705  
ENSMUSG00000029695  
ENSMUSG00000071553  
ENSMUSG00000054446  
ENSMUSG00000029762  
ENSMUSG00000063252  
ENSMUSG00000094808  
ENSMUSG00000029882  
ENSMUSG00000054106  
ENSMUSG00000036938

ENSMUSG00000030725  
ENSMUSG00000030729  
ENSMUSG00000030701  
ENSMUSG00000030657  
ENSMUSG00000030650  
ENSMUSG00000030717  
ENSMUSG00000030711  
ENSMUSG00000030681  
ENSMUSG00000049350  
ENSMUSG00000042492  
ENSMUSG00000045598  
ENSMUSG00000030852  
ENSMUSG00000030970  
ENSMUSG00000053046  
ENSMUSG00000037541  
ENSMUSG00000031078  
ENSMUSG000000109305  
ENSMUSG00000065987  
ENSMUSG00000039620  
ENSMUSG00000015568  
ENSMUSG00000007594  
ENSMUSG00000058301  
ENSMUSG00000031840  
ENSMUSG00000031799  
ENSMUSG00000031618  
ENSMUSG00000031712  
ENSMUSG00000052837  
ENSMUSG00000031700  
ENSMUSG00000036879  
ENSMUSG00000056973  
ENSMUSG00000013150  
ENSMUSG00000031896  
ENSMUSG00000031897  
ENSMUSG00000035237  
ENSMUSG00000000303  
ENSMUSG00000031919  
ENSMUSG00000031722  
ENSMUSG00000001672  
ENSMUSG00000033545  
ENSMUSG00000031957  
ENSMUSG00000006362  
ENSMUSG00000036913  
ENSMUSG00000018623  
ENSMUSG000000109564  
ENSMUSG00000037405  
ENSMUSG00000074476  
ENSMUSG00000031995  
ENSMUSG00000032041  
ENSMUSG00000023186  
ENSMUSG00000087047  
ENSMUSG00000032010  
ENSMUSG00000032092  
ENSMUSG00000046480  
ENSMUSG00000032224  
ENSMUSG00000032181  
ENSMUSG00000035941  
ENSMUSG00000032369  
ENSMUSG00000032411

ENSMUSG00000032454  
ENSMUSG00000032577  
ENSMUSG00000010067  
ENSMUSG00000034684  
ENSMUSG00000032484  
ENSMUSG00000032500  
ENSMUSG00000032508  
ENSMUSG00000041794  
ENSMUSG00000032528  
ENSMUSG00000049103  
ENSMUSG00000019762  
ENSMUSG00000019817  
ENSMUSG00000044770  
ENSMUSG00000020262  
ENSMUSG00000035673  
ENSMUSG00000020150  
ENSMUSG00000035397  
ENSMUSG00000020190  
ENSMUSG00000035041  
ENSMUSG00000020256  
ENSMUSG00000020032  
ENSMUSG00000020051  
ENSMUSG00000052302  
ENSMUSG00000020102  
ENSMUSG00000040134  
ENSMUSG00000018166  
ENSMUSG00000020451  
ENSMUSG00000020182  
ENSMUSG00000020303  
ENSMUSG00000020400  
ENSMUSG00000042506  
ENSMUSG00000042377  
ENSMUSG00000018500  
ENSMUSG00000048329  
ENSMUSG00000018569  
ENSMUSG00000040950  
ENSMUSG00000000318  
ENSMUSG00000040543  
ENSMUSG00000020787  
ENSMUSG00000017386  
ENSMUSG00000017344  
ENSMUSG00000020709  
ENSMUSG00000009185  
ENSMUSG00000000204  
ENSMUSG00000019122  
ENSMUSG00000018927  
ENSMUSG00000000982  
ENSMUSG00000051748  
ENSMUSG00000018171  
ENSMUSG00000044177  
ENSMUSG00000020865  
ENSMUSG00000010080  
ENSMUSG00000001507  
ENSMUSG00000038437  
ENSMUSG00000061718  
ENSMUSG00000019312  
ENSMUSG00000038067  
ENSMUSG00000058756

ENSMUSG00000020889  
ENSMUSG00000038020  
ENSMUSG00000035775  
ENSMUSG00000006777  
ENSMUSG00000004040  
ENSMUSG00000051043  
ENSMUSG000000044788  
ENSMUSG000000045775  
ENSMUSG000000034427  
ENSMUSG000000020758  
ENSMUSG000000020806  
ENSMUSG000000053113  
ENSMUSG000000017715  
ENSMUSG000000025140  
ENSMUSG000000025150  
ENSMUSG000000020592  
ENSMUSG000000037169  
ENSMUSG000000036169  
ENSMUSG000000097729  
ENSMUSG000000015143  
ENSMUSG000000034258  
ENSMUSG000000034168  
ENSMUSG000000021185  
ENSMUSG000000064215  
ENSMUSG000000021208  
ENSMUSG000000021209  
ENSMUSG000000058207  
ENSMUSG000000079012  
ENSMUSG000000021091  
ENSMUSG000000021281  
ENSMUSG000000060950  
ENSMUSG000000072825  
ENSMUSG000000052160  
ENSMUSG000000006360  
ENSMUSG000000095079  
ENSMUSG000000076612  
ENSMUSG000000076613  
ENSMUSG000000094164  
ENSMUSG000000096498  
ENSMUSG000000095210  
ENSMUSG000000095583  
ENSMUSG000000095200  
ENSMUSG000000094546  
ENSMUSG000000093955  
ENSMUSG000000093894  
ENSMUSG000000095589  
ENSMUSG000000104452  
ENSMUSG000000094689  
ENSMUSG000000011171  
ENSMUSG000000056553  
ENSMUSG000000041992  
ENSMUSG000000033715  
ENSMUSG000000095105  
ENSMUSG000000057069  
ENSMUSG000000076431  
ENSMUSG000000038415  
ENSMUSG000000021416  
ENSMUSG000000021360

ENSMUSG00000021384  
ENSMUSG00000110086  
ENSMUSG00000021557  
ENSMUSG00000074874  
ENSMUSG00000021482  
ENSMUSG00000021684  
ENSMUSG00000021646  
ENSMUSG00000021696  
ENSMUSG00000025453  
ENSMUSG00000021751  
ENSMUSG00000021779  
ENSMUSG00000021775  
ENSMUSG00000039197  
ENSMUSG00000095304  
ENSMUSG00000072680  
ENSMUSG00000072674  
ENSMUSG00000021922  
ENSMUSG00000037798  
ENSMUSG00000021795  
ENSMUSG00000021871  
ENSMUSG00000035896  
ENSMUSG00000022218  
ENSMUSG00000021944  
ENSMUSG00000033589  
ENSMUSG00000022126  
ENSMUSG00000022132  
ENSMUSG00000041650  
ENSMUSG00000022186  
ENSMUSG00000022270  
ENSMUSG00000063354  
ENSMUSG00000016552  
ENSMUSG00000068220  
ENSMUSG00000033088  
ENSMUSG00000006378  
ENSMUSG00000042524  
ENSMUSG00000062760  
ENSMUSG00000022385  
ENSMUSG00000052560  
ENSMUSG00000054855  
ENSMUSG00000003355  
ENSMUSG00000023011  
ENSMUSG00000057880  
ENSMUSG00000022500  
ENSMUSG00000022679  
ENSMUSG00000022773  
ENSMUSG00000022768  
ENSMUSG00000022718  
ENSMUSG00000051146  
ENSMUSG00000022853  
ENSMUSG00000004366  
ENSMUSG00000046598  
ENSMUSG00000022793  
ENSMUSG00000036208  
ENSMUSG00000022651  
ENSMUSG00000109841  
ENSMUSG00000022865  
ENSMUSG00000050520  
ENSMUSG00000050088

ENSMUSG00000045551  
ENSMUSG00000052270  
ENSMUSG00000024132  
ENSMUSG00000039628  
ENSMUSG00000025731  
ENSMUSG00000025730  
ENSMUSG00000073433  
ENSMUSG00000024186  
ENSMUSG00000038677  
ENSMUSG00000024225  
ENSMUSG00000048905  
ENSMUSG00000024027  
ENSMUSG00000024028  
ENSMUSG00000024039  
ENSMUSG00000067370  
ENSMUSG00000007041  
ENSMUSG00000024401  
ENSMUSG00000003534  
ENSMUSG00000003541  
ENSMUSG00000059714  
ENSMUSG00000097971  
ENSMUSG00000023952  
ENSMUSG00000038545  
ENSMUSG00000002769  
ENSMUSG00000023992  
ENSMUSG00000019487  
ENSMUSG00000047407  
ENSMUSG00000039770  
ENSMUSG00000045394  
ENSMUSG00000041225  
ENSMUSG00000061808  
ENSMUSG00000051439  
ENSMUSG00000038524  
ENSMUSG00000051375  
ENSMUSG00000062210  
ENSMUSG00000024539  
ENSMUSG00000024511  
ENSMUSG00000024553  
ENSMUSG00000024907  
ENSMUSG00000034616  
ENSMUSG00000049303  
ENSMUSG00000024927  
ENSMUSG00000024939  
ENSMUSG00000092274  
ENSMUSG00000024773  
ENSMUSG00000024972  
ENSMUSG00000024665  
ENSMUSG00000010663  
ENSMUSG00000035735  
ENSMUSG00000041488  
ENSMUSG00000038843  
ENSMUSG00000024747  
ENSMUSG00000038658  
ENSMUSG00000024817  
ENSMUSG00000052595  
ENSMUSG00000039652  
ENSMUSG00000025007  
ENSMUSG00000025189

|                     |
|---------------------|
| ENSMUSG00000025192  |
| ENSMUSG00000025196  |
| ENSMUSG00000025203  |
| ENSMUSG00000025221  |
| ENSMUSG00000025036  |
| ENSMUSG000000101088 |
| ENSMUSG000000042179 |
| ENSMUSG000000025091 |
| ENSMUSG000000031150 |
| ENSMUSG000000031170 |
| ENSMUSG000000040229 |
| ENSMUSG000000031099 |
| ENSMUSG000000001173 |
| ENSMUSG000000035967 |
| ENSMUSG000000023092 |
| ENSMUSG000000078317 |
| ENSMUSG000000032806 |
| ENSMUSG000000031196 |
| ENSMUSG000000034457 |
| ENSMUSG000000059327 |
| ENSMUSG000000031231 |
| ENSMUSG000000025289 |
| ENSMUSG000000031364 |
| ENSMUSG000000035299 |

|           |          |          |          |          |          |
|-----------|----------|----------|----------|----------|----------|
| Entpd7    | 1.218664 | 1.37559  | 0.904238 | 1.645222 | 1.318303 |
| Cpn1      | 2.445822 | 3.561361 | 3.19583  | 1.554456 | 1.489632 |
| Scd2      | 2.797874 | 3.032602 | 1.597993 | 2.423871 | 3.614118 |
| Kcnip2    | 0.354784 | 0.557839 | 0.419081 | 0.339015 | 0.112892 |
| Sfxn2     | 2.974678 | 2.826566 | 2.590832 | 2.698738 | 2.635094 |
| 1810018F1 | 23.74845 | 40.63622 | 40.47862 | 25.38278 | 9.622789 |
| Pnliprp1  | 9023.412 | 10682.67 | 9079.098 | 9173.537 | 6741.1   |
| Pnliprp2  | 2102.415 | 2059.497 | 1856.919 | 2058.849 | 1289.285 |
| Ccdc120   | 0.270714 | 0.447989 | 0.158979 | 0.298227 | 2.083231 |
| Slc38a5   | 14.65378 | 11.68917 | 12.82338 | 11.34117 | 1.439757 |
| Gpr34     | 0.236025 | 0.280083 | 0.32949  | 0.076194 | 0.104309 |
| Smarca1   | 4.048756 | 0.586042 | 0.67968  | 4.149021 | 0.228055 |
| Ocrl      | 3.105267 | 0.879355 | 0.954899 | 2.484537 | 1.084747 |
| Ddx26b    | 2.750825 | 1.820874 | 1.462207 | 1.882616 | 1.464926 |
| Fhl1      | 1.28076  | 1.211646 | 1.169544 | 1.011898 | 1.24441  |
| F8a       | 1.448789 | 1.34367  | 1.289932 | 1.322277 | 4.734352 |
| Slc10a3   | 0.539935 | 0.831906 | 0.510603 | 0.960353 | 5.000248 |
| F8        | 0.36996  | 0.73504  | 0.213919 | 0.231513 | 0.51943  |
| Eda2r     | 0.173454 | 0.111788 | 0.06744  | 0.064877 | 2.738496 |
| Eda       | 2.054737 | 1.120356 | 0.877042 | 1.72195  | 1.264917 |
| Cox7b     | 13.06079 | 16.18334 | 19.0681  | 11.0711  | 13.86334 |
| Prdx4     | 31.32011 | 33.47617 | 30.91278 | 27.17606 | 17.8049  |
| Grpr      | 0.963624 | 0.95706  | 0.860818 | 0.845774 | 0.483883 |
| Mid1      | 0.367032 | 0.440989 | 0.299543 | 0.265409 | 1.875115 |

|          |          |          |
|----------|----------|----------|
| 0.889209 | 1.188522 | 1.55864  |
| 1.622863 | 4.018332 | 2.779609 |
| 2.183965 | 6.664673 | 4.287639 |
| 0.140558 | 0.854767 | 0.390737 |
| 1.16057  | 3.487923 | 3.00211  |
| 0.451493 | 25.03566 | 8.571422 |
| 5887.04  | 7993.248 | 9115.569 |
| 1376.141 | 1891.023 | 2209.727 |
| 2.881338 | 0.347983 | 0.442563 |
| 1.75778  | 6.370416 | 6.421457 |
| 0.102275 | 0.762816 | 0.123782 |
| 0.064886 | 0.361272 | 2.864872 |
| 0.882031 | 0.78304  | 3.44995  |
| 1.132394 | 1.464909 | 1.794311 |
| 1.093519 | 1.999979 | 1.41055  |
| 6.546108 | 1.084843 | 1.252217 |
| 6.14349  | 0.913456 | 0.751307 |
| 0.345287 | 0.903558 | 0.47993  |
| 1.622452 | 0.09226  | 0.159193 |
| 1.064856 | 1.205138 | 1.866848 |
| 12.02336 | 19.78829 | 15.71624 |
| 19.25557 | 26.04839 | 22.649   |
| 0.26627  | 0.646262 | 1.038205 |
| 2.899132 | 0.382827 | 0.298358 |

How the deposited data were processed for this re-analysis (not part of the article)

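RNA-Seq of pancreata from WT and cKO mice 24 hours after saline or after POA and ethanol (FAEE-SAP) was used, with 2 libraries in each of the 4 groups. The libraries were assigned to genotype, treatment, and replicate by their labels. No label or statement of the paper names mice processed together, so replicate number was taken as a possible pairing only as an alternative. The paper's methods describe a directional library kit, paired-end sequencing, quality filtering with fastp, and mapping to Ensembl GRCm38 with CLC Genomics Workbench, and do not describe how expression values were computed. The authors deposited RPKM, reads per kilobase of exon scaled by the mapped reads of the library, for 48709 genes in each library, and no read counts were used here. All other assays of the paper were not analysed here.

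The genome build of the annotation used here, GENCODE vM21, is GRCm38, the build the paper names. By symbol, 46370 genes (95.2%) were matched to it. Library totals were recovered from the low values, since an RPKM multiplied by exonic length and library total has to give whole reads. Between 83.9% and 85.4% of the values under 20 reads gave whole numbers within 0.1 reads. The reads worked out for all matched genes summed to 100.4% to 105.7% of the library totals, more than is possible if every total and length is exact, so reads per gene are approximate. The totals were 28.4 and 27.3 M reads for WT saline, 37.8 and 31.4 M reads for cKO saline, 22.9 and 32.7 M reads for WT FAEE-SAP, and 27.6 and 30.9 M reads for cKO FAEE-SAP. Whether the authors counted reads or read pairs was not settled by the values. The 10 genes with the most reads took 41.9% to 65.0% of each library.

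The libraries of each comparison were scaled by the median of the ratios to the geometric mean over the genes that passed the filter and were above 0 in every library. Genes were tested where the deposited RPKM was at least 0.5 in at least 2 libraries of the comparison. Values were transformed as log2(scaled RPKM + 0.1) and tested with limma 3.58.1 in R 4.3.3, with an intensity trend in the variance prior. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 2-fold. The comparisons were cKO against WT with FAEE-SAP, cKO against WT with saline, FAEE-SAP against saline in WT and in cKO, and the interaction of genotype and treatment over all 8 libraries. The plan of tests was written before the data were examined and had 1 branch for counts and 1 for normalized values. The second was used. With 2 libraries per group, regrouping the libraries cannot give a p-value under 0.33 and was not used as a test.

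Gene lists were tested with camera in limma with an inter-gene correlation of 0.01, and p-values were adjusted over the lists with at least 3 genes tested. There were 12 lists, 1 of which holds the genes of Figure 5D. The others were written from general knowledge before the data were examined and are not releases of KEGG or GO. The threshold of 0.05 for lists was set while the tests were programmed. Each list was also placed among 10000 random lists of genes of similar expression, from 20 expression bins. A Reactome collection of 1457 sets distributed with fgsea 1.28.0 was tested in the same way for sets with 10 to 500 genes.

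The genes named in the text follow a rule set before the data were examined. They are the genes the paper names, the 5 largest increases and 5 largest decreases among the genes called with FAEE-SAP whose libraries did not overlap and whose mean was at least 1 RPKM in the higher group, the 3 largest in each direction for other comparisons, and up to 5 called members of each list. The genes of the heatmaps in Supplemental Figure 11A were added after the values were examined, and the result for 1 of its 2 groups of genes is not reported. Genes named outside the rule are marked as chosen after their values were seen.

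Alternatives set before the data were examined were values as deposited, a trimmed mean of log ratios or quantile normalization as the scaling, no filter or an RPKM minimum of 2, pseudocounts of 1 and 0.01, limma without the trend, all 8 libraries in 1 model, replicate number as a block, an unadjusted p-value or no fold minimum as the threshold, and each library left out in turn. A weighted model in limma on reads worked out from the RPKM (voom) and a block that exchanges the replicate numbers of the WT saline libraries were added after the data were seen. Correlation of the deviations from the group mean between same-numbered replicates was 0.313 with FAEE-SAP, -0.395 with saline, -0.175 between WT groups, and 0.450 between cKO groups, across genes.

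The procedure was tested on simulated data of 10225 genes. It called 100% of 99 genes changed 4-fold or more, 4.24% of its 165 calls were unchanged genes, and it made 0 calls when no gene was changed. Every simulated gene had the same log2 spread between replicates, 0.299, drawn independently of the other genes. These rates hold for that setting only. Genes that differ in spread or vary together were not simulated, so the rates need not hold for the real libraries. Values were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and matplotlib 3.10.9.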

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

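The tests of scaling and of lymphoid tissue below, and the clock gene test, were chosen only after the results were seen, and the tests of depth and strain were written before. Genotype means the labels of the libraries, which *Pfkfb3* at the gene level does not settle.

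The response to FAEE-SAP was compared between the genotypes by the interaction over all 8 libraries, which the paper does not report. It gave 8 genes (adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment and at least 2-fold), 5 with a positive difference and 3 with a negative one. Of 11133 genes, 1398 had an unadjusted p-value under 0.05. Of the 5 with a positive difference, 4 were called lower with FAEE-SAP in WT, so it need not mean a larger change in cKO. Mean scaled RPKM in cKO fell from 22385 with saline to 11263 with FAEE-SAP for *Clps* and from 74.1 to 34.9 for *Gal*. For *Igkv4-68* it rose from 0.804 to 2.97. The interaction log2 difference was 3.11 for *Igkv4-68*, 2.86 for *Clps*, 2.44 for *Gal*, -6.17 for *Saa3*, and -4.17 for *Fut2*. The other 3 genes, *Reg2*, *Tmed6*, and *Fpr1*, were chosen after their values were seen. Their differences were 2.34, 1.91, and -4.60. All 8 were also called with the values as deposited, with a trimmed mean, with quantile normalization, with the stricter filter, and with a pseudocount of 1, but 3 genes were called in all without the trend, 1 with a pseudocount of 0.01, and 0 without a filter or with replicate number as a block. Deviations of same-numbered replicates in WT saline correlated at -0.32 with cKO saline, -0.17 with WT FAEE-SAP, and -0.52 with cKO FAEE-SAP, across genes. The block by number may therefore misalign WT saline, and its 0 calls do not decide whether the 8 are stable. Thinning every library to the smallest total left 7 of the 8 called, which goes against a difference in depth. *Igkv4-68* and *Saa3* belong to families of close paralogs, and reads shared within them were not tested. The genotype labels also carry the differences in *Nnt* and in clock genes given below, so a genotype effect on the response to FAEE-SAP is a hypothesis that may also reflect those.

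The interaction was also tested for 12 gene lists, and 5 of them had an adjusted p-value under 0.05 (camera in limma with Benjamini-Hochberg adjustment). The median difference was 1.10 for digestive enzymes (31 of 32 genes in that direction, adjusted p = 5.00e-27, 3.62e-35 to 2.16e-05 over the 3 other scalings, the replicate block, and thinned reads), -0.65 for TNF signaling (38 of 42, 1.81e-08, 5.17e-09 to 2.09e-04), -1.82 for acute-phase genes (21 of 27, 1.00e-04, 2.51e-05 to 0.171), and -0.91 for inflammatory response and chemotaxis (33 of 42, 2.01e-08, 5.45e-09 to 5.45e-04). For the core genes of Figure 5D it was -2.13 (7 of 7, 8.95e-07, 3.61e-07 to 5.37e-04), but the paper picked these genes on the same libraries. The acute-phase list missed the threshold with the values as deposited. The median changed sign in 0 of the 5 lists under the other 3 scalings, although that of the digestive enzymes shrank to 0.43 as deposited and 0.16 with quantile normalization. After thinning to equal depth, 0 of the 5 medians moved by more than 50% of their size. In this model the inter-gene correlation is set to 0.01 and is not estimated, so the p-values of lists of coregulated genes are too small if it is higher. Neutrophil markers went with the inflammatory list, at -1.75 (8 of 8 lower, adjusted p = 2.23e-04 from camera in limma). Islet markers were at 1.18 (11 of 12 higher, adjusted p = 1.48e-06). Macrophage markers had a positive median difference, 0.79 (8 of 9 higher, adjusted p = 0.00275 from camera in limma, 0.00230 to 0.00542 over the same settings). As deposited the macrophage median was 0.13, with 5 higher and 4 lower. T cell markers (1.01) and *Reg2* (2.34) also had positive differences, but both were lower in cKO with saline (-0.77 and -1.42). With FAEE-SAP they were at 0.04 and 0.94 (adjusted p = 0.954 and 0.0858). The confounders of genotype named below apply here too.

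*Nnt*, a gene the paper does not discuss, had values that separated the genotypes in all 8 libraries. Scaled RPKM was 1.63, 1.60, 0.416, and 0.327 in the 4 WT libraries and 4.15, 4.31, 1.99, and 1.86 in the 4 cKO libraries, a log2 difference of 1.72. By limma with Benjamini-Hochberg adjustment, the log2 fold change was 2.17 with FAEE-SAP (adjusted p = 0.0255) and 1.29 with saline (adjusted p = 0.591). *Nnt* was examined because it differs between substrains of C57BL/6 mice. The paper states that the floxed mice were made in C57BL/6J and that WT mice were purchased, and its text does not name the substrain of the WT mice. A strain difference is therefore a candidate explanation, although lower *Nnt* would be looked for in the C57BL/6J background, not in the purchased mice, and *Nnt* also fell with FAEE-SAP. For 3 further genes that can differ between substrains, 0 of 3 differed 2-fold without overlap (*Wdfy1* -0.02, *Ide* 0.21, *Entpd4* -0.64). *Ide* and *Entpd4* had no overlap between the genotypes, so a strain difference is not ruled out by them. Of 11130 genes, 275 (2.47%) had no overlap between the genotypes, and chance gives 2.86% if all 8 libraries are exchangeable. They are not, since they carry 2 treatments, so these percentages do not show whether genotype differences are more frequent than chance. Of the 275, 38 differed 2-fold or more and 14 did so under both treatments. *Tmem254a*, *Tmem254b*, *Tmem254c*, *Plac9b*, and *Gm9780*, chosen after their values were seen, start between 25923300 and 26203369 on chromosome 14 of GRCm38, and all were lower in cKO, by log2 differences of -1.82 to -1.22. A local difference in DNA between the lines was not tested and is left open. The *Nnt* difference cannot be told apart from a strain difference, and the genotype comparisons carry it.

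The paper does not compare the genotypes in saline by RNA-Seq in its text. No gene was called (0 of 8715, 187 with an unadjusted p-value under 0.05), but 3 lists differed. The digestive enzymes had a median log2 fold change of 0.28 (32 of 32 higher, adjusted p = 2.63e-15 from camera in limma with Benjamini-Hochberg adjustment, 5.11e-19 to 0.441 over the other scalings and both blocks). The lowest median under the other 3 scalings was 0, with quantile normalization (14 higher, 9 lower), and 17 were higher and 15 lower as deposited. Neither decides between scaling and genotype, since all genes tested had a median of -0.25 as deposited, where the list still had an adjusted p of 2.42e-09, and quantile normalization gives the highest-ranked genes of each library the same values. The cause is left open.

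The acute-phase list had a median of -0.14 with saline (10 of 14 lower, adjusted p = 0.00110 from camera in limma, 5.70e-04 to 0.00735 over the same settings). Under 0 of the other 3 scalings was it 0 or higher, which goes against the scaling. It was -0.10 without the 3 *Reg3* genes, and from -0.41 to 0.00333 with each library left out, so it rests on single libraries. A lower baseline in cKO is a hypothesis that may also reflect the *Nnt* and clock gene differences.

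The T cell markers had a median of -0.77 with saline (8 of 8 lower, adjusted p = 3.13e-06 from camera in limma, 5.88e-08 to 2.99e-04 over the same settings). Without WT saline replicate 2 it was -0.348, and the marker median of that library was 1.10 against -0.18 in the other WT saline library. Lymphoid tissue in WT saline replicate 2 is a candidate source of part of this difference, and it cannot be told apart from a genotype effect.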

How the results depend on the processing

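In this part only the voom model and the exchanged block were chosen after results were seen. The other alternatives were set before the data were examined. Where a value changed, the cause was not tested unless a value is given for it.

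With FAEE-SAP, 95 genes higher and 45 lower in cKO became 73 and 4354 with the values as deposited, under which the median of all genes tested moved to -0.91, and 1.65% of the calls were higher in place of 67.9%. They became 43 and 35 with quantile normalization (55.1% higher), 0 and 0 without a filter (2739 genes at an unadjusted p under 0.05), 27 and 30 without the trend (47.4% higher), 185 and 110 with all 8 libraries in 1 model, 330 and 238 with the replicate block, and 545 and 379 with an unadjusted p. The trimmed mean, the stricter filter, both pseudocounts, no fold minimum, and voom gave 81 to 97 higher and 33 to 48 lower. With quantile normalization 134 of the 140 genes kept their direction. All 140 kept it, with a 2-fold change, in each of the 4 fits that left out 1 library. The 755 genes changed by FAEE-SAP in WT became 7270 as deposited (98.8% higher in place of 44.4%, with the median of all genes at 1.24), 259 without a filter, 442 with the replicate block, 506 with a pseudocount of 1, and 1349 with an unadjusted p. All 8 libraries in 1 model gave 833, the exchanged block 822, and voom 816. The 5 genes in cKO became 15 as deposited, 0 without a filter (1438 at an unadjusted p under 0.05), 15 with all 8 libraries, 52 with the block, and 280 with an unadjusted p. With saline, 0 genes (187 at an unadjusted p under 0.05) became 2 as deposited, 1 with quantile normalization, and 59 with an unadjusted p, and stayed at 0 in the other alternatives. The 8 interaction genes became 791 as deposited (2.66% higher), 25 with quantile normalization, 0 without a filter (1981 at an unadjusted p under 0.05), 35 with the stricter filter (77.1% higher), 24 with a pseudocount of 1 (50% higher), 1 with 0.01, 3 without the trend, 0 with the block (1314 at an unadjusted p under 0.05), and 782 with an unadjusted p. The voom model gave 8, of which 5 were shared.

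The medians of the digestive enzyme, TNF signaling, acute-phase, inflammatory, and Figure 5D lists kept their sign and stayed under an adjusted p of 0.05 in all alternatives that gave a p-value, with the smallest size for digestive enzymes, 0.17 with quantile normalization. With single libraries left out they ranged from 1.35 to 1.52, from -0.73 to -0.68, from -1.89 to -1.29, from -0.97 to -0.49, and from -2.24 to -1.80, in that order. With the values as deposited, medians changed sign to -0.81 for calcium genes outside Figure 5D, -0.90 for mitochondrial handling, -0.42 for IP3 receptors, -0.72 for glycolysis, -0.38 for export, and -0.23 for voltage-gated channels, and the ryanodine list moved from -0.05 to -0.95. The median of all genes tested was -0.91 there. Without a filter, mitochondrial handling (-0.0471) and the ryanodine list (0.0741) changed sign, and export was 0.28 and voltage-gated channels 0.0507. With the stricter filter, export was 0.66, the ryanodine list -0.51, and IP3 receptors 0.12, and no voltage-gated gene was left to give a value. With a pseudocount of 1, export was 0.32. Left-out libraries gave from 0.06 to 0.13 for calcium genes outside Figure 5D, from -0.13 to 0.12 for mitochondrial handling, from 0.42 to 0.56 for export, from 0.33 to 0.93 for voltage-gated channels, from -0.21 to 0.12 for the ryanodine list, from 0.28 to 0.66 for IP3 receptors, and from 0.13 to 0.28 for glycolysis. Glycolysis (0.20, 18 of 23 higher, adjusted p = 0.0490 by camera in limma with Benjamini-Hochberg adjustment, 0.0480 to 0.255 over the alternatives) missed the threshold at -0.72 with the values as deposited (adjusted p = 0.119), 0.13 with quantile normalization, 0.10 without a filter, 0.12 with the stricter filter, 0.20 without the trend and with the block, and at the 92.43rd percentile of random lists.

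Single genes changed sign with the values as deposited (*Itpr1* -0.30, *Itpr2* -0.42, *Itpr3* -0.86, and *Ryr1* -0.0441 and *Ryr3* -0.0851, which were under the RPKM minimum), without a filter (*Itpr3* -0.00386, *Ryr1* -0.00320), with a pseudocount of 0.01 (*Ryr1* -0.00692), and with quantile normalization (*Ctrl* -0.0595, *Cela3b* -0.0213). Among 73 single-gene results, values under the alternatives were weaker 118 times, stronger 35 times, and moved 8 times. Of 312 single-gene values with a library left out, 34 moved beyond the replicate SD. The sign changed in 8 of the 312, for *Pfkfb3*, *Itpr3*, *Ryr1*, *Ryr3*, and *Piezo1*. The depth of 22.9 to 37.8 M reads limits genes near 0 in one group, for which the log2 fold change follows the pseudocount.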

Differences from the paper's values

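In this part only the voom model and the genes of Supplemental Figure 11A were chosen after values were seen. A count is taken to reach the paper's when the larger is at most 1.5 times the smaller, and a log2 fold change when it differs from the paper's by no more than the SD between replicates. Reaching it in this sense does not mean that the values are equal. The paper lists 289 genes higher in cKO, against 95, and 253 lower, against 45. Of the alternatives set before the data were examined, the replicate block (330 and 238) reached both. An unadjusted p with a 2-fold change gave 545 higher and 379 lower, of which the second is within the limit of 1.5 although above the paper's count, and the others reached neither. Of the paper's genes, 395 were among the 568 called with the block, 482 among 924 with an unadjusted p, 241 among 295 with all 8 libraries, 316 among 4427 as deposited, and 132 among 140 in the chosen setting. Adjusted over the paper's genes alone, 482 were called.

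Across the paper's genes, log2 ratios of the deposited group means lay a median of -0.87 from the paper's values. For the log2 fold changes in the chosen setting this median was 0.09. A value reached as deposited for single genes below therefore does not mean that deposited values give the paper's fold changes in general. The following log2 fold changes in cKO against WT with FAEE-SAP differed, the paper's value first. *Cxcl2* had the paper's -4.10 against -3.30, reached with the values as deposited (-4.03), a pseudocount of 0.01 (-3.86), and leaving out WT replicate 1 (-3.71). *4930539E08Rik* had the paper's -5.11 against -4.43, reached as deposited (-5.18), with 0.01 (-5.07), and without WT replicate 1 (-4.74) or cKO replicate 2 (-4.96). *Eda2r* had the paper's -3.19 against -2.57, reached as deposited (-3.31), with 0.01 (-3.08), and without WT replicate 2 (-2.84) or cKO replicate 2 (-2.93). *Fut2* had the paper's -4.78 against -4.19, reached as deposited (-4.98) and with 0.01 (-4.62), and *Fpr1* the paper's -4.55 against -3.80, reached as deposited (-4.53) and with 0.01 (-4.45). Only the pseudocount of 0.01 reached the paper's value for *Syt12* (the paper's -2.36 against -1.91, then -2.22), *Fga* (the paper's -4.76 against -3.28, then -4.71), *Fgg* (the paper's -6.29 against -3.97, then -6.25), *Ccl3* (the paper's -4.03 against -3.10, then -3.97), *Csf3* (the paper's -5.08 against -2.68, then -4.96), and *Plcb1* (the paper's 2.42 against 2.09, then 2.46). Both cKO libraries held 3 reads or fewer on *Fgg*, *Ccl3*, and *Csf3*, so their folds are lower bounds, at least 27.6-fold, 8.25-fold, and 6.53-fold lower.

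For the enzymes, the paper's value for *Clps* was 2.91 against 3.00, reached without a filter (2.93) and without WT replicate 2 (2.92) or cKO replicate 2 (2.95). With a pseudocount of 1 it was still 3.00, and only the limit was met. For *Ctrl* it was the paper's 1.46 against 1.54, reached without a filter (1.47) and without WT replicate 1 (1.52) or cKO replicate 2 (1.48). For *Cpa1* it was the paper's 1.37 against 1.45, reached without a filter (1.38) and without WT replicate 1 (1.42) or cKO replicate 2 (1.41). For *Ctrc* it was the paper's 2.40 against 2.49, reached only without a filter (2.41). The alternatives not named for a gene did not reach the paper's value.

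The paper lists *Sdc1*, *Hspa5*, and *Syt12* among its DEGs, and they were not called here (log2 fold changes -1.68, -1.91, and -1.91). All 3 were called with the values as deposited and with the block, and *Syt12* also with all 8 libraries. Of the genes of its heatmaps, *Cxcl13*, *Socs3*, *Tnf*, *Inhbb*, *Csf3*, *Rela*, *Mmp9*, *Tnfrsf1a*, and *Il1b* are on the paper's list and were not called. The values as deposited called all 9, and the block called all but *Inhbb* and *Mmp9*. All 8 libraries in 1 model called *Cxcl13*, *Csf3*, *Rela*, and *Tnfrsf1a*, the trimmed mean and the model without the trend called *Csf3*, and the stricter filter called *Tnfrsf1a*, as did voom, which was added after the data were seen.

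In Supplemental Figure 11A, the *Cxcl1* square of the second WT FAEE-SAP column is the darker one, while the deposited RPKM is 9.24 in WT FAEE-SAP replicate 1 and 3.59 in replicate 2. In the plot of the calcium response set in Figure 5C, the running score has its minimum at the end marked cKO, while the core genes of that set in Figure 5D are lower in cKO in the figure and here. The methods name a P value for the DEGs, and the largest FDR P value in the paper's list is 0.0498.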

Other observations

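Of the tests below, those of composition, liver tissue, leukocytes, fat and lymphoid tissue, depth of the split, clock genes between the genotypes, and scaling of the Reactome sets were chosen only after the result was seen.

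The RPKM of most genes was lower in cKO than in WT with FAEE-SAP, with a median log2 difference of -0.91 as deposited. With the reads of the digestive enzymes left out of the library totals it was -0.178, so a larger share of reads on these genes may account for most of it. RPKM cannot show whether the enzymes rose or the other transcripts fell per cell.

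Scaled *Pfkfb3* was similar in cKO and WT. Exons 2 and 3 hold 2.95% of its exonic length. Reads from the exons outside the deleted region, in this tissue of several cell types, may therefore keep the gene-level value up. Whether the deletion also changes the level of the remaining transcript was not tested, so gene-level RPKM neither shows nor excludes the deletion. A mislabeled library cannot be excluded with these values. With FAEE-SAP against saline, the log2 fold change of *Pfkfb3* was 0.50 (SE 0.30, adjusted p = 0.339) in WT and 0.68 (adjusted p = 0.644) in cKO, with an interaction of 0.16 (adjusted p = 0.939), all from limma with Benjamini-Hochberg adjustment. As deposited, *Pfkfb3* in WT was 1.24 and 1.46 with saline and 3.75 and 6.22 with FAEE-SAP, without overlap. The median log2 fold change of all genes tested was also 1.24 there, so most genes share a part of that rise. The paper reports induction of *Pfkfb3* mRNA and protein in FAEE-SAP by qPCR and Western blotting (Figure 1C). With 2 libraries per group, the scaled values do not show that this induction is absent.

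For the genes called between the genotypes with FAEE-SAP, 5 tests of explanations other than *Pfkfb3* were made. After thinning to the smallest library total, 132 of the 138 calls with reads worked out were still called, which goes against depth. Within 10 Mb of *Pfkfb3*, 0 of 50 genes were called (95th percentile of random draws 2), so calls were not in excess near the targeted allele. Few calls would fall there in any case, so a small effect of linked DNA is not excluded. A strain difference is left open by *Nnt* (log2 difference 1.72), while 0 of 3 further genes differed 2-fold without overlap, although *Ide* and *Entpd4* had no overlap. The difference between clock genes of opposite phase was at percentile 99.91 of 10000 random gene sets with FAEE-SAP, and at 98.21 with saline, 99.26 for FAEE-SAP against saline in WT, 93.64 in cKO, and 97.44 for the interaction. A different time of day at collection is a candidate explanation, and it cannot be told apart from an effect of the disease or the genotype on the clock. Of the 95 genes called higher in cKO, 74 were called lower with FAEE-SAP against saline in WT, and of the 45 called lower, 43 were called higher. The 2 comparisons share the WT FAEE-SAP libraries, which makes opposite directions more frequent than chance.

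Acute-phase genes were lower in cKO with FAEE-SAP. Liver tissue in the WT libraries would raise liver markers there, but the 10 liver markers above 0 outside the acute-phase list had a median log2 change of 0.269, and *Alb* was at 0.130 and 0 RPKM in WT FAEE-SAP, which goes against it. The 3 genes of the whole liver list at the RPKM minimum had a median of -0.47 (1 higher, 2 lower, adjusted p = 0.822 from camera in limma), so few genes carry this test. Inflammatory genes were lower in cKO too. The neutrophil and macrophage markers together had a median of -0.133. The 2 lists moved in opposite directions, so this pooled value does not test whether there were fewer of both. The neutrophil markers alone had -1.83 (8 of 8 lower, adjusted p = 5.66e-06, -2.66 to -1.80 under the other scalings) and the macrophage markers 0.65 (7 of 9 higher, adjusted p = 0.00637, but 8 lower and a median of -0.29 as deposited), from camera in limma with Benjamini-Hochberg adjustment. Fewer neutrophils may therefore account for a part, which these data cannot separate from lower expression per cell. The paper's staining goes with fewer neutrophils, since it found fewer MPO+ cells and less necrotic area in cKO with FAEE-SAP (Figure 3, D–G). How much of the RNA difference this explains was not tested. The 38 inflammatory genes outside the neutrophil list had a median of -0.72. Islet markers were at 1.08 (10 of 12 higher, adjusted p = 1.66e-06, 0.15 as deposited), adipocyte markers at -0.83 (8 of 8 lower, adjusted p = 0.0491), and red blood cell markers at 0.79 (5 of 5 higher, adjusted p = 0.0491, -0.16 as deposited). A changed mix of cells is a hypothesis that bulk RNA-Seq cannot settle.

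The replicates of 3 groups, WT saline, cKO saline, and cKO FAEE-SAP, split on the same genes. In the most frequent orientation, 111 genes differed 2-fold or more between replicates in all 3 groups, against 8, 3, and 7 in the others, and WT saline ran opposite to the replicate numbers of the other two. The clock genes were at percentile 60.55 of random gene sets, which goes against time of day, and the deeper library fell on the same side in 2 of the 3 groups, the lowest number possible, so depth is hardly tested by it. The adipocyte and B cell markers were at percentile 100, so fat or lymphoid tissue in some libraries is a candidate explanation that remains. Of the 140 genes called with FAEE-SAP, 1 was in the split.

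Of 781 Reactome sets tested with FAEE-SAP, 46 were higher and 27 lower in cKO at an adjusted p under 0.05 (camera in limma, Benjamini-Hochberg), and 196 had an unadjusted p under 0.05. Among the sets named for calcium, none was past the threshold, and the Ca2+ pathway set had a median of 0.24 (adjusted p = 0.190). Respiratory electron transport (median 0.59, adjusted p = 1.08e-16) and peptide chain elongation (0.45, 1.11e-16) were higher. Against random sets matched on exonic length and expression, the lower of their percentiles was 99.76. The matched random sets themselves had medians of 0.19 and 0.23. Gene length and level may therefore account for a part, and the percentile goes against them as the whole cause. As deposited the medians of the 2 Reactome sets were -0.35 and -0.51. The median of all genes tested was -0.91 there, so this change of sign does not test the 2 sets. Their medians were 0.60 and 0.45 with the trimmed mean and 0.55 and 0.15 with quantile normalization. Respiratory electron transport was also higher in cKO with saline (0.15, adjusted p = 0.00140 from camera in limma). The cause is left open.

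Further genes that the paper names, directly or by their protein, had these log2 fold changes in cKO against WT with FAEE-SAP. *Itpr1* had 0.55 (adjusted p = 0.349), *Itpr2* 0.48 (0.366), and *Itpr3* 0.07 (0.904), *Orai1* -0.38 (0.480), *Piezo1* -0.07 (0.923), *Prss1* 1.22 (0.0859), and *Ccl2* -0.74 (0.568), from limma with Benjamini-Hochberg adjustment. *Prss1* is 1 of several trypsinogen paralogs. *Il6* was under the RPKM minimum, at 0.0495 ± 0.0425 scaled RPKM (SD, n = 2) in cKO and 0.258 ± 0.130 in WT.

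With FAEE-SAP against saline in WT, 335 genes were higher and 420 lower, with the largest increases in *Lcn2* (8.00), *Krt20* (7.68), and *Saa2* (6.40) and the largest decreases in *Gm4744* (-4.73), *Slc38a5* (-4.23), and *Sostdc1* (-4.21). In cKO, 5 genes were higher, among them *Reg3a* (7.73), *Reg3b* (5.96), and *Lrg1* (5.66). The 2 counts were not compared with each other except by the interaction. The digestive enzyme list had a median of -1.97 in WT and -0.84 in cKO, over 32 genes in both. The acute-phase list had 3.10 over 26 genes in WT and 1.38 over 18 genes in cKO. The inflammatory list had 1.76 over 42 genes in WT and 1.06 over 22 genes in cKO. The medians of these last lists cover different genes in WT and cKO, so their sizes cannot be compared directly.

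With saline, *Reg2* (-1.42, adjusted p = 0.591) and *Reg3b* (-2.52, adjusted p = 0.453, limma with Benjamini-Hochberg adjustment) were lower in cKO and were chosen after their values were seen. Reads by exon would test the deletion in each library, genotyping of substrain markers in both mouse lines would test the *Nnt* difference, and recorded collection times would test the clock genes.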
